# NELL2, a novel osteoinductive factor, regulates osteoblast differentiation and bone homeostasis through fibronectin 1/integrin-mediated FAK/AKT signaling

**DOI:** 10.1038/s41413-025-00420-5

**Published:** 2025-04-11

**Authors:** Hairui Yuan, Xinyu Wang, Shuanglin Du, Mengyue Li, Endong Zhu, Jie Zhou, Yuan Dong, Shuang Wang, Liying Shan, Qian Liu, Baoli Wang

**Keywords:** Bone, Osteoporosis

## Abstract

Neural EGFL-like 2 (NELL2) is a secreted protein known for its regulatory functions in the nervous and reproductive systems, yet its role in bone biology remains unexplored. In this study, we observed that NELL2 was diminished in the bone of aged and ovariectomized (OVX) mice, as well as in the serum of osteopenia and osteoporosis patients. In vitro loss-of-function and gain-of-function studies revealed that NELL2 facilitated osteoblast differentiation and impeded adipocyte differentiation from stromal progenitor cells. In vivo studies further demonstrated that the deletion of NELL2 in preosteoblasts resulted in decreased cancellous bone mass in mice. Mechanistically, NELL2 interacted with the FNI-type domain located at the C-terminus of Fibronectin 1 (Fn1). Moreover, we found that NELL2 activated the focal adhesion kinase (FAK)/AKT signaling pathway through Fn1/integrin β1 (ITGB1), leading to the promotion of osteogenesis and the inhibition of adipogenesis. Notably, administration of NELL2-AAV was found to ameliorate bone loss in OVX mice. These findings underscore the significant role of NELL2 in osteoblast differentiation and bone homeostasis, suggesting its potential as a therapeutic target for managing osteoporosis.

## Introduction

Osteoporosis is a prevalent bone disease affecting approximately 90 million individuals in China, primarily elderly and postmenopausal women.^1^ The pathogenesis of osteoporosis is fundamentally linked to an imbalance in bone remodeling, where osteoclast-driven bone resorption outpaces osteoblast-driven bone formation.^2^ Current therapeutic approaches for osteoporosis mainly focus on inhibiting bone resorption, whereas there are very few drugs available that promote bone formation. Additionally, none of these treatments are fully curative, and many are associated with significant side effects.^3^ Thus, gaining a deeper insight into the mechanisms underlying osteoblast differentiation and bone formation is essential for the development of therapeutic interventions to treat osteoporosis.

Osteoblasts originate from multiple cellular sources including bone marrow stromal cells (BMSCs), growth plate skeletal stem cells (GP-SSCs), and periosteal skeletal stem cells (P-SSCs).^4–6^ Regarding BMSCs, their heterogeneity has been extensively studied through single-cell transcriptomics, revealing distinct characteristics of the osteogenic and adipogenic subpopulations.^7,8^ Baccin et al. designated these two subpopulations as Osteo-CAR and Adipo-CAR, noting that they express osteogenic and adipocyte lineage genes, respectively, and are distinctly localized within the bone marrow.^8^ The differentiation of BMSCs is an orchestrated process regulated by various transcription factors and distinct signaling pathways.^9,10^ Key positive regulators of osteoblast differentiation include Runt-related transcription factor 2 (Runx2),^11^ osterix (Osx),^12^ as well as the Wnt/β-catenin and transforming growth factor-β (TGFβ)/bone morphogenetic proteins (BMPs) signaling pathways.^13–15^ In contrast, the major drivers of adipocyte differentiation include peroxisome proliferator-activated receptor γ (PPARγ) and the CCAAT/enhancer binding proteins (C/EBPs) family.^16^

Neural EGFL-like 2 (NELL2) is the homolog of Nel, which was initially identified from a chicken embryonic cDNA library.^17^ As a secreted glycoprotein, NELL2 is highly expressed in the hippocampus and cerebral cortex, regulating neuronal differentiation, axon guidance, spatial learning, sexual and feeding behavior.^18–22^ NELL2 is also expressed in postnatal testis, where it plays a role in sperm maturation.^23^ Structurally, NELL2 contains multiple functional domains, including an N-terminal thrombospondin-1 (TSP-1)-like module (TSPN), several EGF-repeats, von Willebrand factor C domains (vWFC), and N-terminal signaling peptides.^17^ Although the role of NELL1, another homolog of Nel, in mammalian skeletal tissues has been well-characterized,^24–27^ there is currently no literature reporting the involvement of NELL2 in regulating bone homeostasis.

In this study, we investigated the role of NELL2 in regulating osteoblast differentiation and bone homeostasis, and elucidated the underlying cellular and molecular mechanisms. The findings provide novel insights into the physiological significance of NELL2 as a crucial regulator in osteoblast differentiation and bone homeostasis, highlighting its potential as a therapeutic target for treating osteoporosis.

## Results

### NELL2 expression level was diminished in the bone of aged and OVX mice and in the serum of postmenopausal osteoporosis patients

We assessed the mRNA and protein expression of NELL2 in various tissues/organs from 6-week-old C57BL/6 J mice. NELL2 mRNA was predominantly observed in the brain and testis (Fig. S1a), while NELL2 protein was most abundant in the heart and brown adipose tissue, followed by the calvarial bone, long bone (tibia), kidney, muscle and brain (Fig. S1b). Given the observed expression of NELL2 in bone tissue, we further examined NELL2 expression in the tibiae of aged mice and ovariectomized (OVX) mice. The results revealed a downregulation of NELL2 protein in the tibiae of 18-month-old aged mice (Fig. S1c) and OVX mice (Fig. S1d) compared to 3-month-old young mice and sham-operated mice, respectively. We also collected the serum samples of postmenopausal women, and compared NELL2 levels among individuals with normal bone mass and those diagnosed with osteopenia or osteoporosis. The demographic and clinical characteristics of the participants were listed in Table S1. We found that serum levels of NELL2 were decreased in patients with osteopenia and osteoporosis compared to healthy individuals (Fig. S1e). Furthermore, we observed elevated NELL2 protein levels during osteogenic differentiation in stromal ST2 cells (Fig. S1f), suggesting a possible role of NELL2 in the regulation of osteogenesis.

### NELL2 promoted osteoblast differentiation and impeded adipocyte differentiation

Compared with vector-transfected ST2 cells, overexpression of NELL2 enhanced alkaline phosphatase (ALP) staining, increased cellular ALP activity, and enhanced alizarin red S staining for matrix mineralization (Fig. S2a–c; Fig. 1a–c). Accordingly, the mRNA and protein levels of osteogenic factors such as Runx2, osterix, ALP and bone sialoprotein (BSP) were increased in NELL2-overexpressing cells after osteogenic treatment (Fig. 1d–f). Next, we used small-interfering RNAs (siRNAs) to silence endogenous NELL2 expression (Fig. S2i–k). Under osteogenic induction, silencing of NELL2 markedly suppressed osteoblast differentiation, as evidenced by the diminished ALP staining, alizarin red S staining and cellular ALP activity (Fig. 1g–i). Accordingly, the mRNA and protein levels of the key osteogenic factors were decreased in NELL2-silenced cells (Fig. 1j–l). Collectively, these findings indicate that NELL2 plays a role in promoting osteoblast differentiation.

**Fig. 1:**
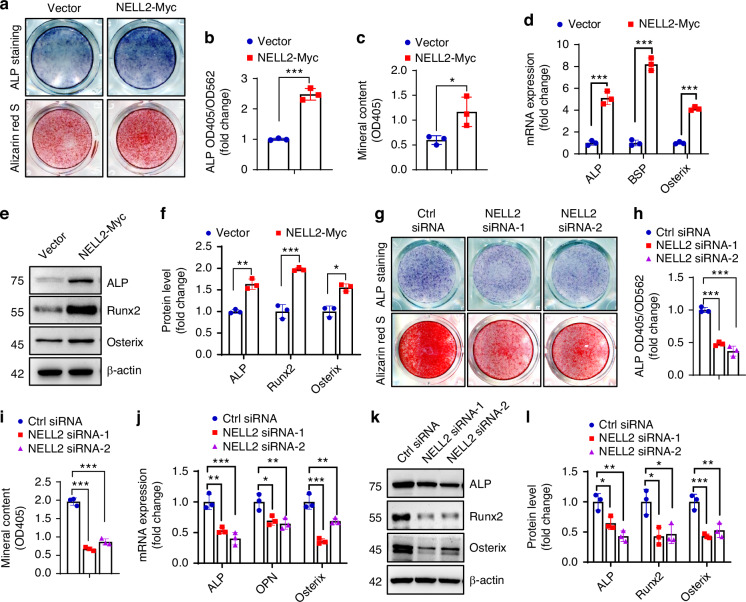
NELL2 promoted osteoblast differentiation. ST2 cells were cultured and induced to allow osteogenic differentiation after overexpression (**a**–**f**) or knockdown (**g**–**l**) of NELL2. **a**, **g** ALP staining (upper panel) and alizarin red S staining (lower panel) were performed after 14 and 21 days of induction, respectively. **b**, **h** ALP activity was measured. **c**, **i** The intensity of alizarin red S staining was quantified. **d**–**f**, **j**–**l** The mRNA (**d**, **j**) and protein (**e**, **f**, **k**, **l**) levels of osteogenic factors were detected after 3 days of induction. Data are mean ± SD, *n* = 3. Comparisons were conducted using Student’s *t* test (**b**–**d**, **f**), or one-way ANOVA followed by Dunnett’s test (**h**–**j**, **l**), *P < 0.05, **P < 0.01, ***P < 0.001

We then investigated whether NELL2 regulates adipocyte differentiation. Our results showed that, under adipogenic induction, overexpression of NELL2 in ST2 cells significantly reduced differentiated oil red O-positive adipocytes (Fig. S2d, e), as well as the mRNA and protein expression of adipogenic markers such as PPARγ, C/EBPα, and adipocyte protein 2 (aP2) in ST2 cells compared to Vector (Fig. S2f–h). In contrast, knockdown of NELL2 promoted adipogenic differentiation (Fig. S2l–p). Taken together, these data suggest that NELL2 promotes osteoblast differentiation and inhibits adipocyte differentiation from stromal progenitor cells.

### Preosteoblast-specific deletion of NELL2 reduced bone mass in mice

To investigate the physiological function of NELL2 in bone, we generated Col1-cre;*Nell2*^fx/fx^ in which NELL2 was deleted in preosteoblasts. We confirmed the deletion efficiency in calvarial preosteoblasts using quantitative reverse transcription polymerase chain reaction (qRT-PCR) and western blotting (Fig. S3a–c). We found that the knockout of NELL2 in preosteoblasts does not alter the expression level of NELL1 (Fig. S3d). Three-month-old Col1-cre;*Nell2*^fx/fx^ mice showed no significant differences in body weight and length compared to the *Nell2*^fx/fx^ mice (Fig. S3e, f, j, k). μCT analysis revealed that the cortical bone thickness (Ct. Th) and cortical bone mineral density (Ct. BMD) of the tibiae in 3-month-old Col1-cre;*Nell2*^fx/fx^ mice did not show significant difference compared with *Nell2*^fx/fx^ mice (Fig. S3g–i, l–n). Alcian Blue/Hematoxylin/Orange G (ABH/OG) staining revealed no significant changes in growth plate morphology in male and female mice (Fig. S3o).

However, the cancellous bone mass at the metaphysis was decreased in 3-month-old Col1-cre;*Nell2*^fx/fx^ female mice. In brief, trabecular bone volume/total volume (Tb. BV/TV), trabecular bone mineral density (Tb. BMD), and trabecular number (Tb. N) were reduced by 38.1%, 41.2% and 20.3%, respectively, while trabecular separation (Tb. Sp) was increased by 28.5% in 3-month-old Col1-cre;*Nell2*^fx/fx^ female mice versus *Nell2*^fx/fx^ mice (Fig. 2a–f). Similar results were observed in 3-month-old male mice (Fig. S4a–f). In both genders, Col1-cre;*Nell2*^fx/fx^ mice exhibited a decrease in serum levels of procollagen type I N-terminal propeptide (PINP) and C-terminal telopeptide of type I collagen (CTX-1), markers for bone formation and resorption, respectively (Fig. 2g, h; Fig. S4g, h), indicating a diminished bone turnover rate due to NELL2 deletion in preosteoblasts.

**Fig. 2:**
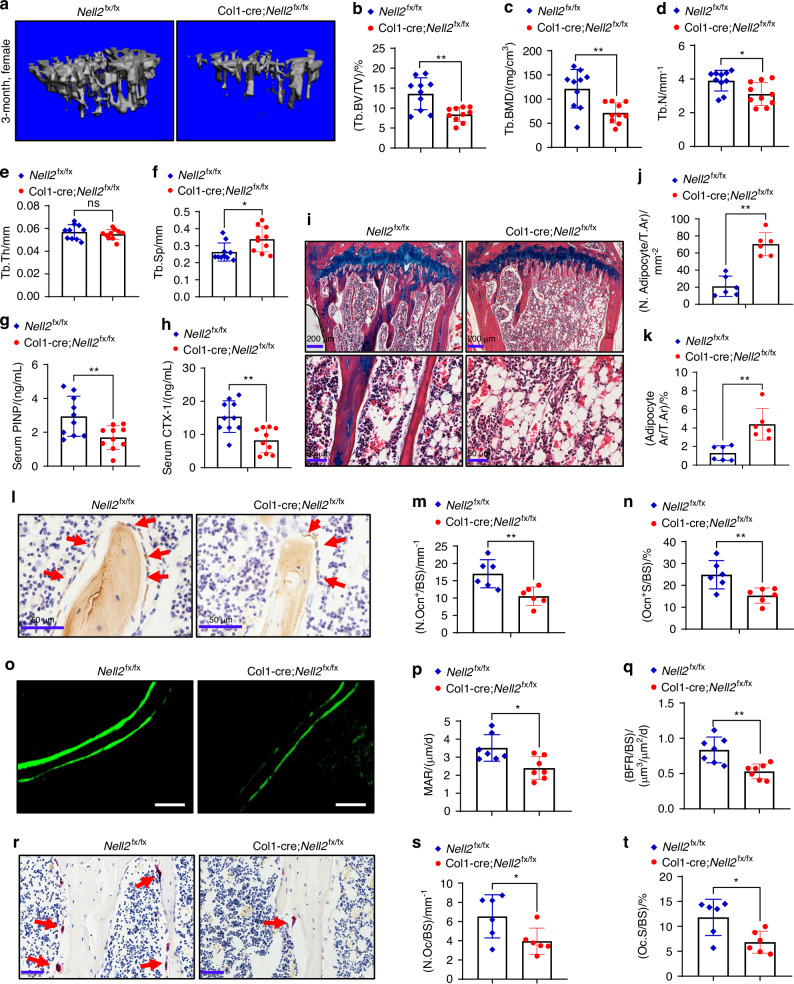
Preosteoblast-specific deletion of NELL2 reduced bone mass in female mice. **a**–**f** Cancellous bone mass at proximal tibial metaphysis in 3-month-old female mice was analyzed using μCT. **a** Representative reconstruction images are shown. **b**–**f** Histomorphometric parameters of cancellous bone were quantified, *n* = 10. **g**, **h** Serum levels of PINP and CTX-1 were measured using ELISA, *n* = 10. **i** ABH/OG staining was conducted. Scale bar: 200 μm (upper panel); 50 μm (lower panel). **j**, **k** The numbers and area percentage of adipocytes were quantified, *n* = 6. **l** Representative images of osteocalcin IHC staining are shown. **m**, **n** The numbers and surface percentage of trabecular Ocn^+^ osteoblasts were quantified, *n* = 6. **o** Representative images of calcein double labeling are shown. **p**, **q** MAR and BFR/BS were quantified, *n* = 7. **r** Representative images of TRAP staining are shown. **s**, **t** The numbers and surface percentage of osteoclasts were quantified, *n* = 6. Scale in (**l**, **o**, **r**): 50 μm. Data are mean ± SD. Comparisons were conducted using Student’s *t* test, *P < 0.05, **P < 0.01; ns: no significance

ABH/OG staining showed that there was an increase in the number and area percentage of adipocytes in the bone marrow compartment (Fig. 2i–k; Fig. S4i–k). Immunohistochemistry (IHC) results showed a decrease in the number and surface percentage of osteocalcin (Ocn)-positive osteoblasts (Fig. 2l–n; Fig. S4l–n). Calcein double-labeling analysis revealed that Col1-cre;*Nell2*^fx/fx^ female mice had lower mineral apposition rate (MAR) and bone formation rate/bone surface (BFR/BS) compared with *Nell2*^fx/fx^ mice (Fig. 2o–q). Tartrate-resistant acid phosphatase (TRAP) staining revealed a decrease in the number and surface percentage of TRAP^+^ osteoclasts in Col1-cre;*Nell2*^fx/fx^ mice (Fig. 2r–t; Fig. S4o–q). qRT-PCR analysis demonstrated a downregulation of the Rankl/opg ratio (Fig. S5a–c) in preosteoblasts from Col1-cre;*Nell2*^fx/fx^ mice, suggesting that NELL2 expressed in osteoblastic lineage may regulate osteoclastogenesis. Furthermore, impaired osteoclast differentiation was observed in bone marrow cells derived from Col1-cre;*Nell2*^fx/fx^ mice compared to those from control mice, as indicated by a decrease in the number of osteoclasts formed and downregulation of osteoclast-specific genes such as acid phosphatase 5 (Acp5), cathepsin K (Ctsk) and nuclear factor of activated T cells 1 (Nfatc1) (Fig. S5d–f).

### NELL2 deletion in preosteoblasts reduced osteoblast differentiation and promoted adipocyte differentiation

To further validate the physiological role of NELL2, we examined the differentiation potential of neonatal calvarial preosteoblasts from the mouse models. For osteoblast differentiation, preosteoblasts from Col1-cre;*Nell2*^fx/fx^ mice exhibited diminished ALP staining, alizarin red S staining and cellular ALP activity, as well as downregulation of osteogenic factors compared with *Nell2*^fx/fx^ controls (Fig. 3a–f). For adipogenic differentiation, preosteoblasts from Col1-cre;*Nell2*^fx/fx^ mice showed enhanced ability to differentiate into adipocytes, manifested by enhanced oil red O staining and upregulation of adipogenic factors (Fig. 3g–k). These findings indicated that the deletion of endogenous NELL2 inhibited osteoblast differentiation and mineralization, and promoted adipocyte formation.

**Fig. 3:**
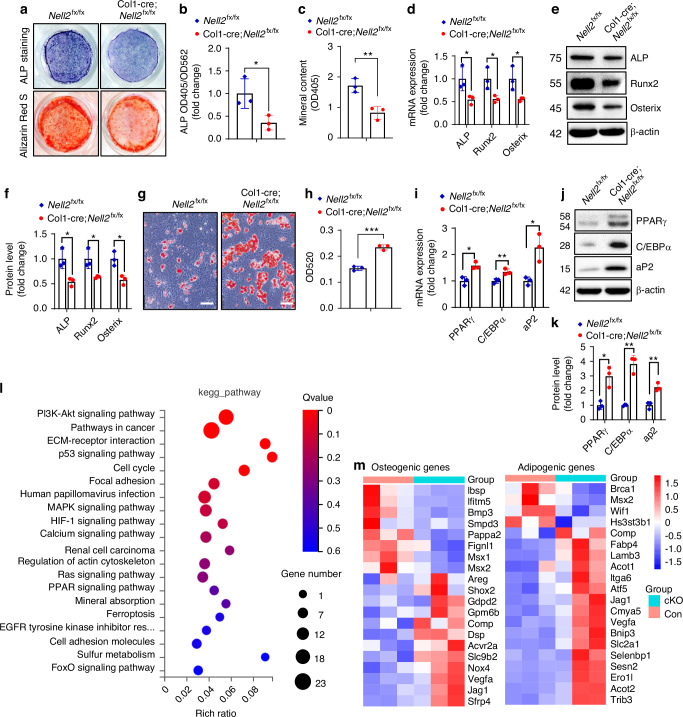
NELL2 deletion in preosteoblasts reduced osteoblast differentiation and promoted adipocyte differentiation. Primary calvarial preosteoblasts from mice were cultured and induced to allow osteogenic (**a**–**f**) and adipogenic (**g**–**k**) differentiation. **a** ALP staining and alizarin red S staining were conducted after 14 and 21 days of induction, respectively. **b** ALP activity was measured. **c** The intensity of alizarin red S staining was quantified. **d**–**f** The mRNA and protein levels of osteogenic factors were determined after 3 days of induction. **g** Oil red O staining was conducted. Scale bar: 100 μm. **h** The intensity of oil red O staining was quantified by measuring OD520. **i**–**k** The mRNA and protein levels of adipogenic factors were examined following induction for 2 and 3 days respectively. **l** KEGG analysis was performed to identify the top-ranking enriched pathways. **m** A heatmap illustrating differentially expressed osteogenic and adipogenic genes is presented. Data are mean ± SD, *n* = 3. Comparisons were conducted using Student’s *t* test, *P < 0.05, **P < 0.01, ***P < 0.001

The expression profiles in preosteoblasts between the mutants and controls were compared by RNA-seq analysis (GSE266198). 

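Preosteoblasts, the precursors of bone-forming osteoblasts, were isolated from the calvaria of 3-day-old mice, and RNA was sequenced from 3 libraries of *Nell2* fx/fx control cells and 3 libraries of Col1-cre;*Nell2* fx/fx (cKO) cells. In the cKO mice, Cre recombinase under a Col1a1 promoter removes the floxed part of *Nell2* in cells of the osteoblast lineage. The authors mapped 150 bp paired-end reads with HISAT2 and deposited 1 value per gene symbol and library in FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library), rounded to 2 decimals. The table has 17001 rows, of which 11 are listed at 0 in all 6 libraries. FPKM values do not carry the number of reads, so the sequencing depth of each library is unknown and no counting error can be given. The FPKM values of a library summed to between 573307 and 606428. The values were taken as log2(FPKM + 1), and the 11590 rows with an FPKM of at least 1 in at least 3 libraries were compared between the groups with limma's moderated test and Benjamini-Hochberg adjustment. Fold changes are on this log2(FPKM + 1) scale, which understates the change of genes with low values. The Pearson correlation between libraries across the tested genes was between 0.982 and 0.994, and genes are not independent replicates.
The targeted gene was examined first. *Nell2* lies on chromosome 15 of GRCm38 from 95075230 to 95528559 on the minus strand in GENCODE release M21, an annotation that may differ from the one the authors used. Its FPKM was 3.17, 2.59 and 1.88 in control replicates 1, 2 and 3. In the libraries labelled cKO replicates 1, 2 and 3 it was 5.64, 1.61 and 5.74. The mean was 2.55 ± 0.65 (SD, n = 3) in the control libraries and 4.33 ± 2.36 (SD, n = 3) in the libraries labelled cKO, a log2 fold change of 0.48 (standard error 0.37, adjusted p = 0.591 from limma with Benjamini-Hochberg adjustment), so the difference was not larger than the spread between replicates. *Nell2* was therefore not lower in the libraries labelled cKO, and a gene-level FPKM does not separate reads of the floxed part from reads of the rest of the gene. Directions are given for the libraries as labelled.

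**Figure D1:**
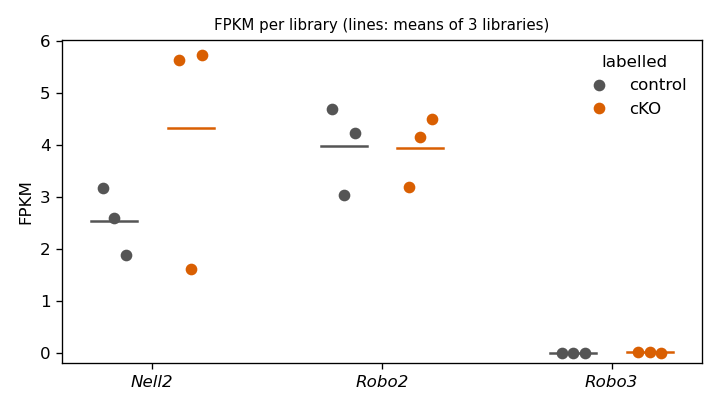
FPKM of *Nell2*, *Robo2* and *Robo3* in each of the 3 control libraries and the 3 libraries labelled cKO. Points are single libraries and lines are group means. The *Nell2* values of the libraries labelled cKO range from 1.61 to 5.74, around the control range of 1.88 to 3.17.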

The results revealed a total of 311 differentially expressed genes, with 107 genes downregulated and 204 genes upregulated (Fig. S6). 

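Among the 11590 genes tested, 0 had an adjusted p-value under 0.05 in limma's moderated test with Benjamini-Hochberg adjustment, and 1521 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.312. With the lines drawn in Fig. S6 read as a 1.5-fold change and a p-value of 0.25, 0 genes passed when the p-value was taken as adjusted. When it was taken as unadjusted, 222 genes passed, 148 higher and 74 lower in the libraries labelled cKO. With a pseudocount of 0.1 and no filter, the unadjusted count was 950. With each library left out in turn, the number of genes with an adjusted p-value under 0.05 was between 0 and 334, and the largest number came without the library labelled cKO replicate 1. *Nell2* was not lower in the libraries labelled cKO, so these directions follow the labels.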

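Gene sets were examined with the Reactome mouse collection, whose sets are the closest counterparts here of the KEGG pathways and are not the same lists. Among the tested genes, 4226 belonged to a Reactome set, and 806 sets with 10 to 600 tested members were compared. Because 0 genes passed the Fig. S6 lines with an adjusted p-value, no set could be enriched among them. Among the genes that passed with an unadjusted p-value, 93 belonged to a Reactome set. Of these, 19 were in Cell cycle, where 9.53 would be expected by chance (one-sided Fisher's exact test, adjusted p = 0.133 over the 806 sets), and 5 were in Integrin cell surface interactions, where 1.19 would be expected (adjusted p = 0.265 from the same exact test). PIP3 activates AKT signaling held 3 of them against 1.25 expected, and Cell-extracellular matrix interactions held 0. A competitive test of all genes, limma's camera with Benjamini-Hochberg adjustment, gave an adjusted p of 5.24e-12 for the 433 tested Cell cycle genes. These genes were lower in the libraries labelled cKO, with a median log2 fold change of -0.14. Other splits of the libraries, tried after this result was seen, came near with camera. The adjusted p was 7.55e-10 with cKO replicate 1 and control replicate 3 exchanged, and 5.7e-09 for another split. For the 54 tested genes of Integrin cell surface interactions, camera gave an adjusted p of 0.169 with higher values. In the same camera test, PIP3 activates AKT signaling, with 57 tested genes, gave 0.654. Cell-extracellular matrix interactions, with only 18, gave 0.887. These directions follow the labels, and *Nell2* was not lower in the libraries labelled cKO.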

Kyoto encyclopedia of genes and genomes (KEGG) analysis indicated that these genes are involved in pathways such as phosphatidylinositol 3-kinase (PI3K)-Akt, cancer, extracellular matrix (ECM)-receptor interaction, p53, cell cycle, focal adhesion, etc (Fig. 3l). Gene ontology (GO) analysis revealed that the deletion of NELL2 resulted in expression changes in multiple genes implicated in osteoblast and adipocyte differentiation (Fig. 3m).

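The heatmaps of Fig. 3m show 36 distinct genes, of which 30 passed the filter on low values. All 30 changed in the direction of the heatmap in the libraries labelled cKO, in which *Nell2* itself was not lower. The heatmap shows these same libraries, so this match was largely fixed in advance. After adjustment over all tested genes, 0 of the 30 had an adjusted p-value under 0.05 in limma's moderated test, and 27 had an unadjusted p-value under 0.05. Adjusted over the 30 genes alone, 27 passed, but these genes were chosen by the paper from the same libraries, so this count is no separate test. In 22 of the 30 genes the control and cKO values did not overlap. Chance gives this for 10% of genes with 3 libraries against 3, a share that is no yardstick for genes chosen because they differed in these libraries. Of the 16 tested genes shown as osteogenic, 10 were higher and the median log2 fold change was 0.50, with *Vegfa* at 0.70 (standard error 0.18, adjusted p = 0.312) among the higher ones. Among the lower ones, *Ibsp* fell by 1.27 on the log2(FPKM + 1) scale (standard error 0.32, adjusted p = 0.312), *Ifitm5* fell by 1.05 (standard error 0.26, adjusted p = 0.312) and *Msx1* fell by 0.68 (standard error 0.13, adjusted p = 0.312). Of the genes shown as adipogenic, *Fabp4* had an FPKM of 18.7 ± 4.37 (SD, n = 3) in control libraries and 62.8 ± 19.7 (SD, n = 3) in libraries labelled cKO, a log2 fold change of 1.68 (standard error 0.24, adjusted p = 0.312 from limma). *Trib3* had a log2 fold change of 1.89 (standard error 0.45, adjusted p = 0.312). From such changes, the paper states that loss of NELL2 altered genes of osteoblast and adipocyte differentiation.

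**Figure D2:**
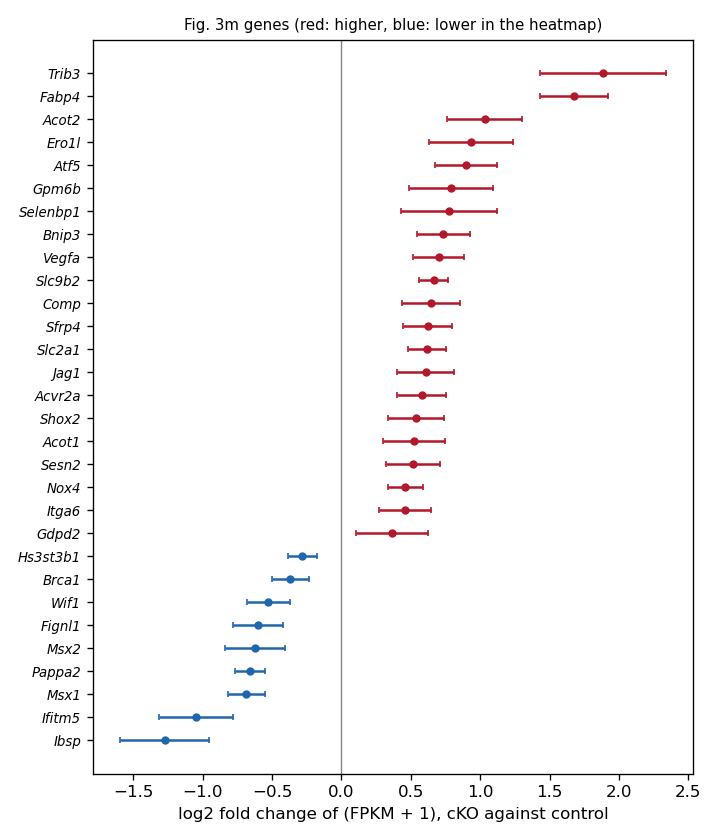
Log2 fold change of (FPKM + 1) between the 3 libraries labelled cKO and the 3 control libraries for the 30 genes of Fig. 3m that passed the filter. Points are limma estimates, bars are standard errors, and colours give the direction in the heatmap of the paper. Values run from -1.27 for *Ibsp* to 1.89 for *Trib3*.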

### NELL2 interacted with Fibronectin 1 in BMSCs

The reported receptors for NELL2 include roundabout guidance receptor 2/3 (ROBO2/3) and c-ros oncogene 1 (ROS1),^22,23^ neither of which was expressed or expressed at very low levels in preosteoblasts as indicated in our RNA-seq data. 

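*Robo2* lies on chromosome 16 of GRCm38 from 73891839 to 74411825, and *Robo3* on chromosome 9 from 37415669 to 37433246, both on the minus strand in GENCODE release M21. The FPKM of *Robo2* was 4.7, 3.04 and 4.23 in control replicates 1, 2 and 3, and 3.19, 4.15 and 4.5 in the libraries labelled cKO replicates 1, 2 and 3. Its mean over the 6 libraries was 3.97, above that of 47.0% of the rows of the table, and it did not differ between the groups (log2 fold change -0.01, standard error 0.15, adjusted p = 0.987 from limma with Benjamini-Hochberg adjustment). The mean FPKM of *Nell2* over the same 6 libraries was 3.44. *Robo3* was listed at 0 in 4 of the 6 libraries and at 0.02 in the libraries labelled cKO replicates 1 and 2. *Ros1* was not analysed here.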

We therefore attempted to screen for the potential receptors or binding partners through which NELL2 signals in BMSCs using pull-down assay followed by liquid chromatography-tandem mass spectrometry (LC-MS/MS). Our results revealed a total of 173 proteins pulled down, including Fn1 ranking at top 1 (Table S2). We confirmed that Fn1 is primarily located on cell membrane (Fig. 4a). We further validated the MS results and demonstrated that NELL2-His recombinant protein indeed interacted with Fn1 (Fig. 4b). To further demonstrate the direct interaction between NELL2 and Fn1, we co-transfected NELL2-Myc and Fn1-HA into 293 T cells, and collected the cell lysates for Co-immunoprecipitation (Co-IP). Western blotting detected a strong band of Myc-tagged protein in HA immunoprecipitates (Fig. 4c) and a strong band of HA-tagged protein in Myc immunoprecipitates (Fig. 4d).

**Fig. 4:**
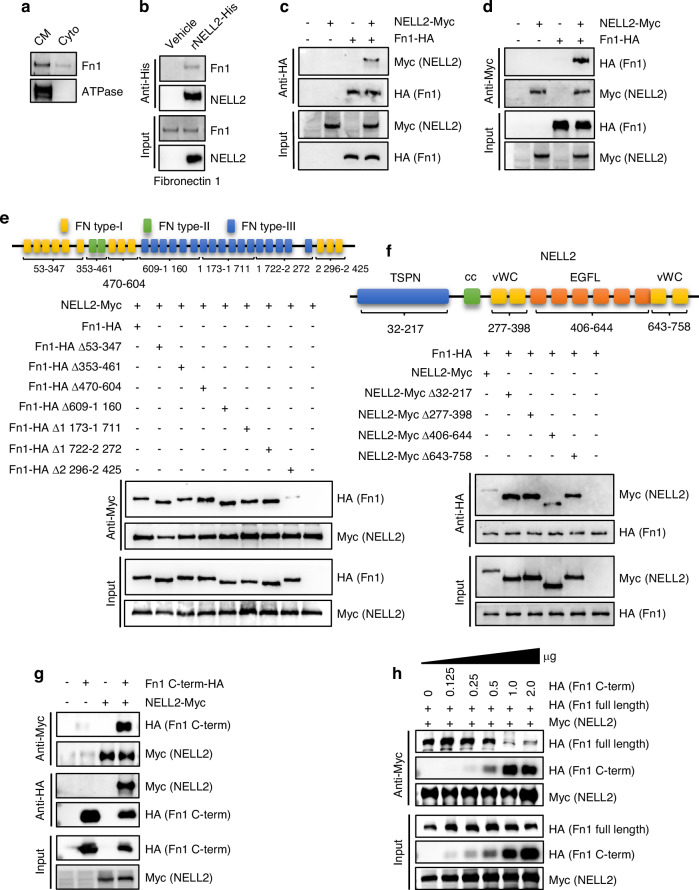
NELL2 interacted with Fibronectin 1 in BMSCs. **a** The membrane location of Fn1 in BMSCs was validated using western blotting. **b** The presence of Fn1 in the membrane-bound proteins pulled down by NELL2-His protein was confirmed using Western blotting. **c**, **d** NELL2-Myc and Fn1-HA expression constructs were co-transfected into 293 T cells and Co-IP was performed to confirm the binding of NELL2-Myc to Fn1-HA. **e** Co-IP was performed to analyze the binding of various Fn1 truncates to full-length NELL2. **f** Co-IP was performed to analyze the binding of various NELL2-Myc truncates to full-length Fn1-HA. **g** Co-IP was performed to analyze the interaction between NELL2-Myc with Fn1 C-terminal-HA fragment. **h** NELL2-Myc (1 μg) and Fn1-HA (1 μg) expression constructs were co-transfected into 293 T cells, along with a quantity gradient of 0–2 μg of Fn1 C-terminal-HA construct. Immunoprecipitation was performed using anti-Myc, followed by Western blotting analysis using anti-HA and anti-Myc

Next, we conducted sequential deletions to generate a series of Fn1 truncation mutants that lack specific domains including FNI (53-347 aa), FNII (353-461 aa), FNI (470-604 aa), FNIII 1-6 (609-1160 aa), FNIII 7-12 (1173-1711 aa), FNIII 13-17 (1722-2272 aa), and FNI (2296-2425 aa). Each mutant construct was co-transfected with NELL2-Myc construct into 293 T cells. Co-IP experiments using anti-Myc antibody showed that the deletion of FNI (2296-2425 aa) resulted in diminished binding between NELL2 and Fn1 (Fig. 4e). Additionally, we also generated a series of NELL2 constructs with sequential deletions in the domains of TSPN (32-217 aa), Coiled coil (242-271 aa), vWC (277-398 aa), EGF-like (406-644 aa), and vWC (643-758 aa), respectively. Co-IP experiments using anti-HA revealed that deletion of the EGF-like (406-644 aa) domain in NELL2 reduced the binding between Fn1 and NELL2 (Fig. 4f). These findings indicate that NELL2 interacts with Fn1 primarily through the FNI (2296-2425 aa) domain of Fn1 and the EGF-like domain of NELL2 (406-644 aa).

Furthermore, we tested whether the FNI (2296-2425 aa) domain of Fn1 interacts with NELL2. We co-transfected Fn1 C-terminal-HA construct (expresses FNI 2296-2425 aa domain of Fn1) and NELL2-Myc construct into 293 T cells. Co-IP with either Myc or HA beads followed by western blotting with HA or Myc antibody, respectively, showed a clear interaction between Fn1 C-terminal-HA and NELL2-Myc (Fig. 4g).

### NELL2 regulated osteoblast and adipocyte differentiation via interacting with Fibronectin 1

To determine whether Fn1 is involved in osteoblast and adipocyte differentiation, we utilized two independent siRNAs to silence endogenous Fn1 expression (Fig. S7a). The knockdown of Fn1 suppressed osteogenic differentiation in ST2, as evidenced by diminished ALP staining and cellular ALP activity (Fig. S7b, c), as well as downregulated expression of osteogenic factors (Fig. S7d–f). Conversely, the knockdown of Fn1 promoted adipogenic differentiation in ST2 cells (Fig. S8a–e). To further validate whether NELL2 regulates osteoblast and adipocyte differentiation through Fn1, we conducted co-transfection experiments with NELL2-Myc expression construct and Fn1 siRNA. The results demonstrated that the stimulatory effect of NELL2 on osteoblast differentiation was attenuated upon co-transfection with Fn1 siRNA (Fig. S7g–m). Similarly, the inhibitory effect of NELL2 on adipocyte differentiation was mitigated when co-transfected with Fn1 siRNA (Fig. S8f–j).

To further investigate the necessity of NELL2-Fn1 interaction for osteoblast and adipocyte differentiation, 293 T cells were co-transfected using NELL2-Myc and full-length Fn1-HA along with various amounts of Fn1 C-terminal-HA. The Co-IP experiment showed that when NELL2-Myc was pulled down with anti-Myc, the amount of co-precipitated full-length Fn1-HA decreased as the amount of co-precipitated Fn1 C-terminal-HA increased (Fig. 4h). This indicates that an excess of Fn1 C-terminal fragment antagonized the binding of NELL2 to the full-length Fn1. We co-transfected ST2 cells with Fn1 C-terminal-HA and NELL2-Myc constructs, followed by induction of osteogenesis or adipogenesis. Notably, overexpression of Fn1 C-terminal-HA largely mitigated the pro-osteogenic and anti-adipogenic effects of NELL2 (Fig. 5a–f; Fig. S9a–g). These findings indicate that NELL2 regulated osteoblast and adipocyte differentiation via interacting with Fn1.

**Fig. 5:**
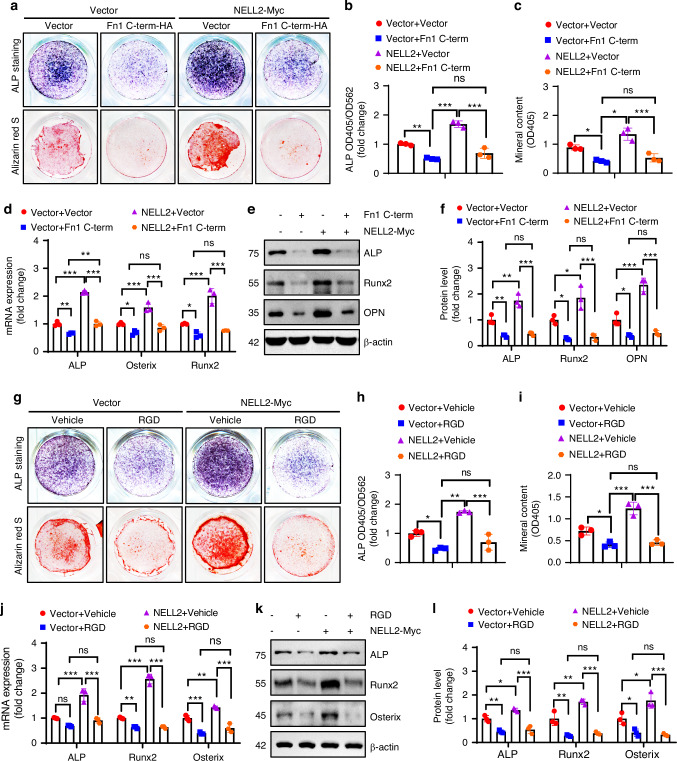
NELL2 regulated osteoblast differentiation through interacting with Fibronectin 1/integrin. **a**–**f** ST2 cells were co-transfected with NELL2-Myc (or vector) and Fn1 C-terminal-HA constructs (or vector), and then induced to allow osteogenic differentiation. **g**–**l** ST2 cells were transfected with NELL2-Myc, and then induced to allow osteogenic differentiation in the presence of vehicle or 10 μmol/L RGD peptide (GRGDSPK). **a**, **g** ALP staining (upper panel) and alizarin red S staining (lower panel) were performed after 14 and 21 days of induction, respectively. **b**, **h** ALP activity was measured, *n* = 3. **c**, **i** The intensity of alizarin red S staining was quantified, *n* = 3. **d**–**f**, **j**–**l** The mRNA (**d**, **j**) and protein (**e**, **f**, **k**, **l**) levels of osteogenic factors were detected after 3 days of induction, *n* = 3. Data are mean ± SD. Comparisons were conducted using two-way ANOVA followed by Tukey’s test, *P < 0.05, **P < 0.01, ***P < 0.001; ns no significance

### NELL2 activated FAK/AKT signaling pathway through Fibronectin 1/Integrin β1

To elucidate the signaling pathway downstream of NELL2/Fn1, we conducted RNA-seq analysis using ST2 cells transfected with either NELL2 construct or Fn1 siRNA (GSE265936). The results revealed that NELL2 overexpression led to upregulation of 371 genes and downregulation of 293 genes (Fig. S10a), whereas Fn1 knockdown resulted in upregulation of 516 genes and downregulation of 812 genes (Fig. S10b). Venn diagram analysis identified a total of 236 genes changed in both NELL2-transfected and Fn1 siRNA-transfected cells (Fig. S10c). Subsequent pathway analysis of the overlapping altered genes showed that both NELL2 and Fn1 regulated actin cytoskeleton, focal adhesion, PI3K-Akt, cell adhesion pathways, etc (Fig. S10d). These pathways are primarily associated with integrins, which connect extracellular matrix (ECM) molecules to intracellular cytoskeletal proteins forming focal adhesions and mediating cell adhesion and bidirectional signaling between cells and ECM.^28^

We next investigated whether NELL2 regulates osteoblast and adipocyte differentiation through Fn1/integrin. To disrupt the fibronectin-integrin interaction, we employed GRGDSPK, a peptide that includes the Arg-Gly-Asp (RGD) sequence, which serves as a competitive and reversible inhibitor of fibronectin-integrin binding. Our results showed that treatment of ST2 cells with RGD peptide resulted in decreased osteogenesis and enhanced adipogenesis. Notably, the effects of NELL2 on osteoblast and adipocyte differentiation were largely attenuated in the presence of RGD peptide (Fig. 5g–l; Fig. S11a–f). These findings indicate that RGD peptide, by competitively binding the integrin receptor, mitigates NELL2-induced promotion of osteoblast differentiation and inhibition of adipocyte differentiation.

Integrin β1 (ITGB1) is known as the receptor of Fn1. Therefore, we determined whether ITGB1 is involved in the NELL2-regulated osteoblast and adipocyte differentiation. NELL2-Myc was transfected into ST2 cells with or without Fn1 siRNA. Co-IP experiment using anti-Myc antibody revealed that knockdown of Fn1 reduced the binding of Fn1 to NELL2, as well as the binding of NELL2 to ITGB1 (Fig. S12), suggesting that Fn1 is required for NELL2’s interaction with ITGB1. Subsequently, we transfected ST2 cells with ITGB1 siRNA, which led to a 95% reduction in ITGB1 mRNA level (Fig. S13a, b). Knockdown of ITGB1 inhibited osteoblast differentiation while promoting adipocyte differentiation in ST2 cells. Additionally, knockdown of ITGB largely mitigated the pro-osteogenic and anti-adipogenic effects of NELL2 (Fig. S13c–m). These results underscore the necessity of integrin for the functional role of NELL2.

We then investigated whether NELL2 signals through Fn1/ITGB1. The focal adhesion and PI3K-Akt pathways are known to regulate osteoblast and adipocyte differentiation.^29,30^ Thus, we examined the impact of NELL2 and Fn1 on the FAK/AKT pathway. As expected, the levels of pFAK (Y397) and pAKT (S473) were upregulated following overexpression of NELL2 (Fig. 6a, b). Conversely, these protein levels were downregulated in NELL2 knockout cells or in ST2 cells following knockdown of Fn1 (Fig. S14a–d). Furthermore, when NELL2 was overexpressed in the context of Fn1 knockdown, there was no increase in the levels of pFAK (Y397) and pAKT (S473) (Fig. 6c, d). Moreover, in ST2 cells that overexpressed NELL2, co-transfection with Fn1 C-terminal construct, treatment with RGD peptide, or co-transfection with ITGB1 siRNA, effectively prevented the activation of pFAK (Y397) and pAKT (S473) induced by NELL2 (Fig. 6e–h; Fig. S14e, f). These results indicate that NELL2 regulates the FAK-AKT pathway through Fn1/integrins.

**Fig. 6:**
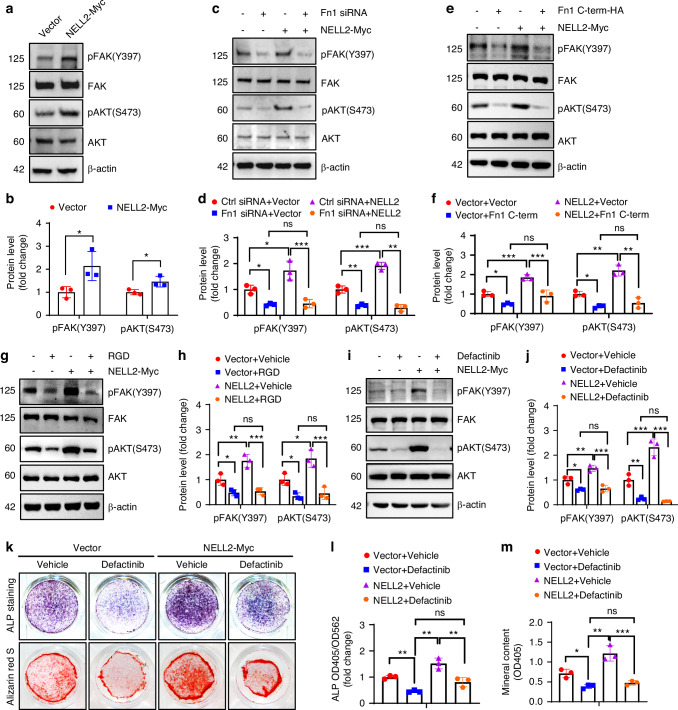
NELL2 activated FAK/AKT signaling pathway through Fibronectin 1/integrin. **a**–**j** Western blotting was conducted to analyze pFAK(Y397) and pAKT(S473) levels in ST2 cells either transfected with NELL2-Myc construct (or vector) (**a**, **b**), Fn1 siRNAs (or control siRNA) (**c**, **d**) or Fn1 C-terminal-HA (or vector) (**e**, **f**), or treated with RGD peptide (or vehicle) (**g**, **h**) or Defactinib (or vehicle) (**i**, **j**). **k**–**m** ST2 cells were transfected with NELL2-Myc (or vector), and then induced to allow osteogenic differentiation in the presence of Vehicle or 1 μmol/L Defactinib. **k** ALP staining (upper panel) and alizarin red S staining (lower panel) were performed after 14 and 21 days of induction, respectively. **l** ALP activity was measured. **m** The intensity of alizarin red S staining was quantified. Comparisons were conducted using Student’s *t* test (**b**), or two-way ANOVA followed by Tukey’s test (**d**, **f**, **h**, **j**, **l**, **m**). *P < 0.05, **P < 0.01, ***P < 0.001; ns no significance

We subsequently treated ST2 cells with Defactinib, a specific FAK inhibitor. The results demonstrated that Defactinib significantly reduced pFAK (Y397) and pAKT (S473) (Fig. 6i, j). Furthermore, Defactinib impaired osteoblast differentiation while promoting adipocyte differentiation, and largely mitigated both the pro-osteogenic and anti-adipogenic effects of NELL2 (Fig. 6k–m; Fig. S15a–c; Fig. S16a–f). These findings underscore the crucial role of the FAK/AKT pathway in mediating the effects of NELL2 on osteoblast and adipocyte differentiation.

### Administration of NELL2-AAV ameliorated bone loss in OVX mice

To determine the potential of NELL2 to enhance bone health, we generated an adeno-associated virus (AAV) expressing NELL2 (NELL2-AAV) and delivered it via tail vein injection to mice. The tissue distribution of NELL2-AAV was examined using fluorescence microscopy one month after injection. The results demonstrated effective targeting of NELL2-AAV to bone, as well as cardiac muscle, skeletal muscle, and kidney (Fig. S17a). qRT-PCR analysis confirmed that NELL2 was overexpressed in both tibial bone and isolated BMSCs (Fig. S17b, c). Subsequently, we established the OVX mouse model, and the mice were systemically administered with AAV carrying either GFP or NELL2, respectively. As expected, after 2 months, OVX/AAV-GFP mice exhibited diminished bone mass compared with Sham/AAV-GFP mice. Specifically, Tb. BV/TV, Tb. BMD and Tb. N were decreased by 40.4%, 51.0% and 31.2%, respectively, while Tb. Sp was increased by 43.8% at the tibial metaphysis (Fig. 7a–f). Additionally, cortical thickness was reduced by 10.5% in OVX/AAV-GFP mice versus Sham/AAV-GFP mice (Fig. S18a, b). After administration of NELL2-AAV, Tb. BV/TV was significantly increased in Sham/AAV-NELL2 group compared to Sham/AAV-GFP group, while Tb. BMD and Tb. N exhibited a rising tendency although they did not attain statistical significance (Fig. 7a–f). Notably, the upregulation of NELL2 in OVX/AAV-NELL2 mice significantly mitigated cancellous bone loss induced by OVX, as indicated by increased Tb. BV/TV (50.0%), Tb. BMD (74.7%) and Tb. N (31.8%), along with decreased Tb. Sp (20.0%) compared with OVX/AAV-GFP mice (Fig. 7a–f).

**Fig. 7:**
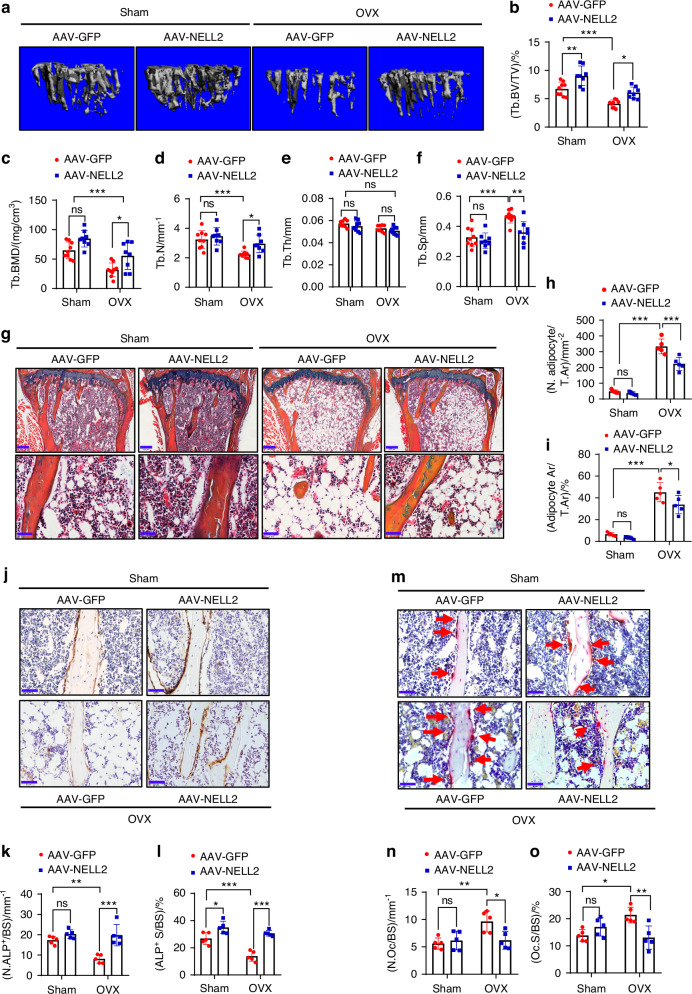
Administration of NELL2-AAV ameliorated bone loss in OVX mice. **a** Cancellous bone mass at proximal tibial metaphysis in the mice was analyzed using μCT, and the representative reconstruction images are shown. **b**–**f** Histomorphometric parameters of cancellous bone were quantified, *n* = 8–9. **g** ABH/OG staining was conducted. Scale bar: 200 μm (upper panel); 50 μm (lower panel). **h**, **i** The numbers and areas of adipocytes were quantified, *n* = 5. **j** Representative images of ALP IHC staining are shown. **k**, **l** The numbers and surface percentage of ALP^+^ osteoblasts were quantified, *n* = 5. **m** Representative images of TRAP staining are shown. **n**, **o** The numbers and surface percentage of osteoclasts were quantified, *n* = 5. Scale in (**j**, **m**): 50 μm. Data are mean ± SD. Comparisons were conducted using two-way ANOVA followed by Tukey’s test, *P < 0.05, **P < 0.01, ***P < 0.001; ns no significance

Compared to Sham/AAV-GFP mice, OVX/AAV-GFP mice demonstrated an increase in the number and area percentage of marrow adipocytes (Fig. 7g–i), as well as a decrease in the number and surface percentage of ALP-positive osteoblasts, and an increase in the number and surface percentage of TRAP^+^ osteoclasts (Fig. 7j–o). In contrast, when compared to OVX/AAV-GFP mice, the upregulation of NELL2 in OVX/AAV-NELL2 mice resulted in a reduction in the number and area percentage of marrow adipocytes, an increase in the number and surface percentage of ALP-positive osteoblasts (Fig. 7g–l), and a decrease in the number and surface percentage of TRAP-positive osteoclasts (Fig. 7m–o). In addition, the upregulation of NELL2 in Sham/AAV-NELL2 mice increased the surface percentage of ALP-positive osteoblasts compared with Sham/AAV-GFP (Fig. 7j, l). Together, these results suggest that NELL2 is beneficial to the prevention of osteoporosis.

## Discussion

NELL1 and NELL2 are the two mammalian homologs of chicken Nel. NELL1 was initially found to be upregulated in patients with craniosynostosis.^31,32^ NELL1 plays important roles in bone development and regeneration.^33,34^ While excessive NELL1 led to premature cranial suture fusion and skeletal overgrowth in mice,^35^ NELL1 deficiency resulted in perinatal lethality and skeletal abnormalities in skull and vertebral column due to impaired intramembranous and endochondral ossification.^26,36,37^ Additionally, haploinsufficiency of NELL1 in mice led to age-related osteoporosis associated with impaired osteoblastic and excessive osteoclastic activity.^24^ Although there is a structural similarity between NELL1 and NELL2, the role of NELL2 in bone remains unexplored.

As a secreted protein, NELL2 has been detected in the cerebrospinal fluid of humans, originating from neurons and serving as a neurotransmitter.^38^ In this study, we observed a decrease in serum levels of NELL2 in postmenopausal individuals with osteopenia and osteoporosis compared to those with normal BMD. Although the exact source of serum NELL2 remains unclear at present, we found that NELL2 protein is predominantly expressed in the heart, brown adipose tissue, bone, kidney, muscle and brain in mice. Interestingly, the expression profiles of NELL2 in the form of mRNA and protein exhibit notable differences. This discrepancy may be attributed to post-transcriptional regulatory mechanisms such as mRNA stability, translation efficiency, or protein degradation that affect NELL2 protein levels in different tissues.^39^

Previous studies have focused on the function of NELL2 in the nervous system, where it regulates neural cell proliferation and differentiation, axon guidance, spatial learning, and feeding-related behaviors.^19,20,22,40–42^ The function of NELL2 in bone remains unknown. Our study revealed that NELL2 protein expression was decreased in bone of aged and OVX mice. These data suggest that the decrease of NELL2 in bone is associated with the development of osteoporosis and that the serum levels of NELL2 may reflect bone mass quantity. Furthermore, NELL2 protein increased during osteogenic differentiation in stromal cells, suggesting its involvement in this process. As expected, we demonstrated NELL2 promoted osteoblast differentiation and suppressed adipocyte differentiation. Collectively, these findings indicate that NELL2 favors osteoblast differentiation over adipocyte formation from stromal progenitor cells.

To determine the physiological role of NELL2 in bone, we generated mice with deletion of NELL2 specifically in preosteoblasts. A significant reduction in cancellous bone mass was observed in the mutant mice. Histological analysis further revealed a decrease in both osteoblast and osteoclast numbers. The dynamic histomorphometric parameters reflecting osteoblast activity were decreased and serum levels of PINP and CTX-1 were diminished, indicating a reduced bone turnover rate in the mutant mice. It is thus inferred that the bone loss phenotype observed in the NELL2 deficient mice primarily stems from a more pronounced decrease in bone formation than in bone resorption, ultimately culminating in an overall decline of bone mass. Moreover, knockout of NELL2 in preosteoblasts does not alter the expression level of NELL1, suggesting that these two proteins function independently in bone homeostasis.

In line with the decrease in bone formation, calvarial preosteoblasts from NELL2 knockout mice exhibited diminished osteogenic potential and enhanced adipogenic potential. Regarding osteoclastogenesis, our findings indicate that deletion of NELL2 reduced Rankl/opg ratio in preosteoblasts and impaired the capacity of osteoclast precursor cells to develop into osteoclasts, implying an indirect mechanism by which NELL2 influences osteoclast differentiation. Collectively, our findings demonstrate that NELL2 expressed in preosteoblasts promotes both osteoblast and osteoclast differentiation. However, the promotion of osteoblast differentiation predominates over osteoclast differentiation. Consequently, the overall impact of NELL2 tends to increase bone mass.

We then endeavored to decipher how NELL2 regulates osteoblast differentiation. ROBO3 and ROS1 are the two known receptors for NELL2, both possessing fibronectin type III (FNIII) domains through which they interact with NELL2.^22,23^ Slit/ROBO signaling pathway plays a role in bone homeostasis.^43^ Amongst the members of the ROBO family, ROBO3 is expressed in osteoclastic lineages rather than osteoblastic lineages.^43^ Regarding the ROS1 receptor, its knockdown in BMSCs resulted in a diminished potential for osteogenic differentiation.^44^ However, based on our RNA-seq data, the expression of ROS1 in preosteoblasts in mice is negligible. Therefore, we conducted LC-MS/MS to identify potential receptors or binding partners of NELL2 on the membrane of BMSCs and discovered an interaction between NELL2 and Fn1.

Despite the absence of signaling and transmembrane domains, Fn1 plays a crucial role in cell signaling by binding various factors to regulate their distribution, activation, and presentation to cells.^45^ Notable examples include vascular endothelial growth factor (VEGF), hepatocyte growth factor (HGF) and transforming growth factor-beta (TGF-β), which interact with Fn1, forming complexes that integrate signaling along with their cognate receptors.^46–49^ Herein, we demonstrated that NELL2 specifically bound to the C-terminal FNI domain of Fn1, rather than the FNIII domain where the RGD motif is located. This binding pattern is similar to Pref-1, a transmembrane protein containing EGF repeats. Pref-1 undergoes proteolytic cleavage, resulting in a biologically active soluble form, which activates integrin-mediated downstream signaling through its interaction with the C-terminus of Fn1, thereby inhibiting adipocyte differentiation.^50^ Intriguingly, our domain-specific competitive inhibition experiments revealed that Fn1 C-terminal-HA fragment disrupted the interaction between NELL2 and full-length Fn1, and largely mitigated the pro-osteogenic and anti-adipogenic effects of NELL2. These results indicate that NELL2 regulates osteoblast and adipocyte differentiation through interacting with Fn1.

As a key extracellular matrix component, Fn1 is implicated in essential physiological processes such as cell adhesion, migration, and cell fate determination.^51,52^ Fn1 exists in two forms: plasma Fn1 and cellular Fn1. Plasma Fn1, which lacks extra domain A (EDA) and extra domain B (EDB), is synthesized by hepatocytes and circulates in an inactive conformation. Cellular Fn1, on the other hand, is synthesized by various cell types including fibroblasts and osteoblasts. It contains EDA and EDB domains and contributes to the assembly of the extracellular matrix.^53^ While deletion of liver-derived circulating Fn1 led to reduced bone matrix mineralization in mice, deletion of osteoblast-derived Fn1 affected osteoblast function.^54^ Further research demonstrated the role of Fn1 in osteoblast and adipocyte differentiation via distinct integrins.^50,55^

Our RNA-seq analysis unveiled that both NELL2 and Fn1 regulated actin cytoskeleton, focal adhesion, PI3K-Akt, and cell adhesion pathways that are primarily associated with integrins. Integrins are a family of heterodimeric transmembrane proteins composed of α and β subunits.^56^ Osteoblasts and osteoclasts express different types of integrins.^57^ We found that treating ST2 cells with RGD peptide or silencing ITGB1 resulted in decreased osteogenesis and enhanced adipogenesis. Moreover, the impact of NELL2 on osteoblast and adipocyte differentiation was largely mitigated in RGD peptide-treated cells or in ITGB1-silenced cells, indicating that Fn1/integrin interaction is required for the role of NELL2. Of equal importance, Fn1 is required for the interaction between NELL2 and ITGB1 since knockdown of Fn1 reduced the interaction. Collectively, the data suggest that NELL2 may regulate osteoblast and adipocyte differentiation through forming a complex with Fn1 and integrin.

Upon fibronectin-integrin binding, FAK is recruited and phosphorylated, initiating the activation of crucial signaling proteins such as PI3K, mitogen-activated protein kinases (MAPKs), protein kinase C (PKC), and Rho family GTPases.^58^ Previous studies have shown that mice lacking FAK in mesenchymal progenitor cells displayed reduced osteoblasts, low bone mass, increased bone marrow adiposity, along with inactivated AKT/mTOR signaling.^59,60^ These indicate that FAK/AKT signaling is required for osteoblast differentiation. NELL1 was previously demonstrated to promote osteoblast differentiation through integrins-mediated activation of FAK and ERK1/2.^61^ In our study, NELL2 overexpression increased the levels of pFAK (Y397) and pAKT (S473), which was attenuated by blocking NELL2/Fn1 interaction or Fn1/integrin interaction, or knocking down NELL2, Fn1 or ITGB1 expression, suggesting that NELL2 activates FAK/AKT signaling pathway through NELL2/Fn1/integrin complex. Furthermore, Defactinib inactivated FAK/AKT signaling and mitigated the pro-osteogenic and anti-adipogenic effects of NELL2, indicating that NELL2 regulates osteoblast and adipocyte differentiation via the FAK/AKT pathway.

Thus far our utmost interest is to determine whether NELL2 possesses the potential to benefit bone health. rAAV9 has been demonstrated to effectively transduce osteoblastic lineage cells in bone.^62^ In this study, we generated a rAAV9 to overexpress NELL2. Notably, the systemic administration of NELL2-AAV effectively targeted bone and ameliorated bone loss induced by OVX. In addition, NELL2-AAV also increased cancellous bone mass in Sham/NELL2-AAV mice, as evidenced by an increase in Tb. BV/TV. The underlying cellular basis involved an increase in osteoblasts and a decrease in marrow adipocytes. Of interest, the findings that NELL2-AAV reduced osteoclast numbers in OVX mice seems to contradict the decrease in osteoclasts in NELL2 deficient mice. Although not fully understood, this discrepancy may be attributed to the nonspecificity of NELL2-AAV in transducing various cells compared to the specific deletion of NELL2 in the conditional deficient mice. Further research is needed to determine if NELL2 expressed in osteoclasts affects osteoclastogenesis differently than in osteoblasts.

In summary, the findings of this study have established NELL2 as a crucial regulator of bone homeostasis. The expression of NELL2 in preosteoblastic cells plays a significant role in promoting osteoblast differentiation and bone formation, while simultaneously inhibiting marrow adipocyte formation. These effects are mediated through its interaction with fibronectin 1 to activate the integrin-mediated FAK/AKT signaling pathway (Fig. S19). Moreover, the study indicates that enhancing NELL2 levels therapeutically may hold promise for ameliorating osteoporosis.

## Materials and methods

### Animals

Nell2 floxed mice were gifted by Professor Alexander Jaworski at Brown University. Preosteoblast-specific Nell2 knockout mice (Col1-cre;*Nell2*^fx/fx^) were generated by crossing Nell2 floxed mice with Col1-cre mice (driven by the 2.3 kb mouse Col1a1 promoter). Genomic DNA was extracted from tail tips and genotyping PCR was performed using a kit by Vazyme (Nanjing, China). The primers for genotyping and those for validating NELL2 knockout efficiency are listed in Table S3.

For OVX model and AAV delivery, three-month-old female C57BL/6 mice were purchased from Huafukang Bioscience (Beijing, China) and underwent either ovariectomy (OVX) or sham operation under anesthesia. To produce AAV-NELL2, the NELL2 CDS sequence was cloned into pcAAV-CMV-P2A-GdGreen-tWPA and packaged with AAV9 capsids (OBiO Tech, Shanghai, China). For systemic delivery of AAV, 100 μL (4×10^11^ vg) of AAV-NELL2 or AAV-GFP was injected into the mice via tail vein 3 days after surgery. Tissues were collected one month after injection to evaluate NELL2 overexpression. Tibiae were collected two months after injection for μCT analysis and histological staining.

All animal studies were approved by the Animal Ethical and Welfare Committee of Tianjin Medical University Chu Hsien-I Memorial Hospital (DXBYY-IACUC-2022008). The sample size was determined based on a survey of published literatures. Mice were housed in a standard individually ventilated cage system (Tecniplast, Italy) in a specific pathogen-free facility, with each cage accommodating five mice. The housing environment maintained a 12-h light/dark cycle, with controlled temperature (22 °C) and humidity levels (50%–60%). Mice were provided with autoclaved food and water ad libitum.

### Immunofluorescence

Dissected bones were fixed in 4% paraformaldehyde overnight, decalcified in 10% EDTA for 4 days and dehydrated in 30% sucrose for 2 days. Soft tissues were fixed, followed by sucrose dehydration. All the samples were then embedded in OCT compound and sectioned for immunofluorescence analysis.

### μCT analysis

Tibiae were collected, fixed in 4% paraformaldehyde for 3 days, and subjected to μCT scanning and analysis using the VivaCT 80 system (SCANCO Medical AG, Switzerland). The scanner parameters were set at an energy of 55 kVp, an intensity of 145 μA, an integration time of 300 ms, and a voxel size of 10.4 μm. The region of interest (ROI) for cancellous bone was defined as a segment starting 100 μm beneath the growth plate and extending 1 mm in length. In contrast, the ROI for cortical bone starts 2 mm below the growth plate and is 0.5 mm long.

### Calcein double labeling

The mice were intraperitoneally injected with calcein (10 mg/kg) 7 days and 2 days prior to euthanasia. Femurs were isolated and fixed in 4% paraformaldehyde. After dehydration, the samples were embedded in Technovite 9100 (Kulzer, German). Non-decalcified bone sections (8 μm) were cut, and analyzed using OsteoMeasure system (OsteoMetrics, Atlanta, GA, USA) under fluorescence microscope to determine dynamic bone histomorphometric parameters such as MAR and BFR/BS.

### ABH/OG staining and TRAP staining

Tibiae were harvested, fixed in 10% formalin for 3 days, and decalcified in 14% EDTA for 14 days, followed by embedding in paraffin. Longitudinally oriented bone sections with a thickness of 5 μm were subjected to standard ABH/OG staining or TRAP staining. The ROI was selected as a 1 mm segment, beginning 100 μm beneath the growth plate. The number and area percentage of adipocytes, as well as the number and surface percentage of TRAP-positive osteoclasts, were determined.

### IHC staining

Bone sections were digested with 0.05% trypsin at 37 °C for 20 min for antigen retrieval, and then incubated with primary antibody against osteocalcin (Proteintech, Wuhan, China) or ALP (HuaBio, Hangzhou, China) at 4 °C overnight. Subsequently, an HRP-DAB system (Proteintech, Wuhan, China) was used to detect the immunoactivity, followed by counterstaining with hematoxylin.

### Human serum samples collection and BMD measurements

Human serum samples were obtained from patients who participated in a previously approved institutional study (ZXYJNYYsMEC2023-12). All individuals provided written informed consent to have their samples stored for future use. The human study was approved by the Medical Ethics Committee of Tianjin Medical University Chu Hsien-I Memorial Hospital. The study included 28 postmenopausal women who had no history of hormone use, or anti-osteoporosis treatment. BMD of the femur neck, total hip, and lumbar spine (L1-4) was measured using dual-energy X-ray absorptiometry (DXA) (GE Healthcare, Chicago, IL, USA). T-scores were derived from the BMD values for each skeletal site. The participants were classified into three groups based on the scores: normal bone mass (T-score ≥−1.0), osteopenia (−1.0 > T-score > −2.5), and osteoporosis (T-score ≤−2.5) at any of the three sites. Peripheral blood samples were collected, and the serum was harvested and stored at −80 °C for further analysis.

### ELISA assays

Serum concentrations of PINP and CTX-1 in mice were measured using the respective PINP and CTX-1 ELISA Kits (Signalway Antibody Biotech, USA). Serum levels of human NELL2 in postmenopausal women were determined using a human NELL2 ELISA Kit (Signalway Antibody Biotech, USA). All measurements were conducted according to manufacturer’s instructions.

### Cell culture

ST2 cells were maintained in α-MEM containing 10% FBS. Primary BMSCs were collected from femurs and tibiae of mice and grown in α-MEM containing 10% FBS in a 10-cm dish. Primary preosteoblasts were collected from the calvaria of 3-day-old mice by sequential trypsin/collagenase digestions, and cultured in α-MEM medium supplemented with 10% FBS. For adipocyte differentiation, the cells reaching 100% confluence were treated with adipogenic medium (α-MEM containing 10% FBS, 0.5 μmol/L dexamethasone, 0.25 mmol/L methylisobutylxanthine, 5 μg/mL insulin, and 50 μmol/L indomethacin) for 3 days, followed by treatment with 5 μg/mL insulin alone for additional 2-3 days. For osteoblast differentiation, the cells reaching 80% confluence were cultured in osteogenic medium (α-MEM containing 10% FBS, 50 μg/mL ascorbic acid, and 5 mmol/L β-glycerophosphate) for 14–21 days.

### Constructs and transfection

The NELL2-Myc expression construct was purchased from Origene (Rockville, MD, USA). Sequential deletions were conducted to generate a series of NELL2 truncates using Mut Express® II Fast Mutagenesis Kit (Vazyme, Nanjing, China) with the wild-type expression construct as a template. Full-length of Fn1 CDS construct, and Fn1 deletion mutants were generated by using pEASY-Basic Seamless Cloning and Assembly Kit (TransGen, Beijing, China). Fn1 C-terminal-HA construct was generated by inserting sequence of the Fn1 fragment (aa 2 296-2 425 domain) into pcDNA3.1^+^ vector in frame with the N-terminal signal sequence in the vector using pEASY-Basic Seamless Cloning and Assembly Kit (TransGen, Beijing, China). All the primers are listed in Table S4.

For NELL2 gain-of-function study, ST2 cells were transfected with the NELL2-Myc expression plasmid or the vector for 16 h using lipofectamine 3000 reagent (Invitrogen, Carlsbad, CA, USA). For NELL2 or Fn1 loss-of-function studies, ST2 cells were transfected with 30 nmol/L of NELL2 siRNAs, Fn1 siRNAs, or control siRNA (Genepharma, Shanghai, China) using lipofectamine RNAimax (Invitrogen, Carlsbad, CA, USA). For co-transfection studies, ST2 cells were transfected with NELL2-Myc expression construct (or vector) and 30 nmol/L Fn1 siRNAs (or control siRNA) or 30 nmol/L ITGB1 siRNA (or control siRNA) or Fn1 C-terminal construct (or control vector) using lipofectamine 3000. Subsequently, adipogenic or osteogenic induction was performed to allow the cells to differentiate.

### RNA extraction and qRT-PCR

For tissue samples, RNA was extracted using RNAiso Plus (Takara, Japan). For cells, RNA was extracted using a total RNA isolation kit (Omega Bio-Tek, Norcross, GA, USA). 500 ng RNA was reverse transcribed into cDNA with PrimeScript™ RT Master Mix (Takara, Japan). Subsequently, cDNA was PCR-amplified with a SYBR Green fluorescence PCR kit (ABclonal Technology, Wuhan, China). All the PCR primers used are listed in Table S5. The relative expression level of each target gene was normalized against β-actin and determined as 2^-ΔΔCT^.

### RNA-seq

Total RNA was isolated using a total RNA isolation kit (Omega Bio-Tek, Norcross, GA, USA), and mRNA is enriched by oligo (dT)-attached magnetic beads. Sequencing libraries were generated using Hieff NGS® MaxUpTM II Dual-model mRNA Library Prep Kit for Illumina (YEASEN, Shanghai, China). The sequencing library was then sequenced on a MGISEQ-2000 platform (BGI, Shenzhen, China) and 150 bp paired-end reads were generated. Reads from each library were mapped to mouse transcriptome and filtered using HISAT2 software, following Strand alignment and filtering pipelines. Reads were normalized using DESeq. Fold change and *P* value was calculated using moderated 2-tailed *t* test. The data were used for bioinformatics analysis using the Dr. Tom Biosystem (BGI, Shenzhen, China).

### Pull down assay and mass spectrometry analysis

Membrane proteins from BMSCs were extracted using a Membrane and Cytosol Protein Extraction Kit (Beyotime, Shanghai, China). For pull down assay, the isolated membrane proteins were incubated with His-labeled recombinant NELL2 (R&D Systems, MN, USA) and anti-His antibody (Abmart, Shanghai, China), followed by adsorption to protein A/G magnetic beads (MedChemExpress, NJ, USA) at room temperature for 30 min. The magnetic beads were washed, magnetically separated and eluted. The eluted proteins were separated by SDS-PAGE, and the bands of interest were excised from the SDS-PAGE gel, decolorized, alkylated, and digested with trypsin. The resulting peptides were extracted, desalted, and analyzed with a nano-UPLC (EASY-nLC1200) coupled to a Q Exactive HFX Orbitrap instrument (Thermo Fisher Scientific, MA, USA) with a nanoelectrospray ion source. Data dependent acquisition (DDA) was performed with Orbitrap analyzer in positive mode, and the top 10 most intense ions were fragmented by Higher-energy Collisional Dissociation (HCD). Vendor’s raw MS files were processed using Proteome Discoverer (PD) software (Version 2.4.0.305). MS spectra lists were searched against their species­level UniProt FASTA databases, carbamidomethyl (C) as a fixed modification, oxidation (M) and acetyl (protein N­term) as variable modifications. A maximum of 2 missed cleavage(s) was allowed. The false discovery rate (FDR) was set to 0.01 for both peptide-spectrum match (PSM) and peptide levels. Peptide identification was performed with an initial precursor mass deviation of up to 10 × 10^−6^ and a fragment mass deviation of 0.02 Da.

### Co-Immunoprecipitation (Co-IP)

The cells transfected with NELL2-Myc and Fn1-HA expression constructs were lysed and the cell lysates were collected and subjected to immunoprecipitation using protein A/G magnetic beads conjugated with an antibody against HA-Tag (Affinity Biosciences, OH, USA) or Myc-Tag (ABclonal, Wuhan, China), respectively. Following incubation, the beads were washed to eliminate nonspecifically bound proteins, and the immunoprecipitated complex was eluted, and subsequently subjected to western blotting using anti-Myc or anti-HA antibody.

### Western blot

Total protein was extracted using RIPA Lysis Buffer (Sangon Biotech, Shanghai, China) and protein concentration was determined by BCA Protein Quantification Kit (Vazyme, Nanjing, China). Then the proteins were separated by SDS-PAGE and transferred onto PVDF membranes. After blocking with 5% milk for 1 h, the membranes were incubated overnight with primary antibodies (Table S6). This was followed by incubation with horseradish peroxidase (HRP)-conjugated IgG for 1 h. Finally, chemiluminescence reagent (Advansta, San Jose, USA) was used to visualize the results.

### ALP staining and alizarin red S staining

For ALP staining, the cells that underwent 14 days of osteogenic induction were fixed in 4% paraformaldehyde for 10 min and subsequently stained with BCIP/NBT staining solution (Beyotime Biotech, Shanghai, China) for 15 min. For alizarin red S staining, the cells following 21 days of osteogenic induction were fixed, and then stained with 1% alizarin red S (pH 4.2) for 5 min. To quantify the staining intensity, the dye was extracted using 10% acetic acid and the absorbance of the extracted dye was measured at 405 nm.

### ALP activity measurement

The cells were lysed and ALP activity was measured using an assay kit (Beyotime, Shanghai, China) by reading the optical density of the cell lysates at 405 nm. Total protein content was quantified using the BCA protein quantification kit by reading the optical density at 562 nm. The enzymatic activity of ALP was normalized to the total protein content of each sample by calculating the ratio between the OD values.

### Oil red O staining

Fully differentiated adipocytes were gently washed twice with PBS and fixed in 4% paraformaldehyde for 10 min. The samples were washed twice with deionized water and stained in 60% saturated oil red O solution for 5 min. For quantification, the oil red O dye was extracted using isopropanol, and its absorbance at 520 nm was measured.

### Osteoclast differentiation assay

Bone marrow cells were flushed from the femurs and tibiae of mice, and seeded in DMEM ( ∼ 4 × 10^6^/mL) supplemented with 10% FBS and 20 ng/mL macrophage colony-stimulating factor (M-CSF). After 3 days, the cells continued to be cultured in presence of 20 ng/mL M-CSF and 10^−8^ mol/L 1,25(OH)_2_D_3_ to induce osteoclast differentiation. The culture medium was refreshed every 3 days. After 6–8 days of induction, the cells were subjected to TRAP staining using a kit (Sigma-Aldrich, USA). TRAP-positive osteoclasts with nuclei≥3 were counted.

### Statistical analysis

Data are expressed as the mean ± SD. For relative mRNA and protein quantification, the means of the control groups are set to 1. Student’s *t* test was used for two-group comparisons. One-way analysis of variance (ANOVA) was conducted for multiple group comparisons with one independent variable, followed by Dunnett’s test for post-hoc comparisons. Two-way ANOVA was employed for multiple group comparisons with two independent variables, followed by Tukey’s test.

## Supplementary information

Supplementary Figures and Tables

## Data Availability

The RNA-seq data generated in this study are available at the NCBI Gene Expression Omnibus repository (GSE266198 and GSE265936). The data and materials that support the findings of this study are available from the corresponding author upon request.

# Supplementary material for: NELL2, a novel osteoinductive factor, regulates osteoblast differentiation and bone homeostasis through fibronectin 1/integrin-mediated FAK/AKT signaling
**Source:** Bone Res. 2025 Apr 11;13:46. doi: 10.1038/s41413-025-00420-5
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables

**Supplementary information for:**

**NELL2, a novel osteoinductive factor, regulates osteoblast differentiation and bone homeostasis through fibronectin 1/integrin-mediated FAK/AKT signaling**

Hairui Yuan*, Xinyu Wang, Shuanglin Du, Mengyue Li, Endong Zhu, Jie Zhou, Yuan Dong, Shuang Wang, Liying Shan, Qian Liu, Baoli Wang*

NHC Key Lab of Hormones and Development, Tianjin Key Lab of Metabolic Diseases, Chu Hsien-I Memorial Hospital & Institute of Endocrinology, Tianjin Medical University, Tianjin 300134, China

**This file includes:**

Supplementary Figure S1-S19

Supplementary Table S1-S6

**
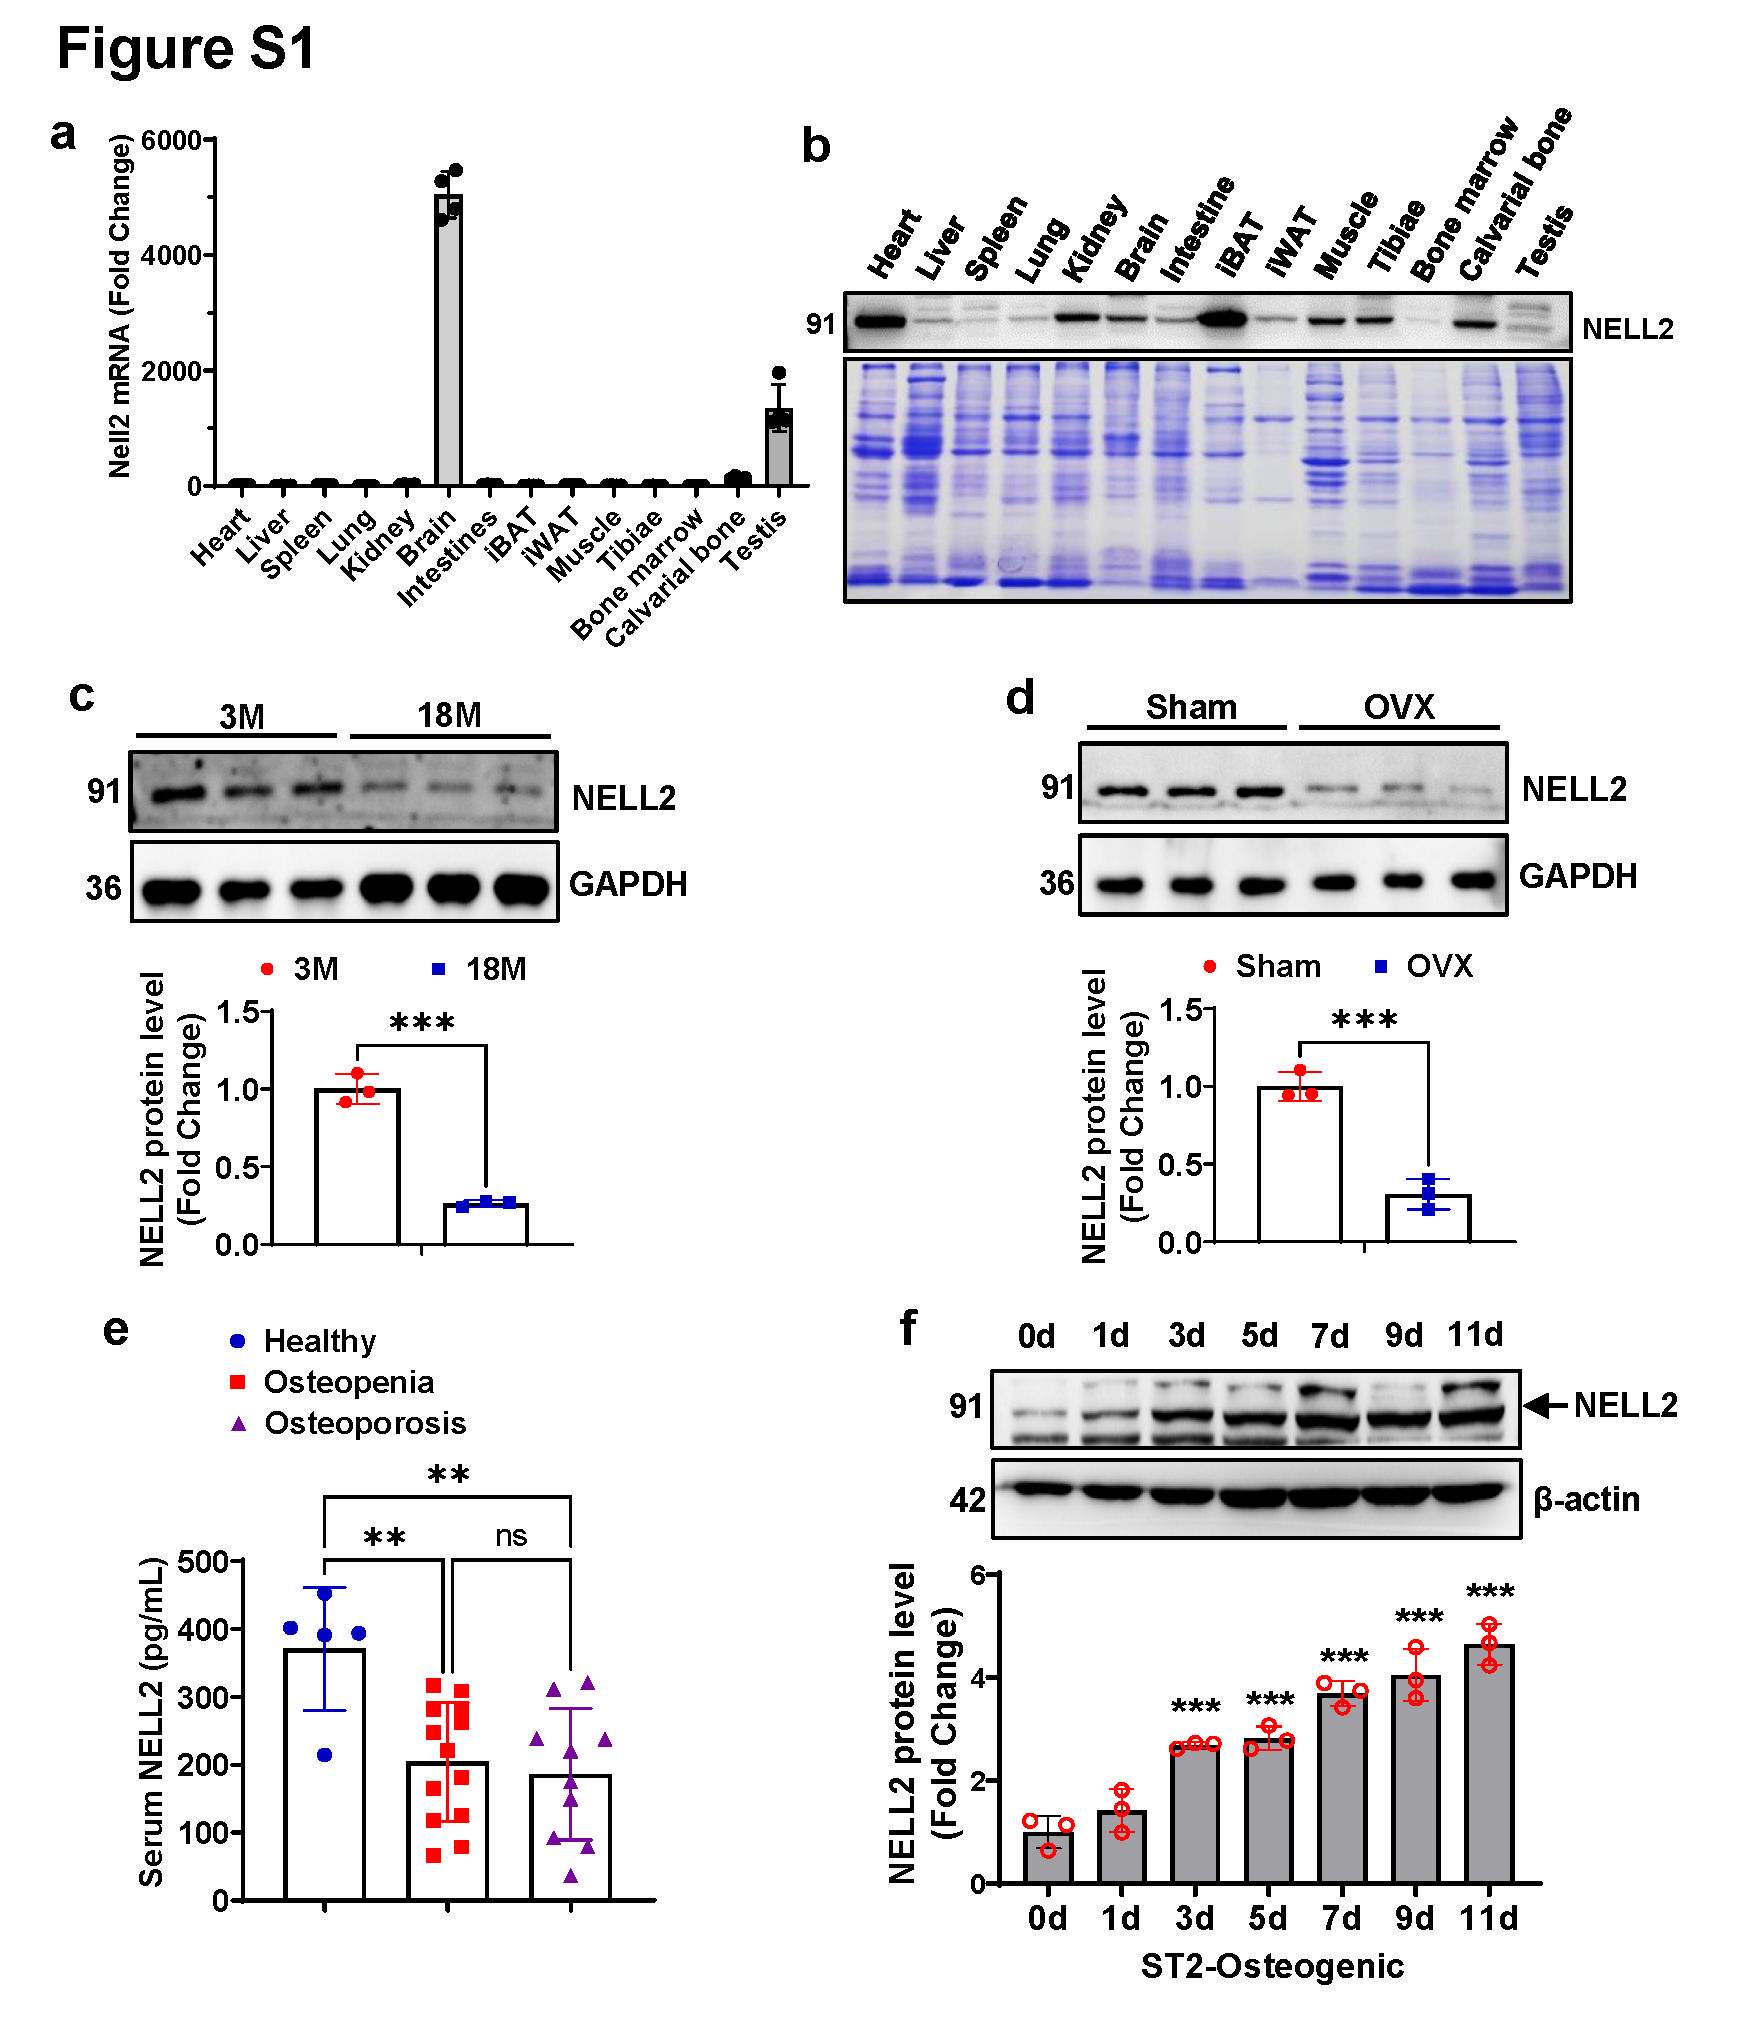
**

**Figure S1. NELL2 was diminished in the bone of aged and OVX mice and in the serum of osteoporosis patients.**

(a) qRT-PCR was performed to detect the mRNA expression of NELL2 in various mouse tissues (n=4). (b) Western blotting was performed to detect NELL2 protein levels in various mouse tissues (20 μg protein per sample), with Coomassie Brilliant Blue-stained total protein serving as an internal reference. (c) NELL2 protein levels in the tibiae were compared between 18-month-old aged and 3-month-old young mice, n=3. (d) NELL2 protein levels in the tibiae were compared between OVX and Sham mice, n=3. (e) Serum NELL2 levels were measured in postmenopausal healthy individuals and osteopenia or osteoporosis patients, Healthy: n=5, Osteopenia: n=13, Osteoporosis: n=10. (f) NELL2 protein levels were detected during osteogenic differentiation in ST2 cells, n=3. Data are mean ± SD. Comparisons were conducted using Student’s t test (c, d), or one-way ANOVA followed by Tukey’s test (e), or followed by Dunnett’s test (f), **p<0.01, ***p<0.001; ns: no significance

**
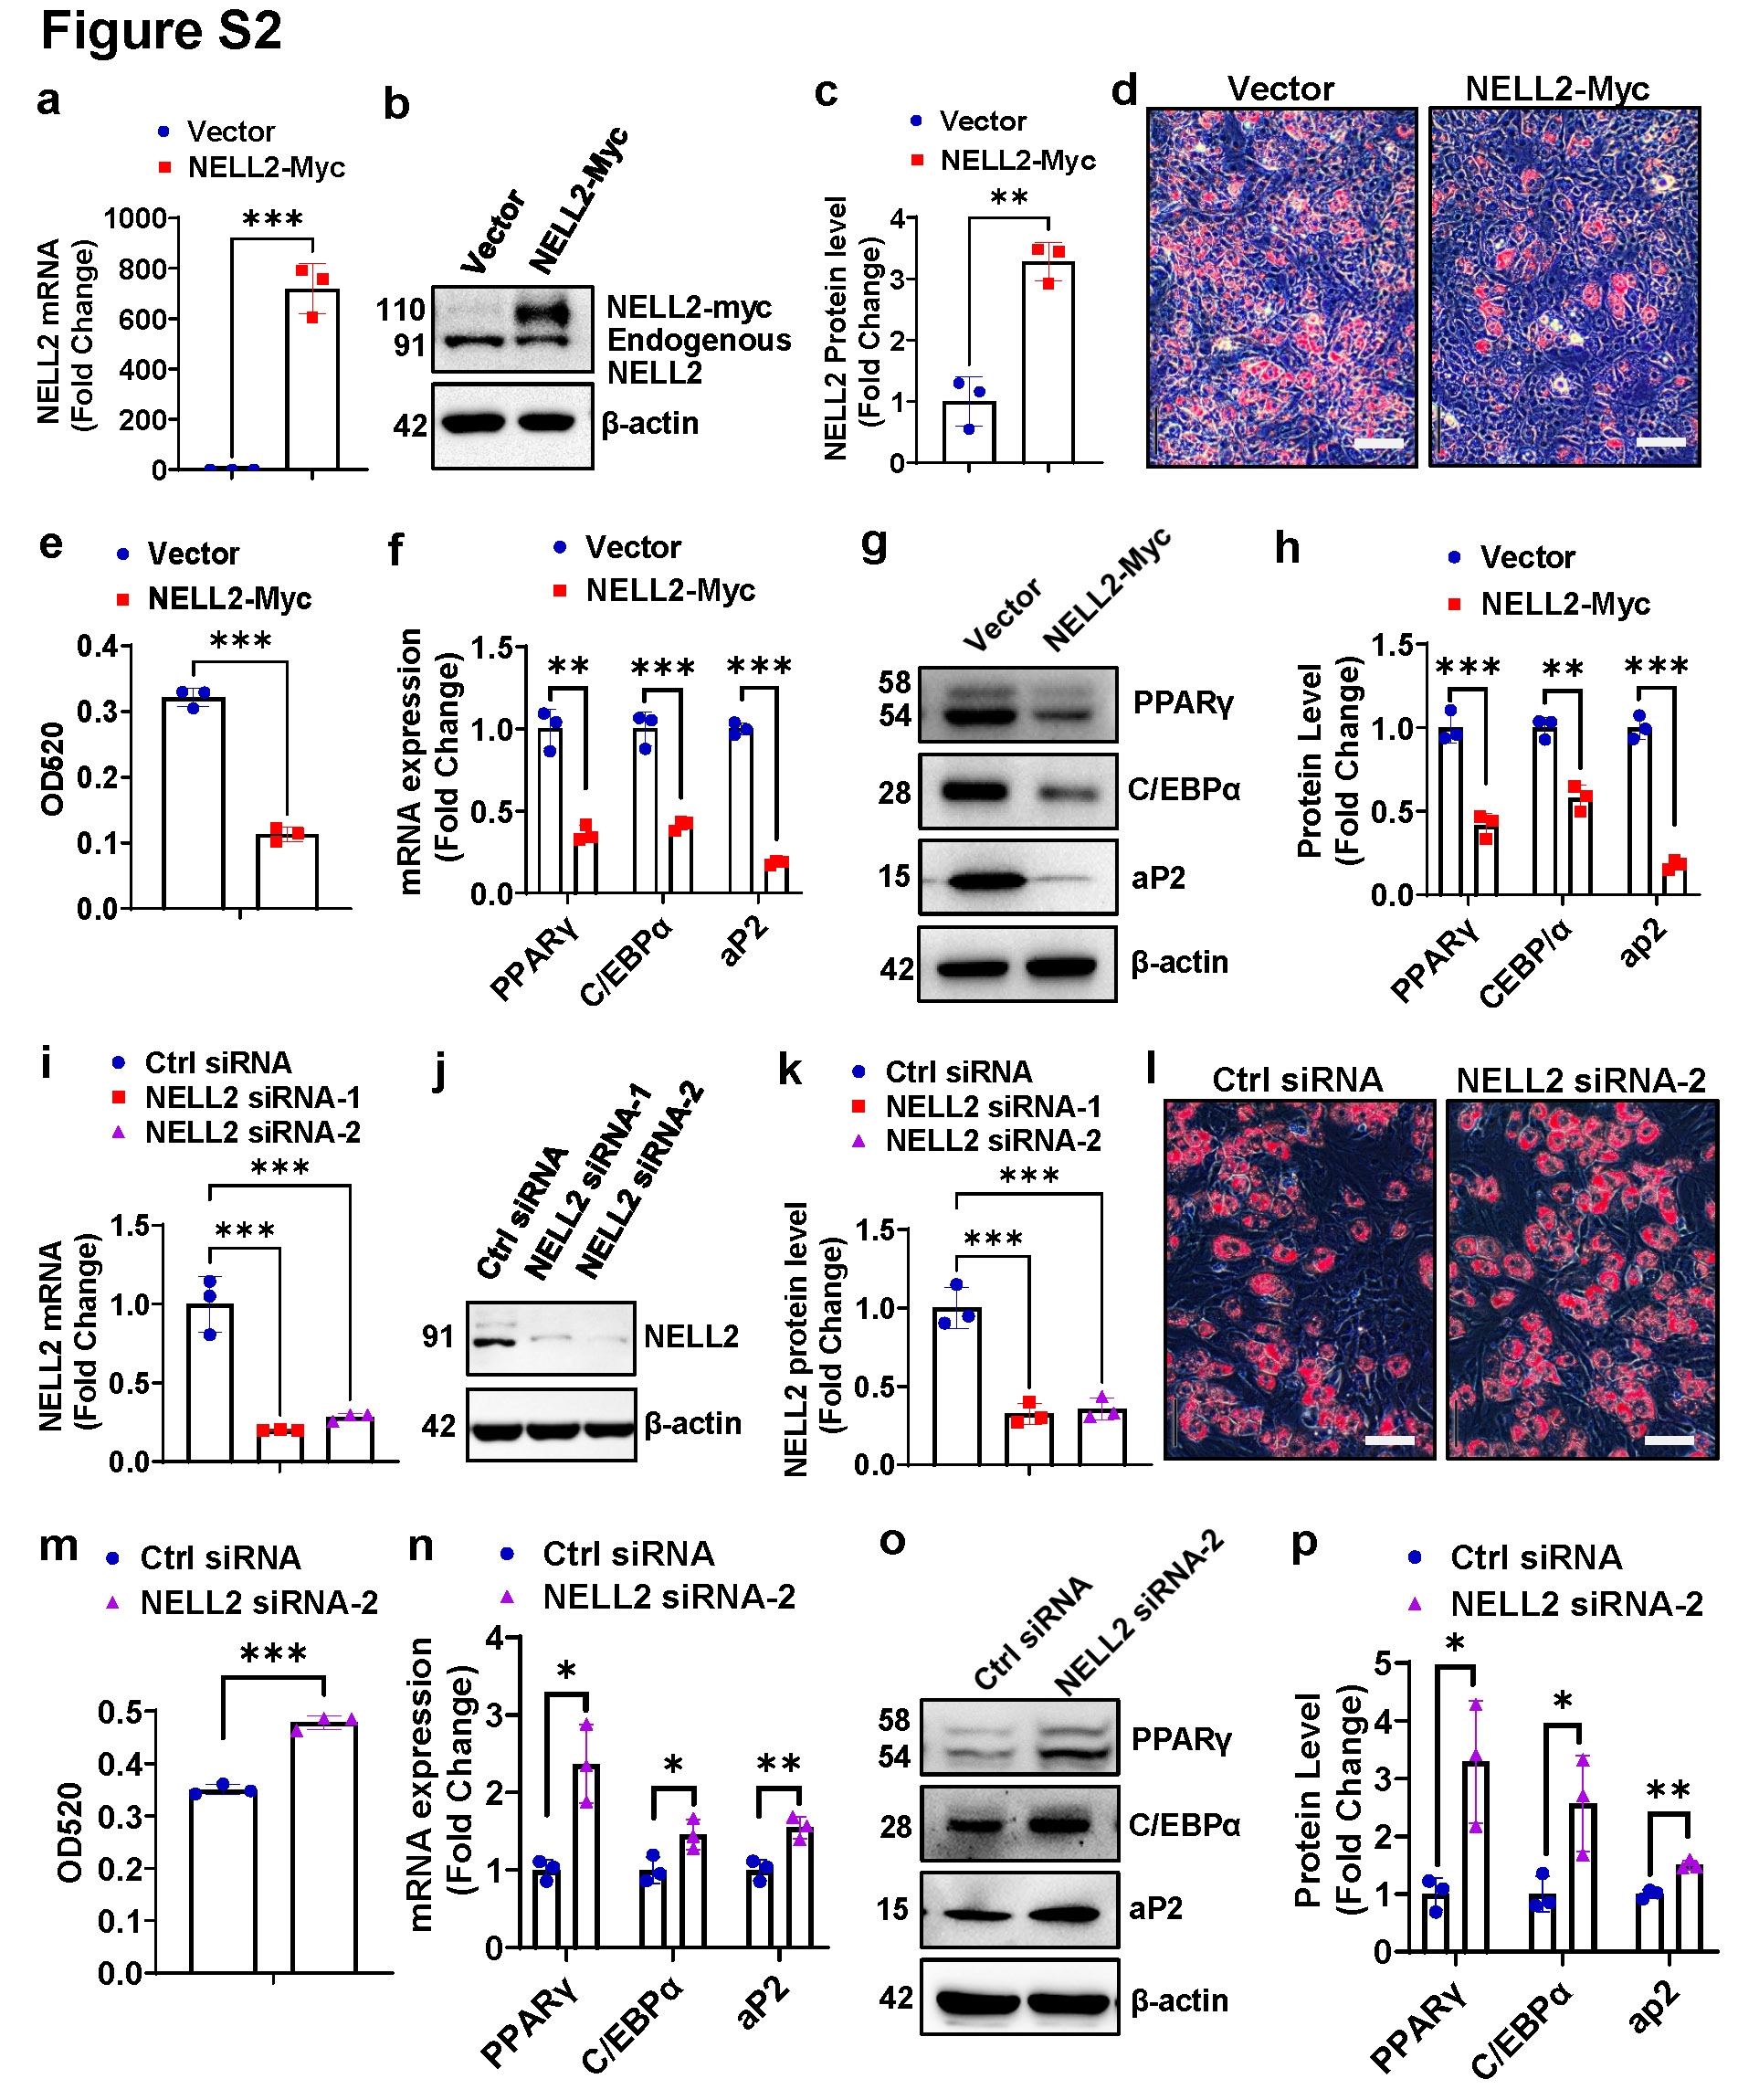
**

**Figure S2. NELL2 inhibited adipocyte differentiation.**

ST2 cells were cultured and induced to allow adipogenic differentiation after overexpression (a-h) or knockdown (i-p) of NELL2. The overexpression (a-c) or knockdown (i-k) of NELL2 was verified by qRT-PCR (a, i) or western blotting analysis (b and c, j and k). (d, l) Differentiated adipocytes were stained with oil red O after 5-6 days of induction. (e, m) Oil red O extracted with isopropanol was measured at OD520. (f-h, n-p) The mRNA (f, n) and protein levels (g and h, o and p) of adipogenic factors were examined. Scale in (d, l): 100 μm. Data are mean ± SD, n=3, Comparisons were conducted using Student’s t test (a, c, e, f, h, m, n, p), or one-way ANOVA followed by Dunnett’s test (i, k), *p<0.05, **p<0.01, ***p<0.001.

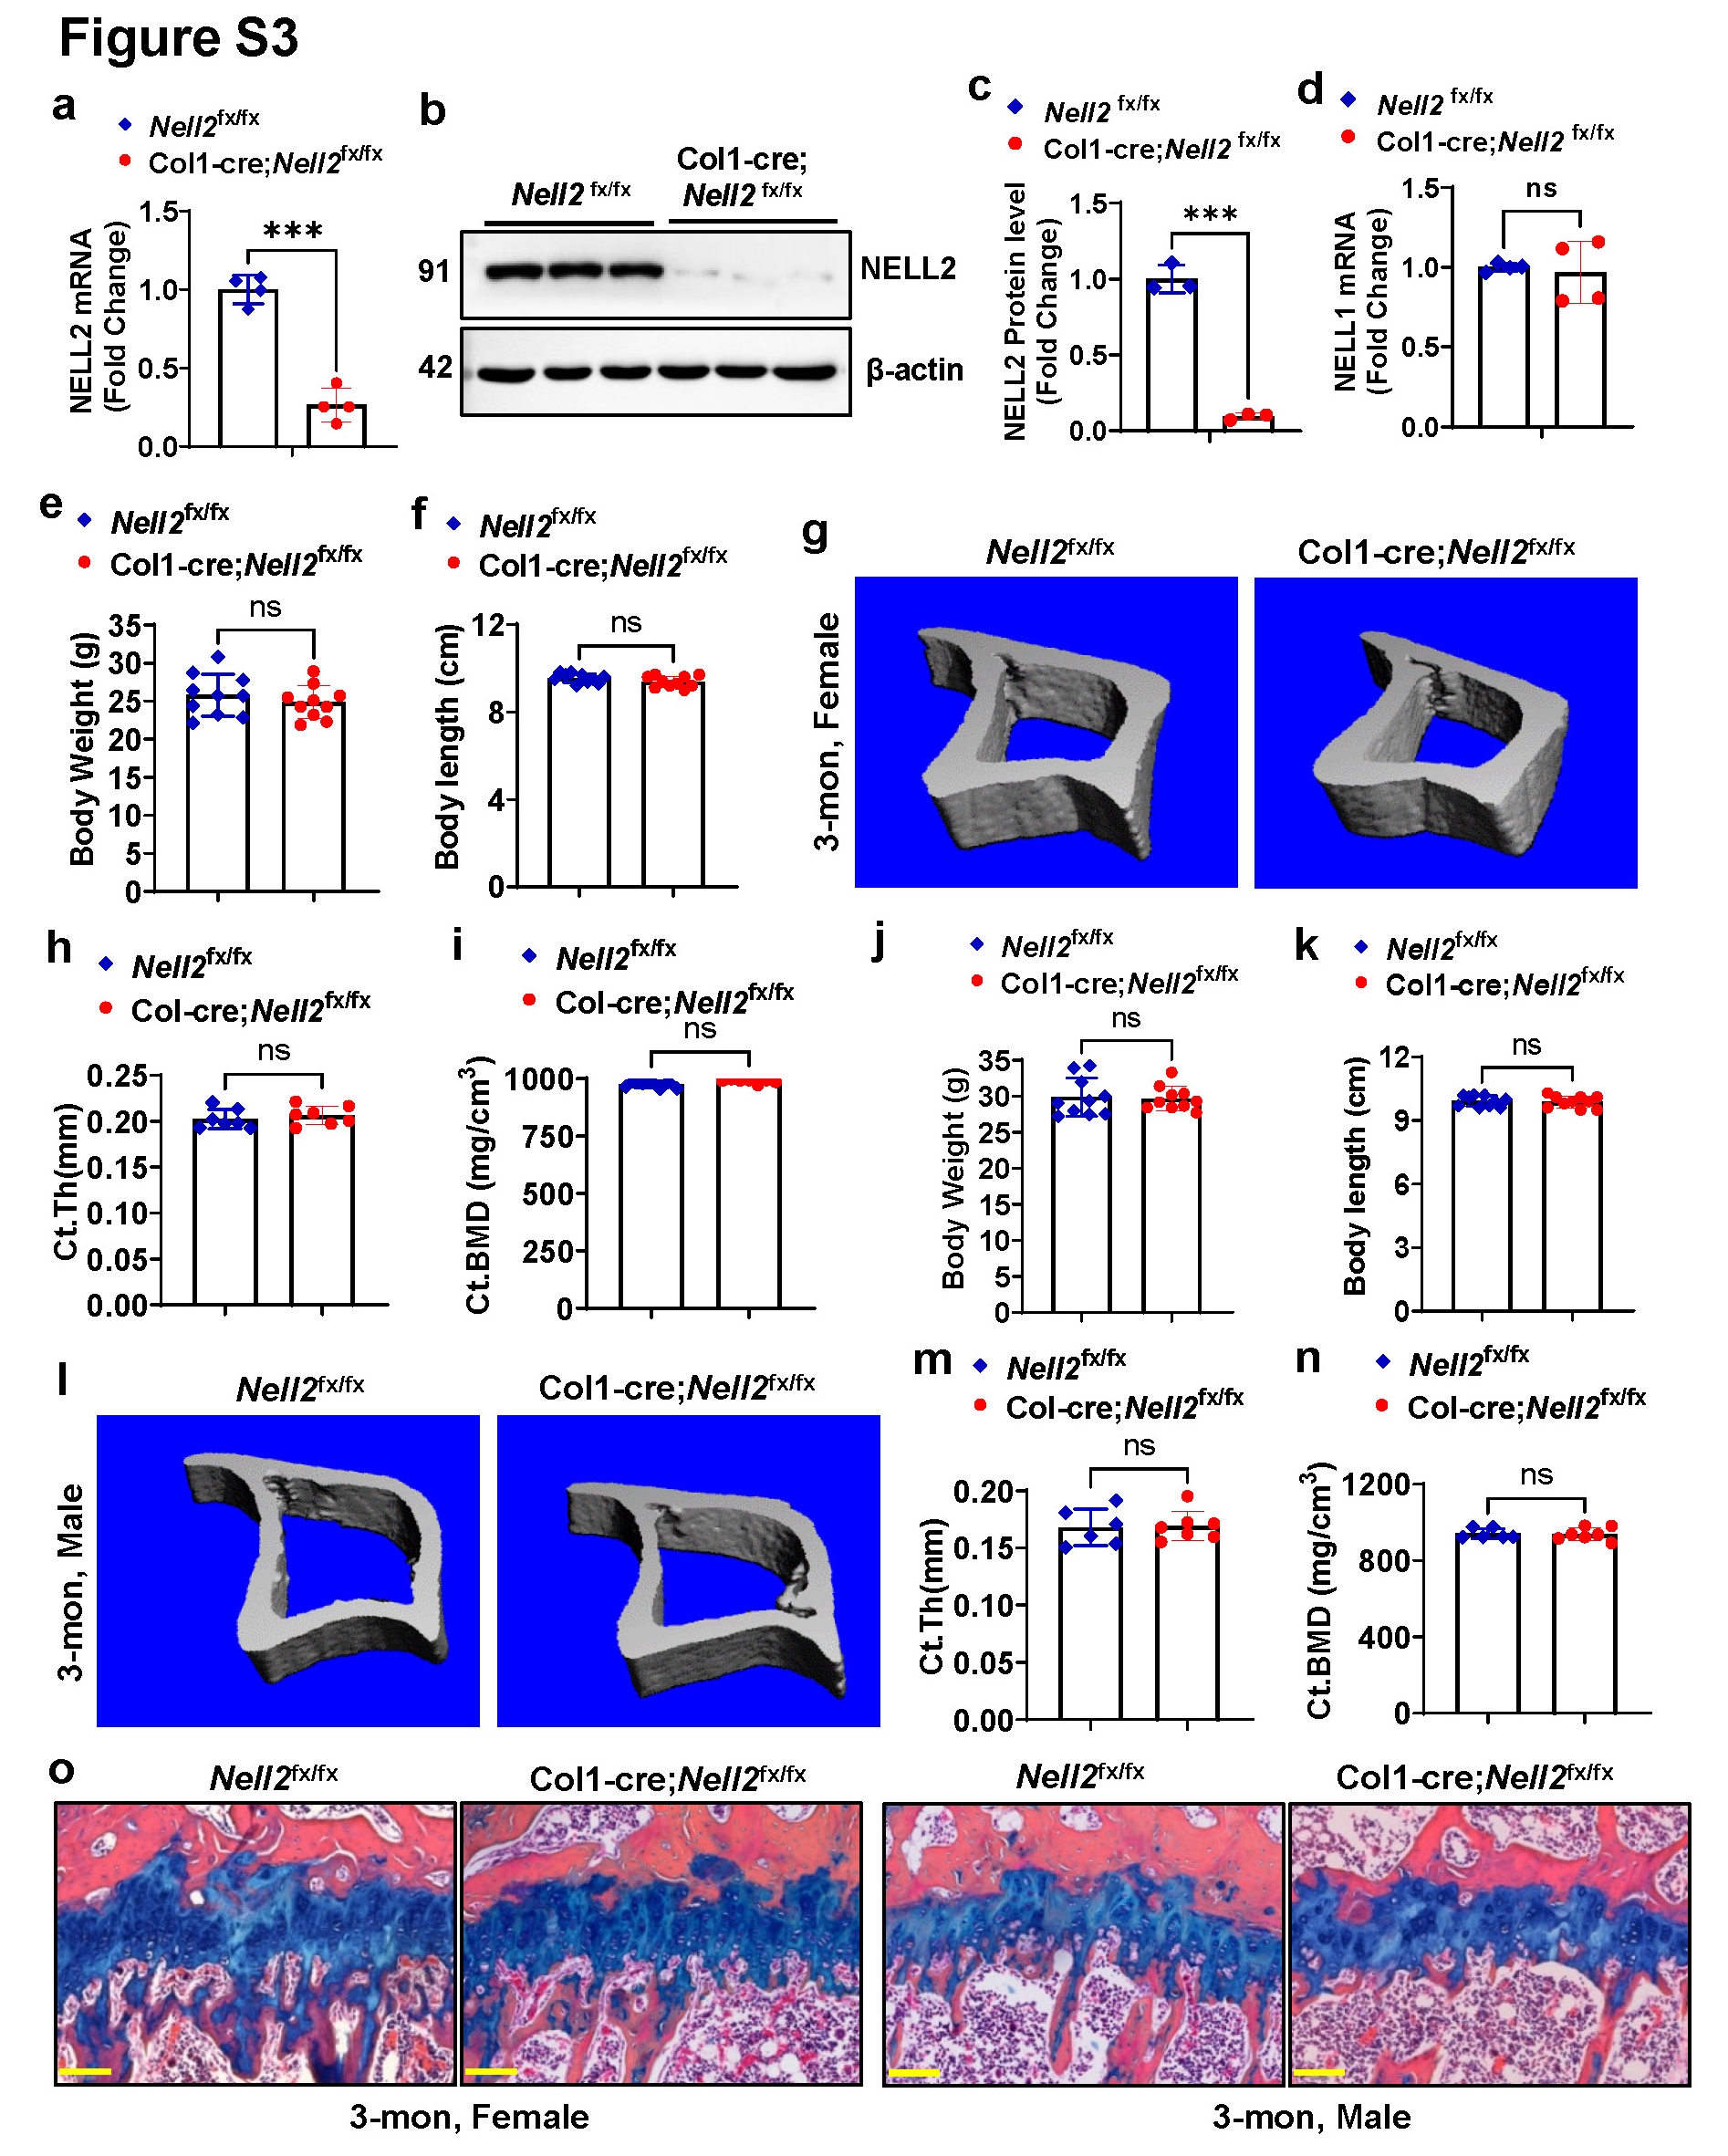

**Figure S3. Preosteoblast-specific deletion of NELL2 did not alter body length, body weight, cortical bone mass and growth plate morphology.**

(a-c) qRT-PCR (a, n=4) and western blotting (b, c, n=3) was performed to confirm the knockout of NELL2 in calvarial preosteoblasts. (d) The expression of NELL1 in NELL2-deficient calvarial preosteoblasts was analyzed by qRT-PCR. (e and f, j and k) Body weight (e: Female, j: Male) and body length (f: Female, k: Male) were measured in 3-month-old mice, n=10. (g-i, l-n) Histomorphometric parameters for cortical bone were analyzed using μCT (g-i: Female, n=7; l-n: Male, n=6-7). Data are mean ± SD. (o) Representative images of growth plate morphology are shown (left panel: Female; right panel: Male). Scale bar: 100 μm. Comparisons were conducted using Student’s t test, ***p<0.001; ns: no significance.

**
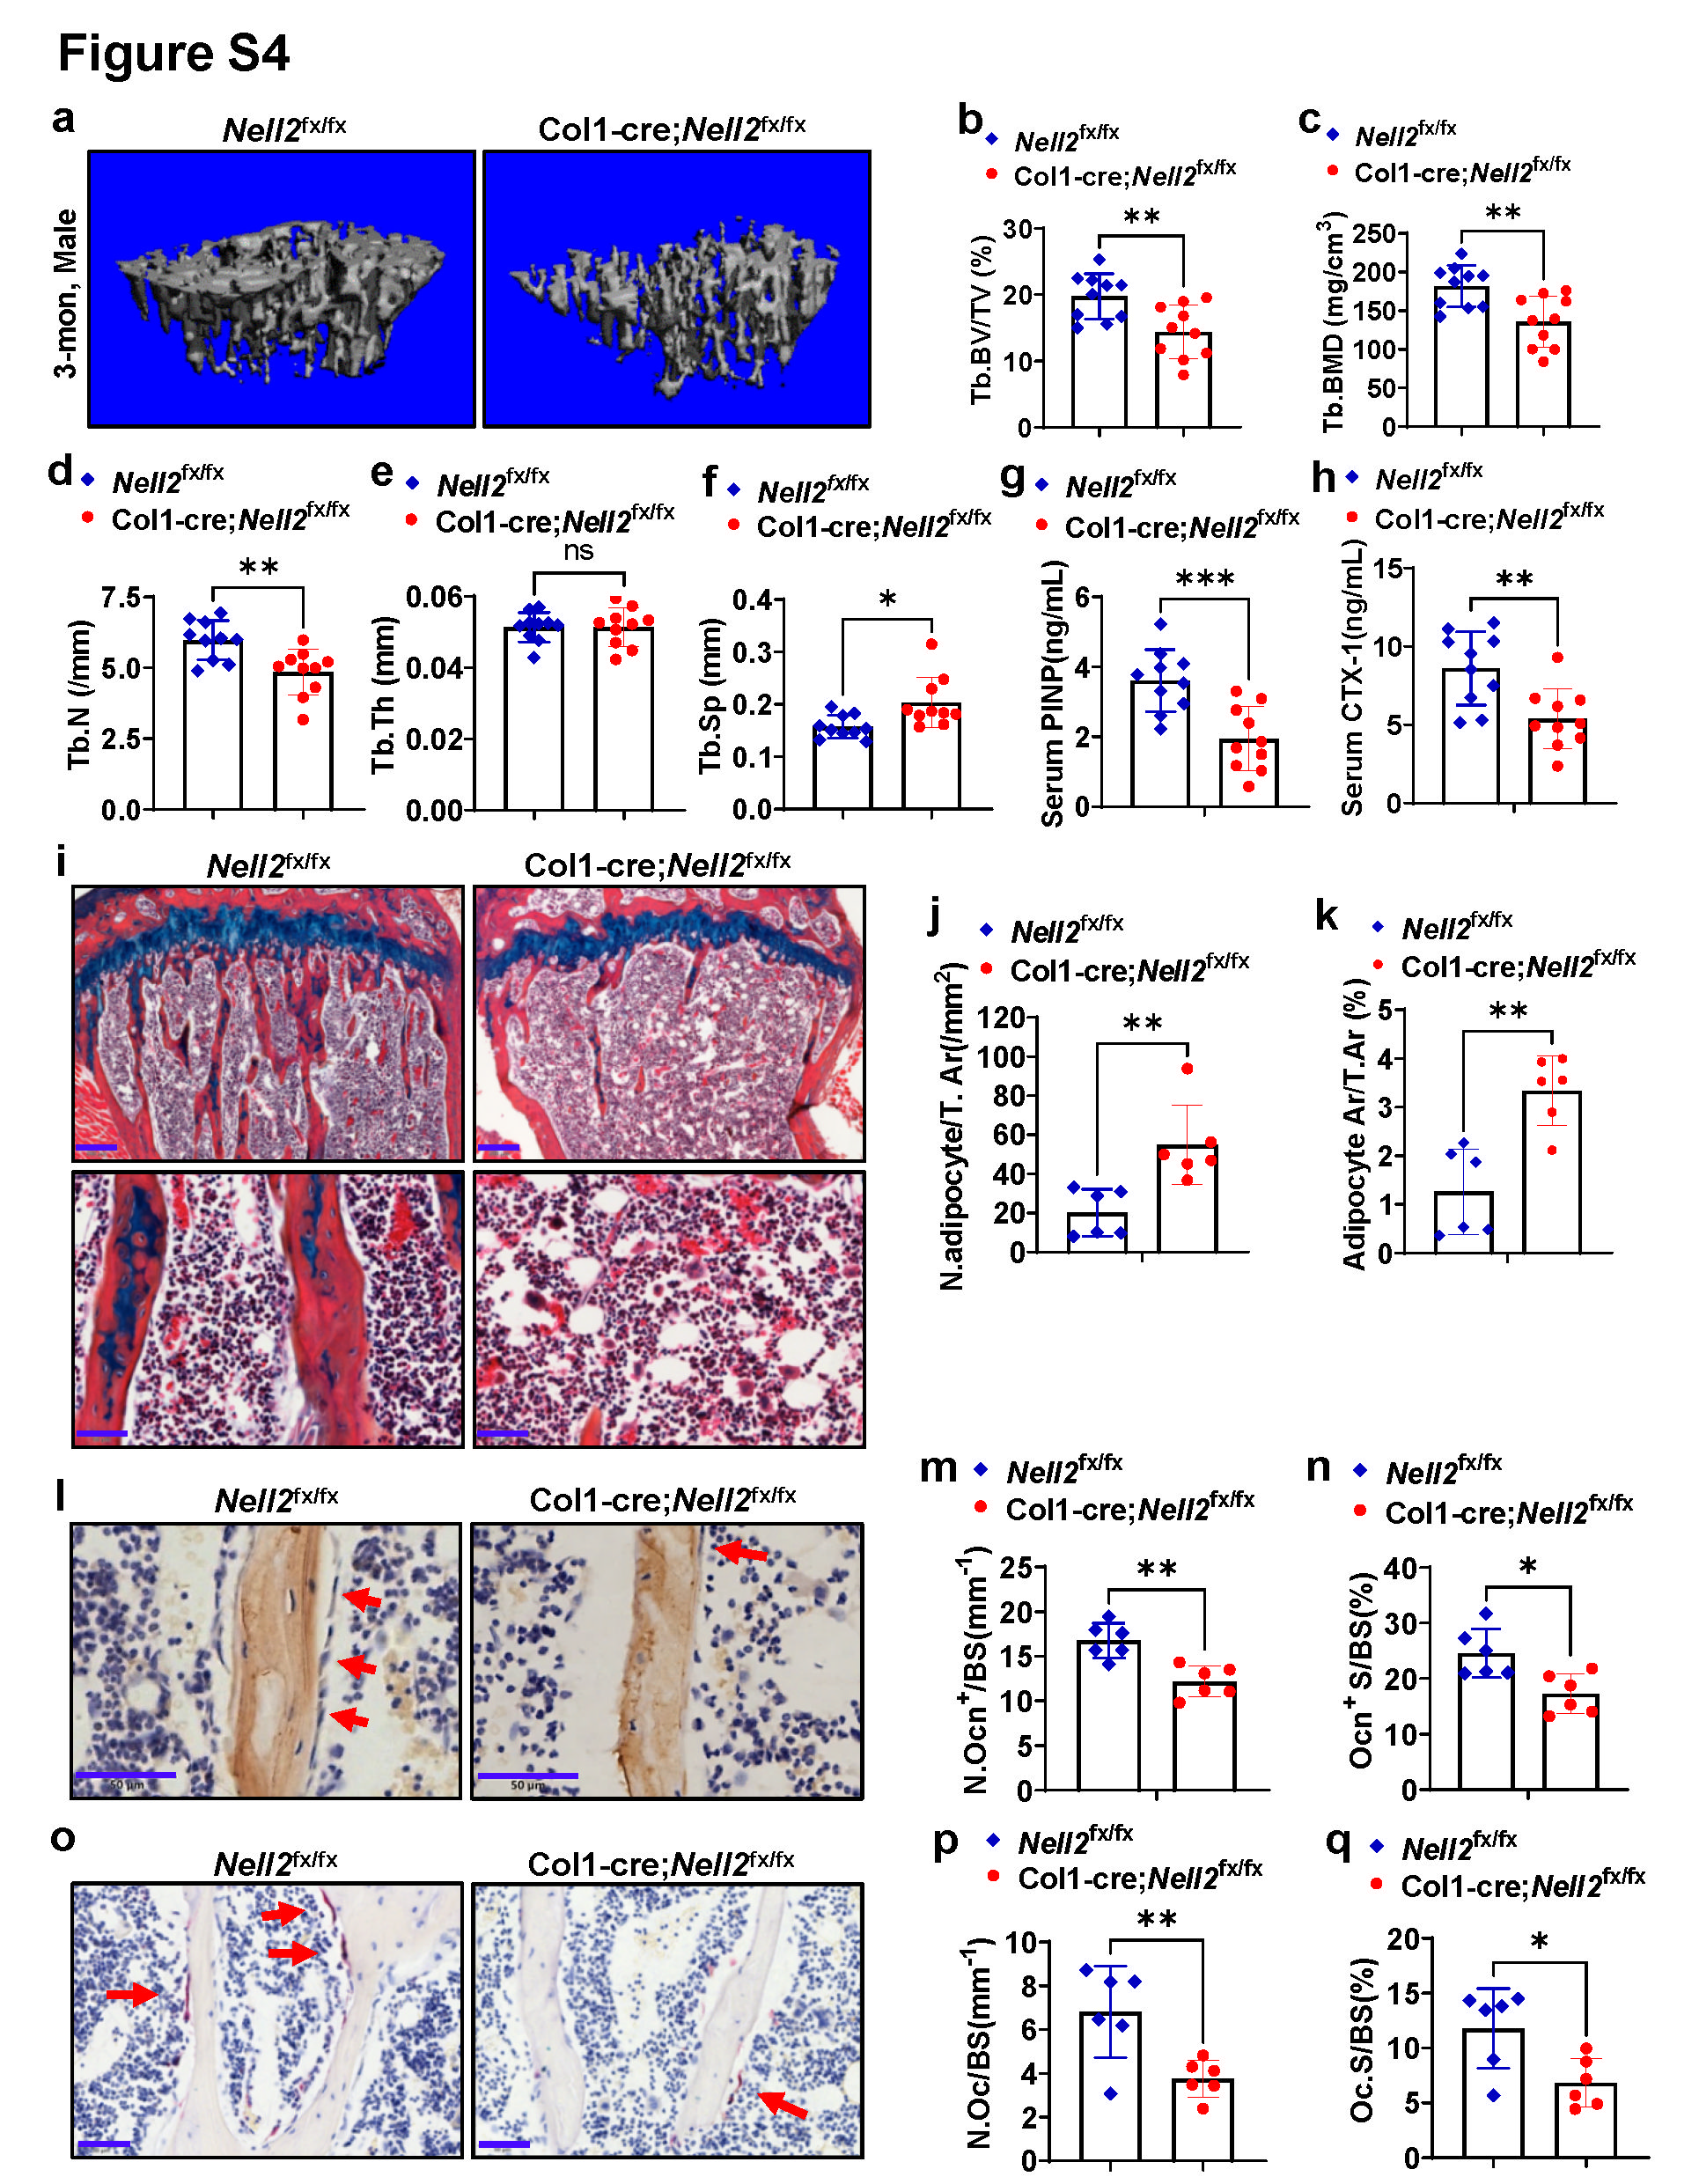
**

**Figure S4. Preosteoblast-specific deletion of NELL2 reduced bone mass in male mice.**

(a-f) Cancellous bone mass at proximal tibial metaphysis in 3-month-old male mice was analyzed using μCT. (a) Representative reconstruction images are shown. (b-f) Histomorphometric parameters for cancellous bone were quantified, n=10. (g, h) Serum levels of PINP and CTX-1 were measured using ELISA, n=10. (i) ABH/OG staining was conducted. Scale bar: 200 μm (upper panel); 50 μm (lower panel). (j, k) The numbers and area percentage of adipocytes were quantified, n=6. (l) Representative images of osteocalcin IHC staining are shown. (m, n) The numbers and surface percentage of Ocn^+^ osteoblasts were quantified, n=6. (o) Representative images of TRAP staining are shown. (p, q) The numbers and surface percentage of osteoclasts were quantified, n=6. Scale in (l, o): 50 μm. Data are mean ± SD. Comparisons were conducted using Student’s t test, *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

**
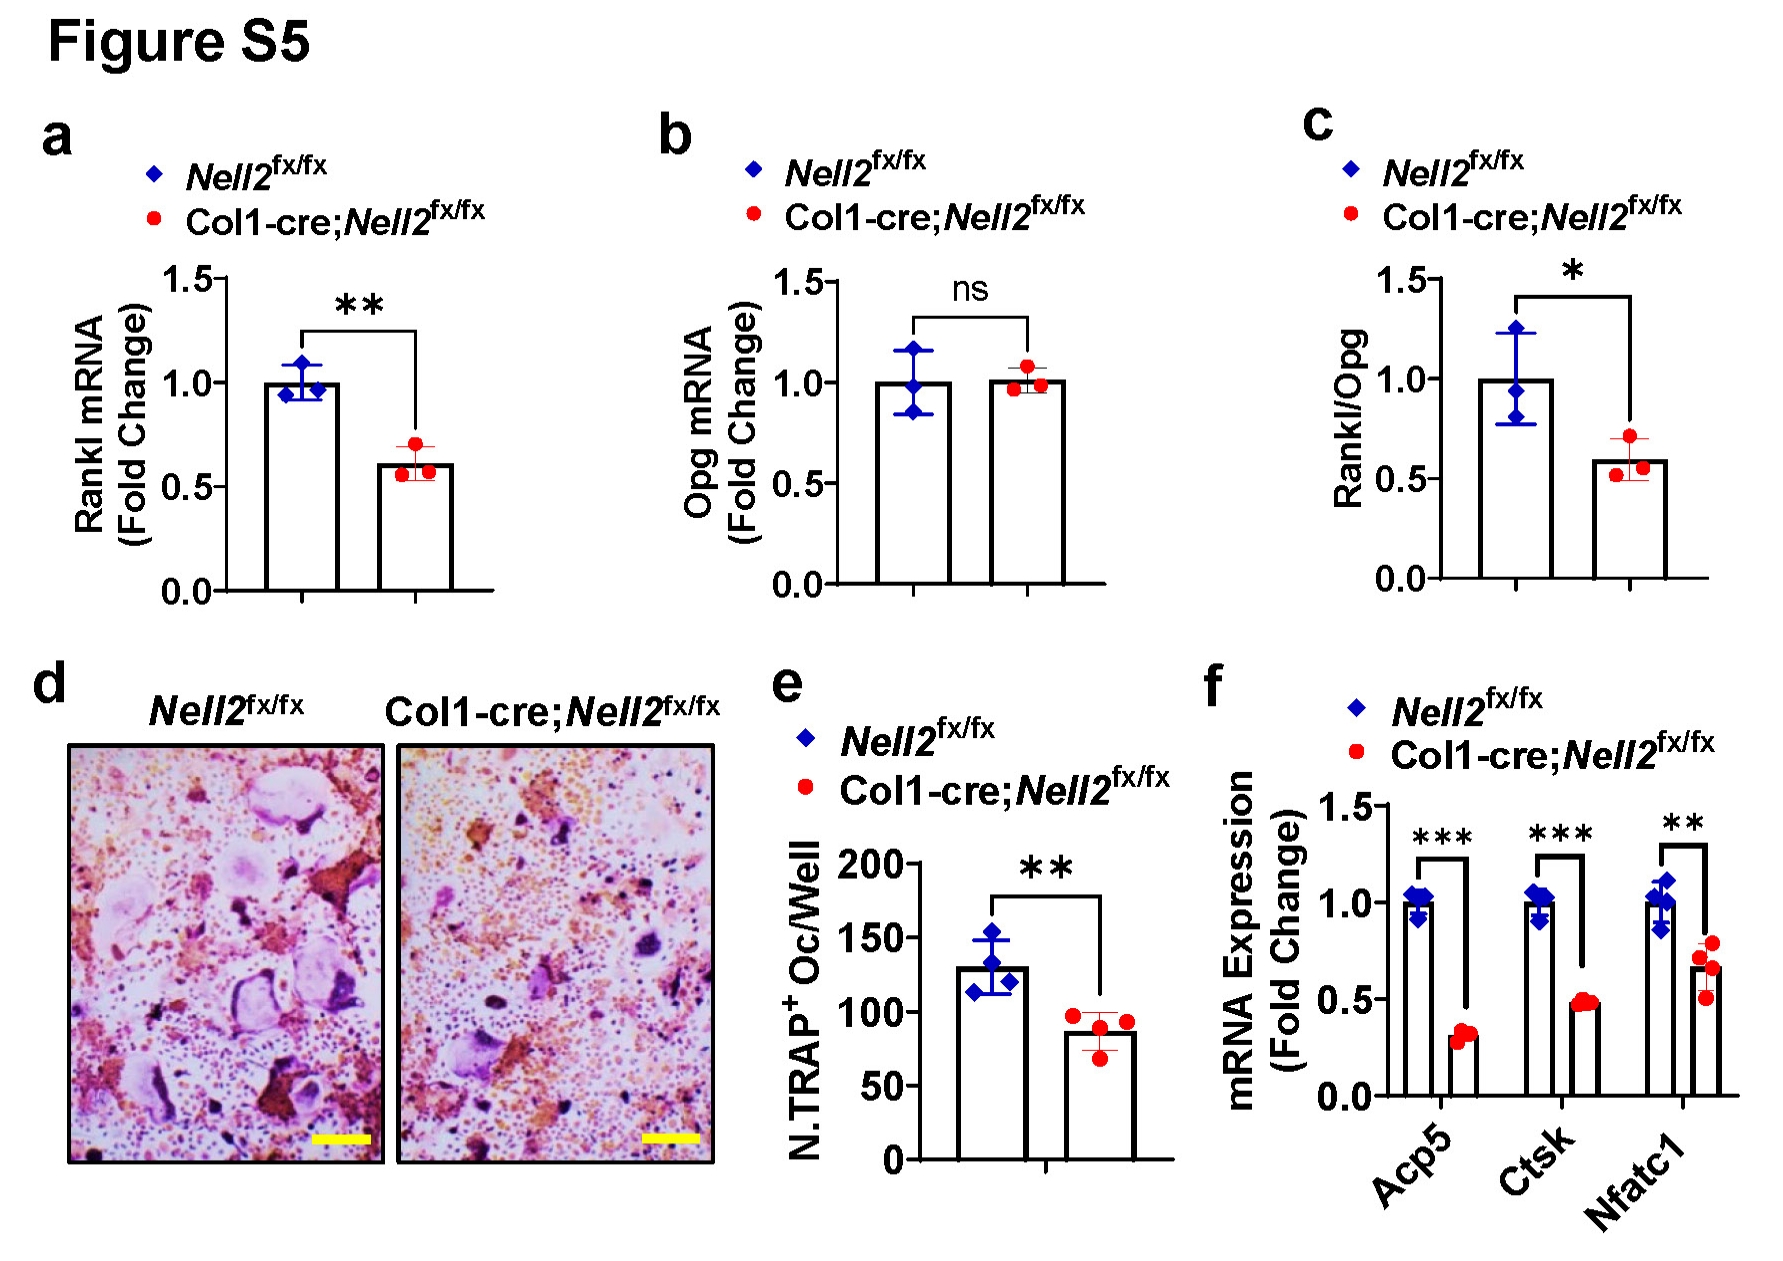
**

**Figure S5. Deletion of NELL2** **in preosteoblasts suppressed osteoclast differentiation.**

(a-c) Primary calvarial preosteoblasts from neonatal mice were cultured and the mRNA of Rankl and opg were detected, n=3. (d-f) Bone marrow cells were flushed from the femurs and tibiae of mice, cultured and induced to allow osteoclast differentiation. The cells were stained for TRAP (d) and the numbers of osteoclasts were counted (e), n=4. The marker genes for osteoclastogenesis were detected by qRT-PCR (f), n=4. Data are mean ± SD. Scale bar in (d): 100 μm. Comparisons were conducted using Student’s t test, *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

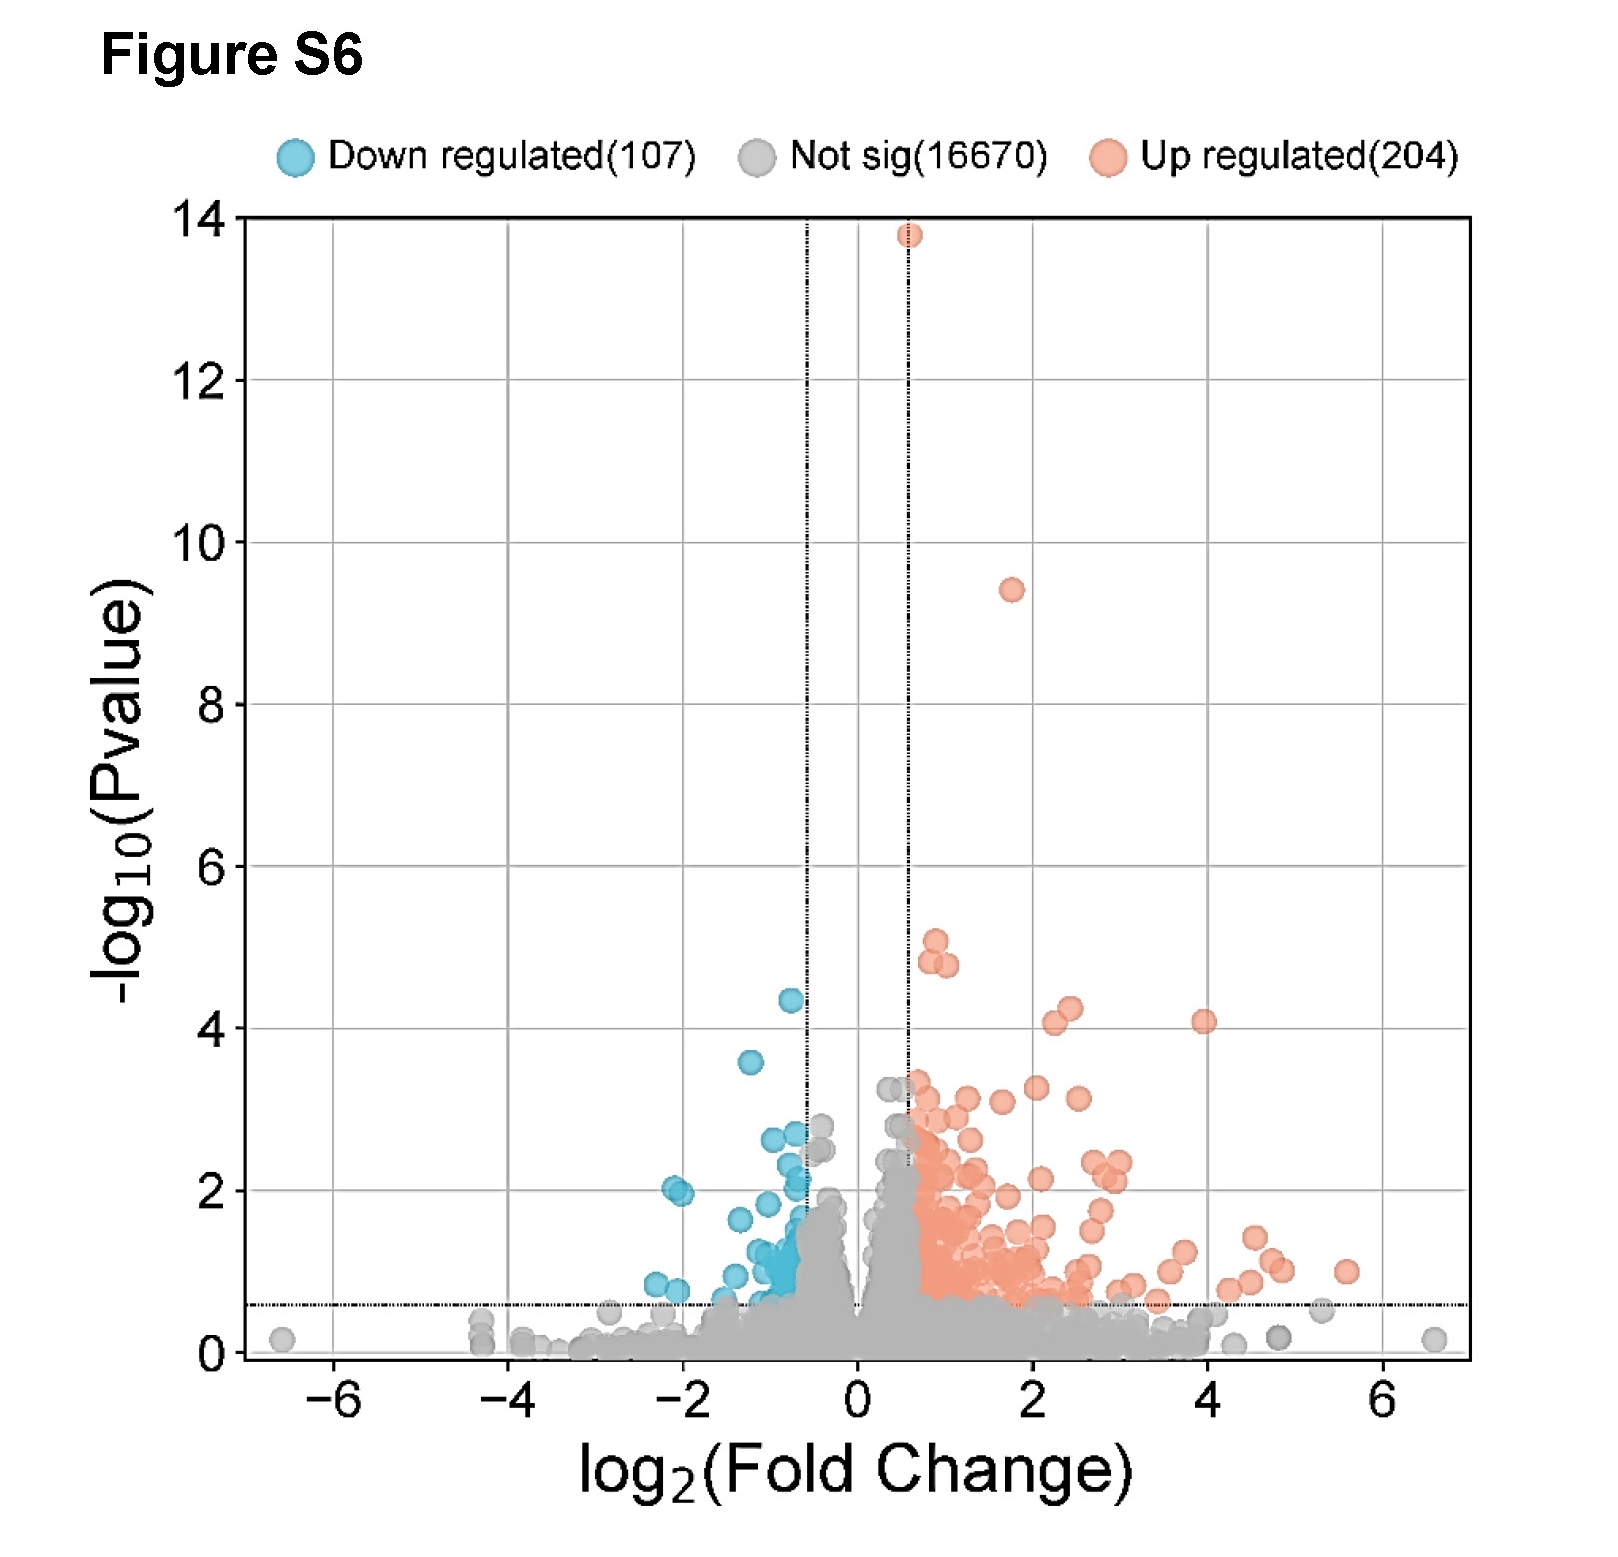

**Figure S6. Differentially expressed genes in preosteoblasts from Col1-cre;*Nell2*^fx/fx^ vs. *Nell2*^fx/fx^ mice are shown in the volcano plot.**

**
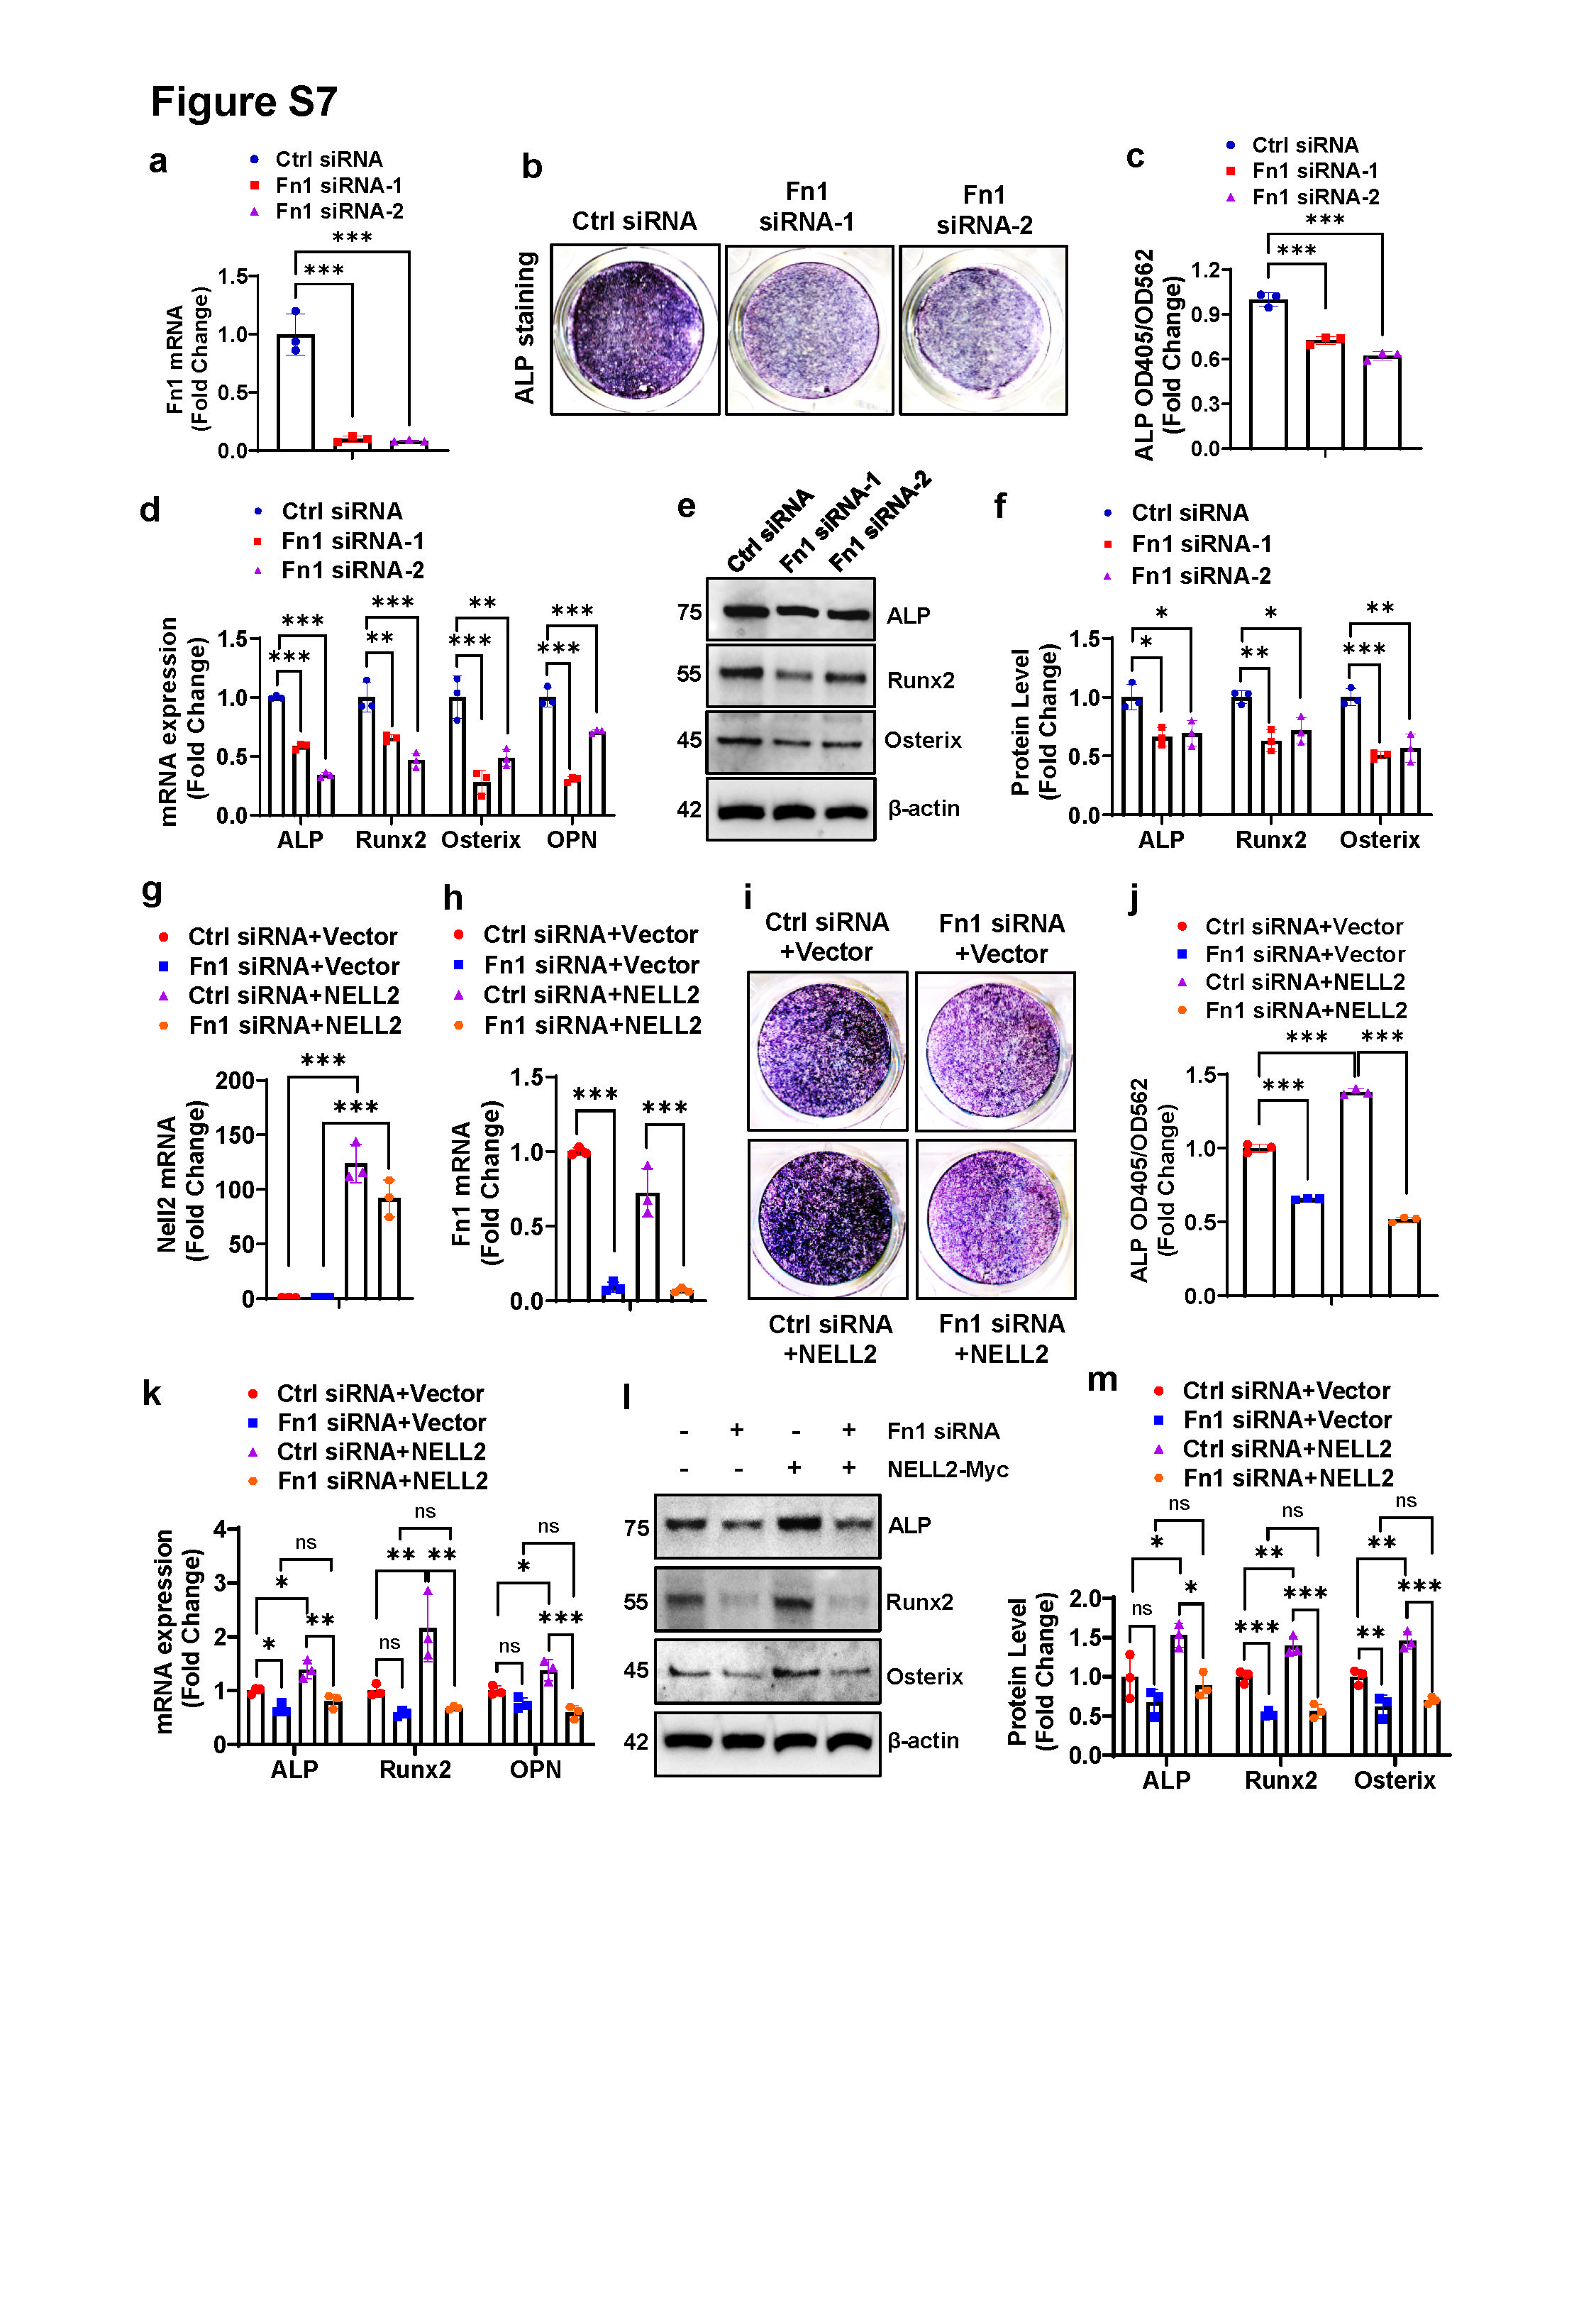
**

**Figure S7. Knockdown of Fn1 attenuated the stimulatory effect of NELL2 on osteoblast differentiation.**

ST2 cells were transfected with Fn1 siRNAs, and then induced to allow osteogenic differentiation. (a) qRT-PCR was performed to verify the knockdown of Fn1. (b) ALP staining was performed after 14 days of induction. (c) ALP activity was measured. (d-f) The mRNA and protein levels of osteogenic factors were detected using qRT-PCR and Western blotting. ST2 cells were co-transfected with NELL2-Myc construct (or vector) and Fn1 siRNA(siRNA-2) (or control siRNA), and then induced to allow osteogenic differentiation. (g, h) qRT-PCR was performed to verify NELL2 overexpression (g) and Fn1 knockdown (h). (i) ALP staining was performed. (j) ALP activity was measured. (k-m) The mRNA and protein levels of osteogenic factors were detected. Data are mean ± SD, n=3. Comparisons were conducted using one-way ANOVA followed by Dunnett’s test (a, c, d, f), or two-way ANOVA followed by Tukey’s test (g, h, j, k, m), *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

**
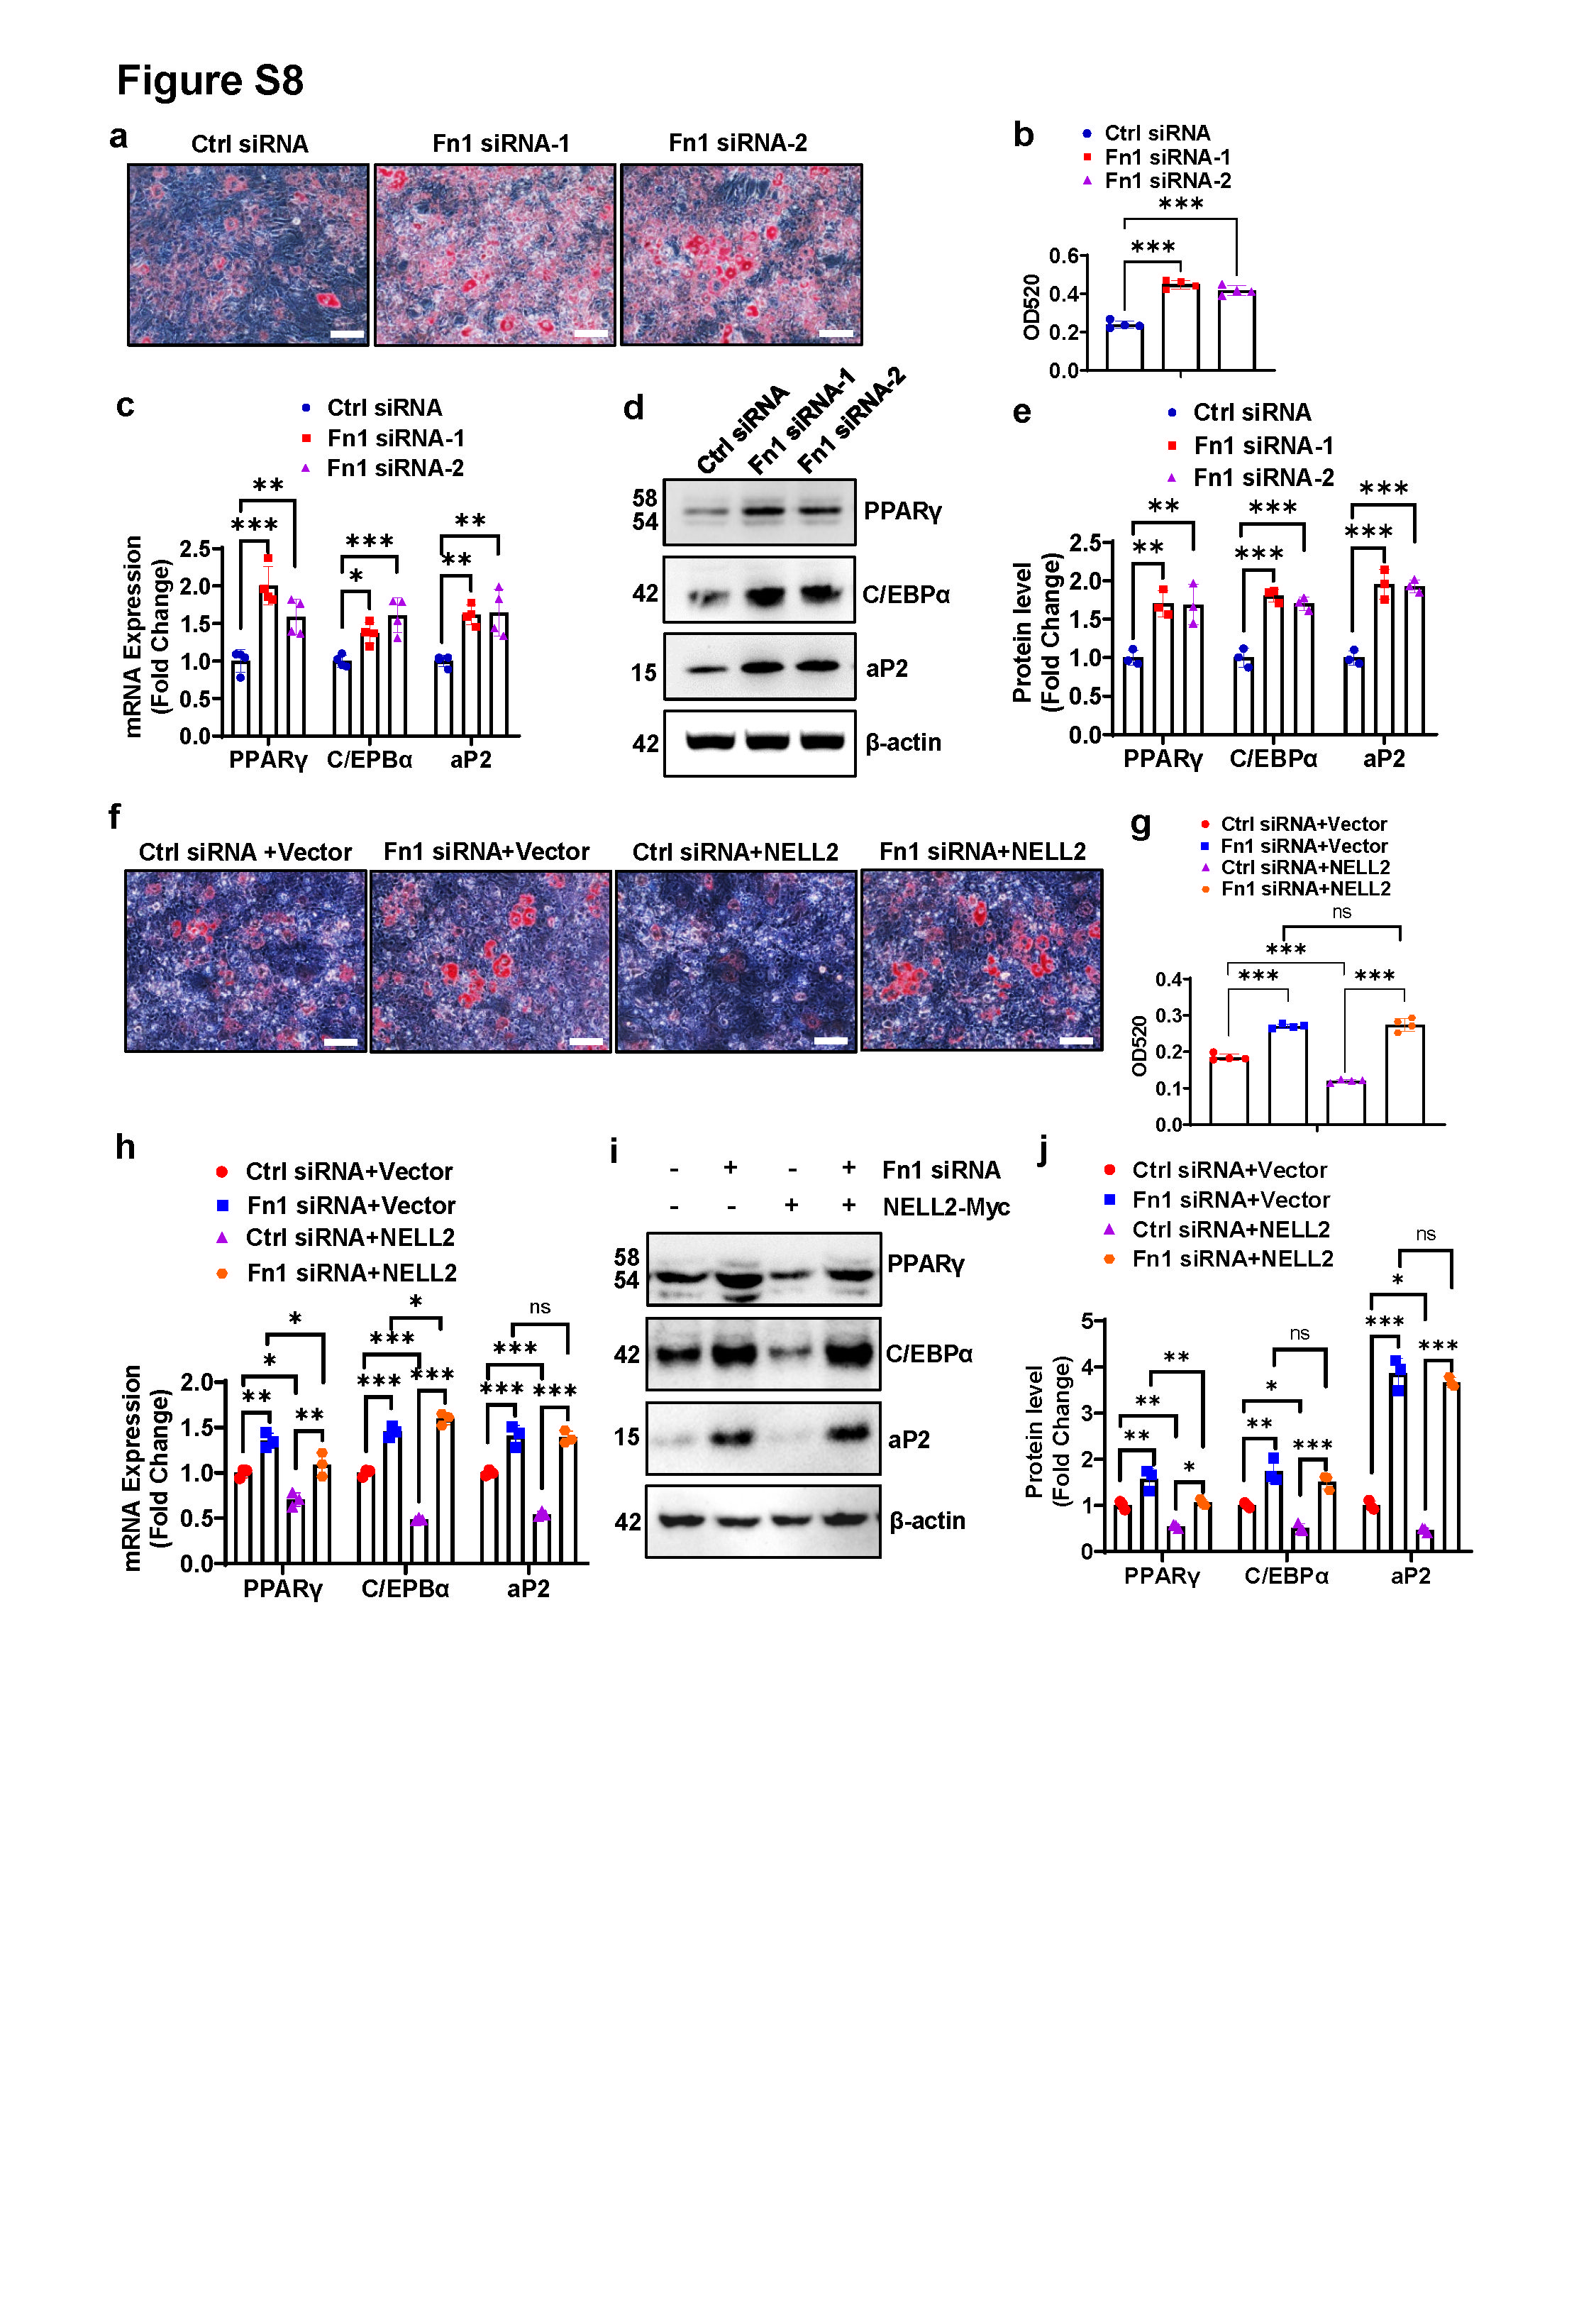
**

**Figure S8. Knockdown of Fn1 mitigated the inhibitory effect of NELL2 on adipocyte differentiation.**

ST2 cells were transfected with Fn1 siRNAs, and then induced to allow adipogenic differentiation. (a) Differentiated adipocytes were stained with oil red O after 5-6 days of induction. (b) Oil red O extracted with isopropanol was measured at OD520, n=4. (c-e) The mRNA (n=4) and protein (n=3) levels of adipogenic factors were examined. ST2 cells were co-transfected with NELL2-Myc construct (or vector) and Fn1 siRNA (or control siRNA), and then induced to allow adipogenic differentiation. (f) Differentiated adipocytes were stained with oil red O. (g) Oil red O extracted with isopropanol was measured at OD520, n=4. (h-j) The mRNA and protein levels of adipogenic factors were examined, n=3. Scale in (a, f): 100 μm. Data are mean ± SD. Comparisons were conducted using one-way ANOVA followed by Dunnett’s test (b, c, e), or two-way ANOVA followed by Tukey’s test (g, h, j), *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

**
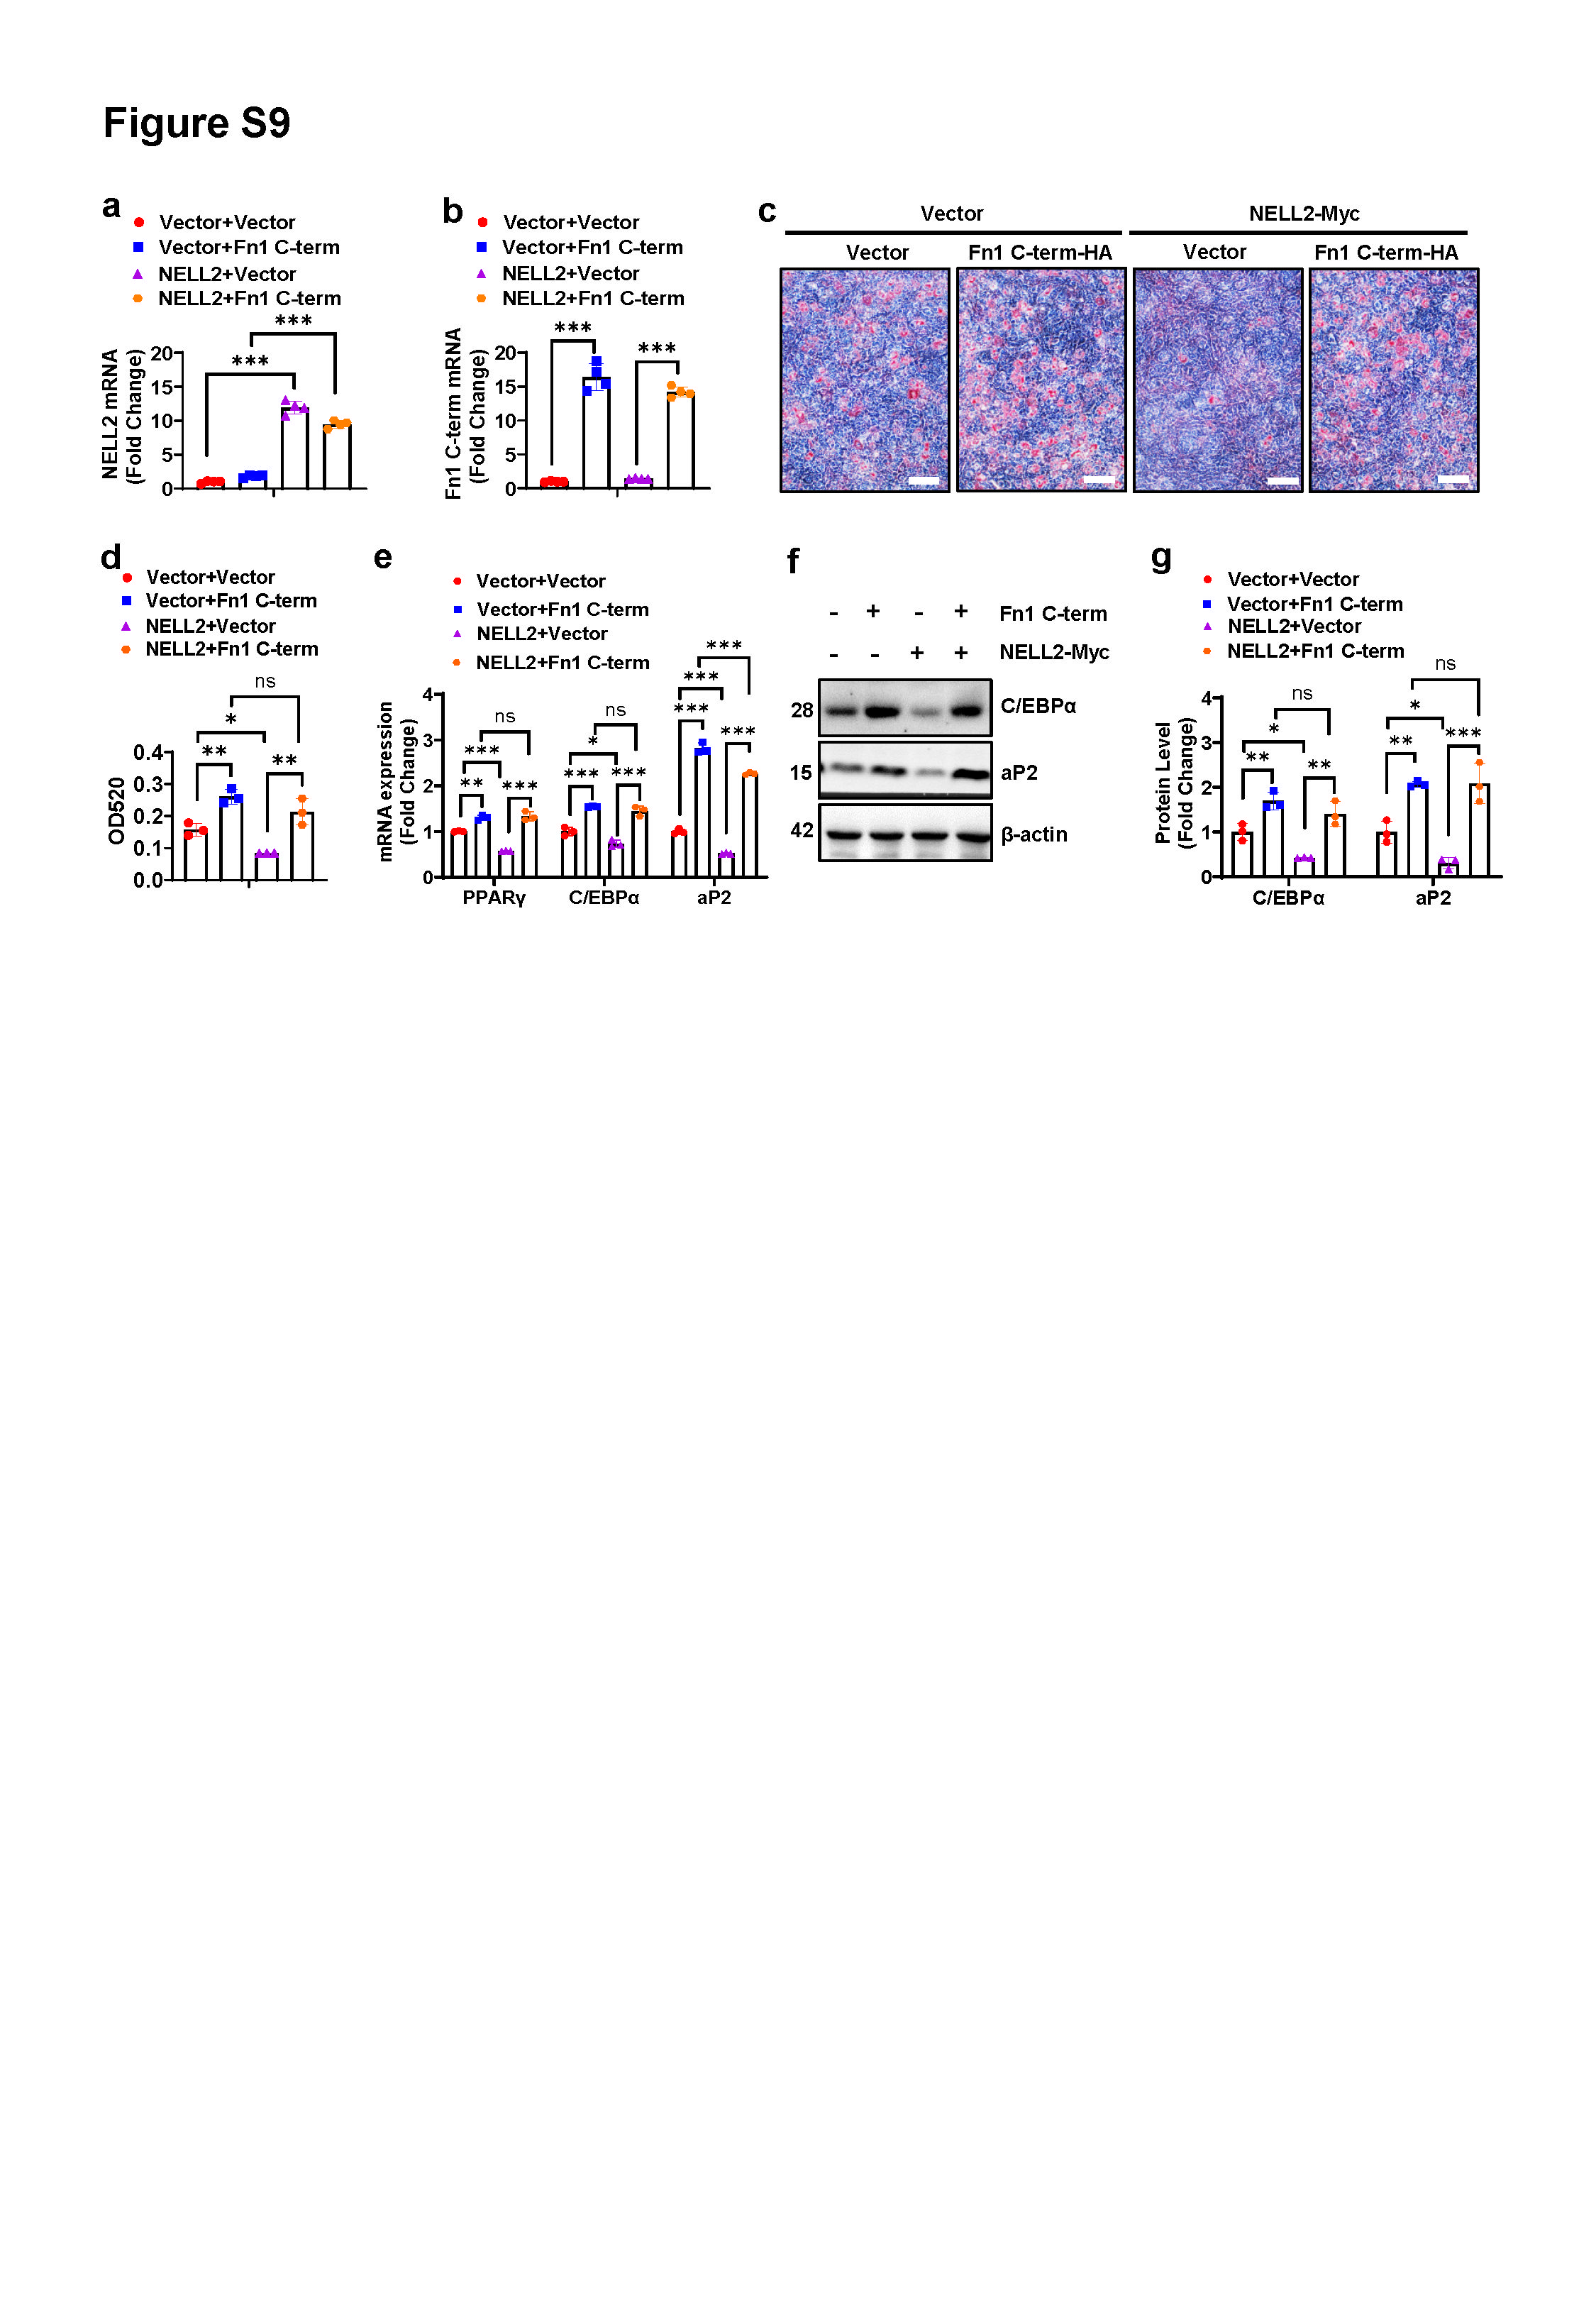
**

**Figure S9. Overexpression of Fn1 C-terminal mitigated the inhibitory effect of NELL2 on adipocyte differentiation.**

ST2 cells were co-transfected with NELL2-Myc (or vector) and Fn1 C-terminal-HA constructs (or vector), and then induced to allow adipogenic differentiation. (a, b) qRT-PCR was performed to verify NELL2 overexpression (a, n=4) and Fn1 C-terminal overexpression (b, n=4). (c) Differentiated adipocytes were stained with oil red O after 5-6 days of induction. (d) Oil red O extracted with isopropanol was measured at OD520, n=3. (e-g) The mRNA and protein levels of adipogenic factors were examined (n=3). Scale bar in (c): 100 μm. Data are mean ± SD. Comparisons were conducted using two-way ANOVA followed by Tukey’s test, *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

**
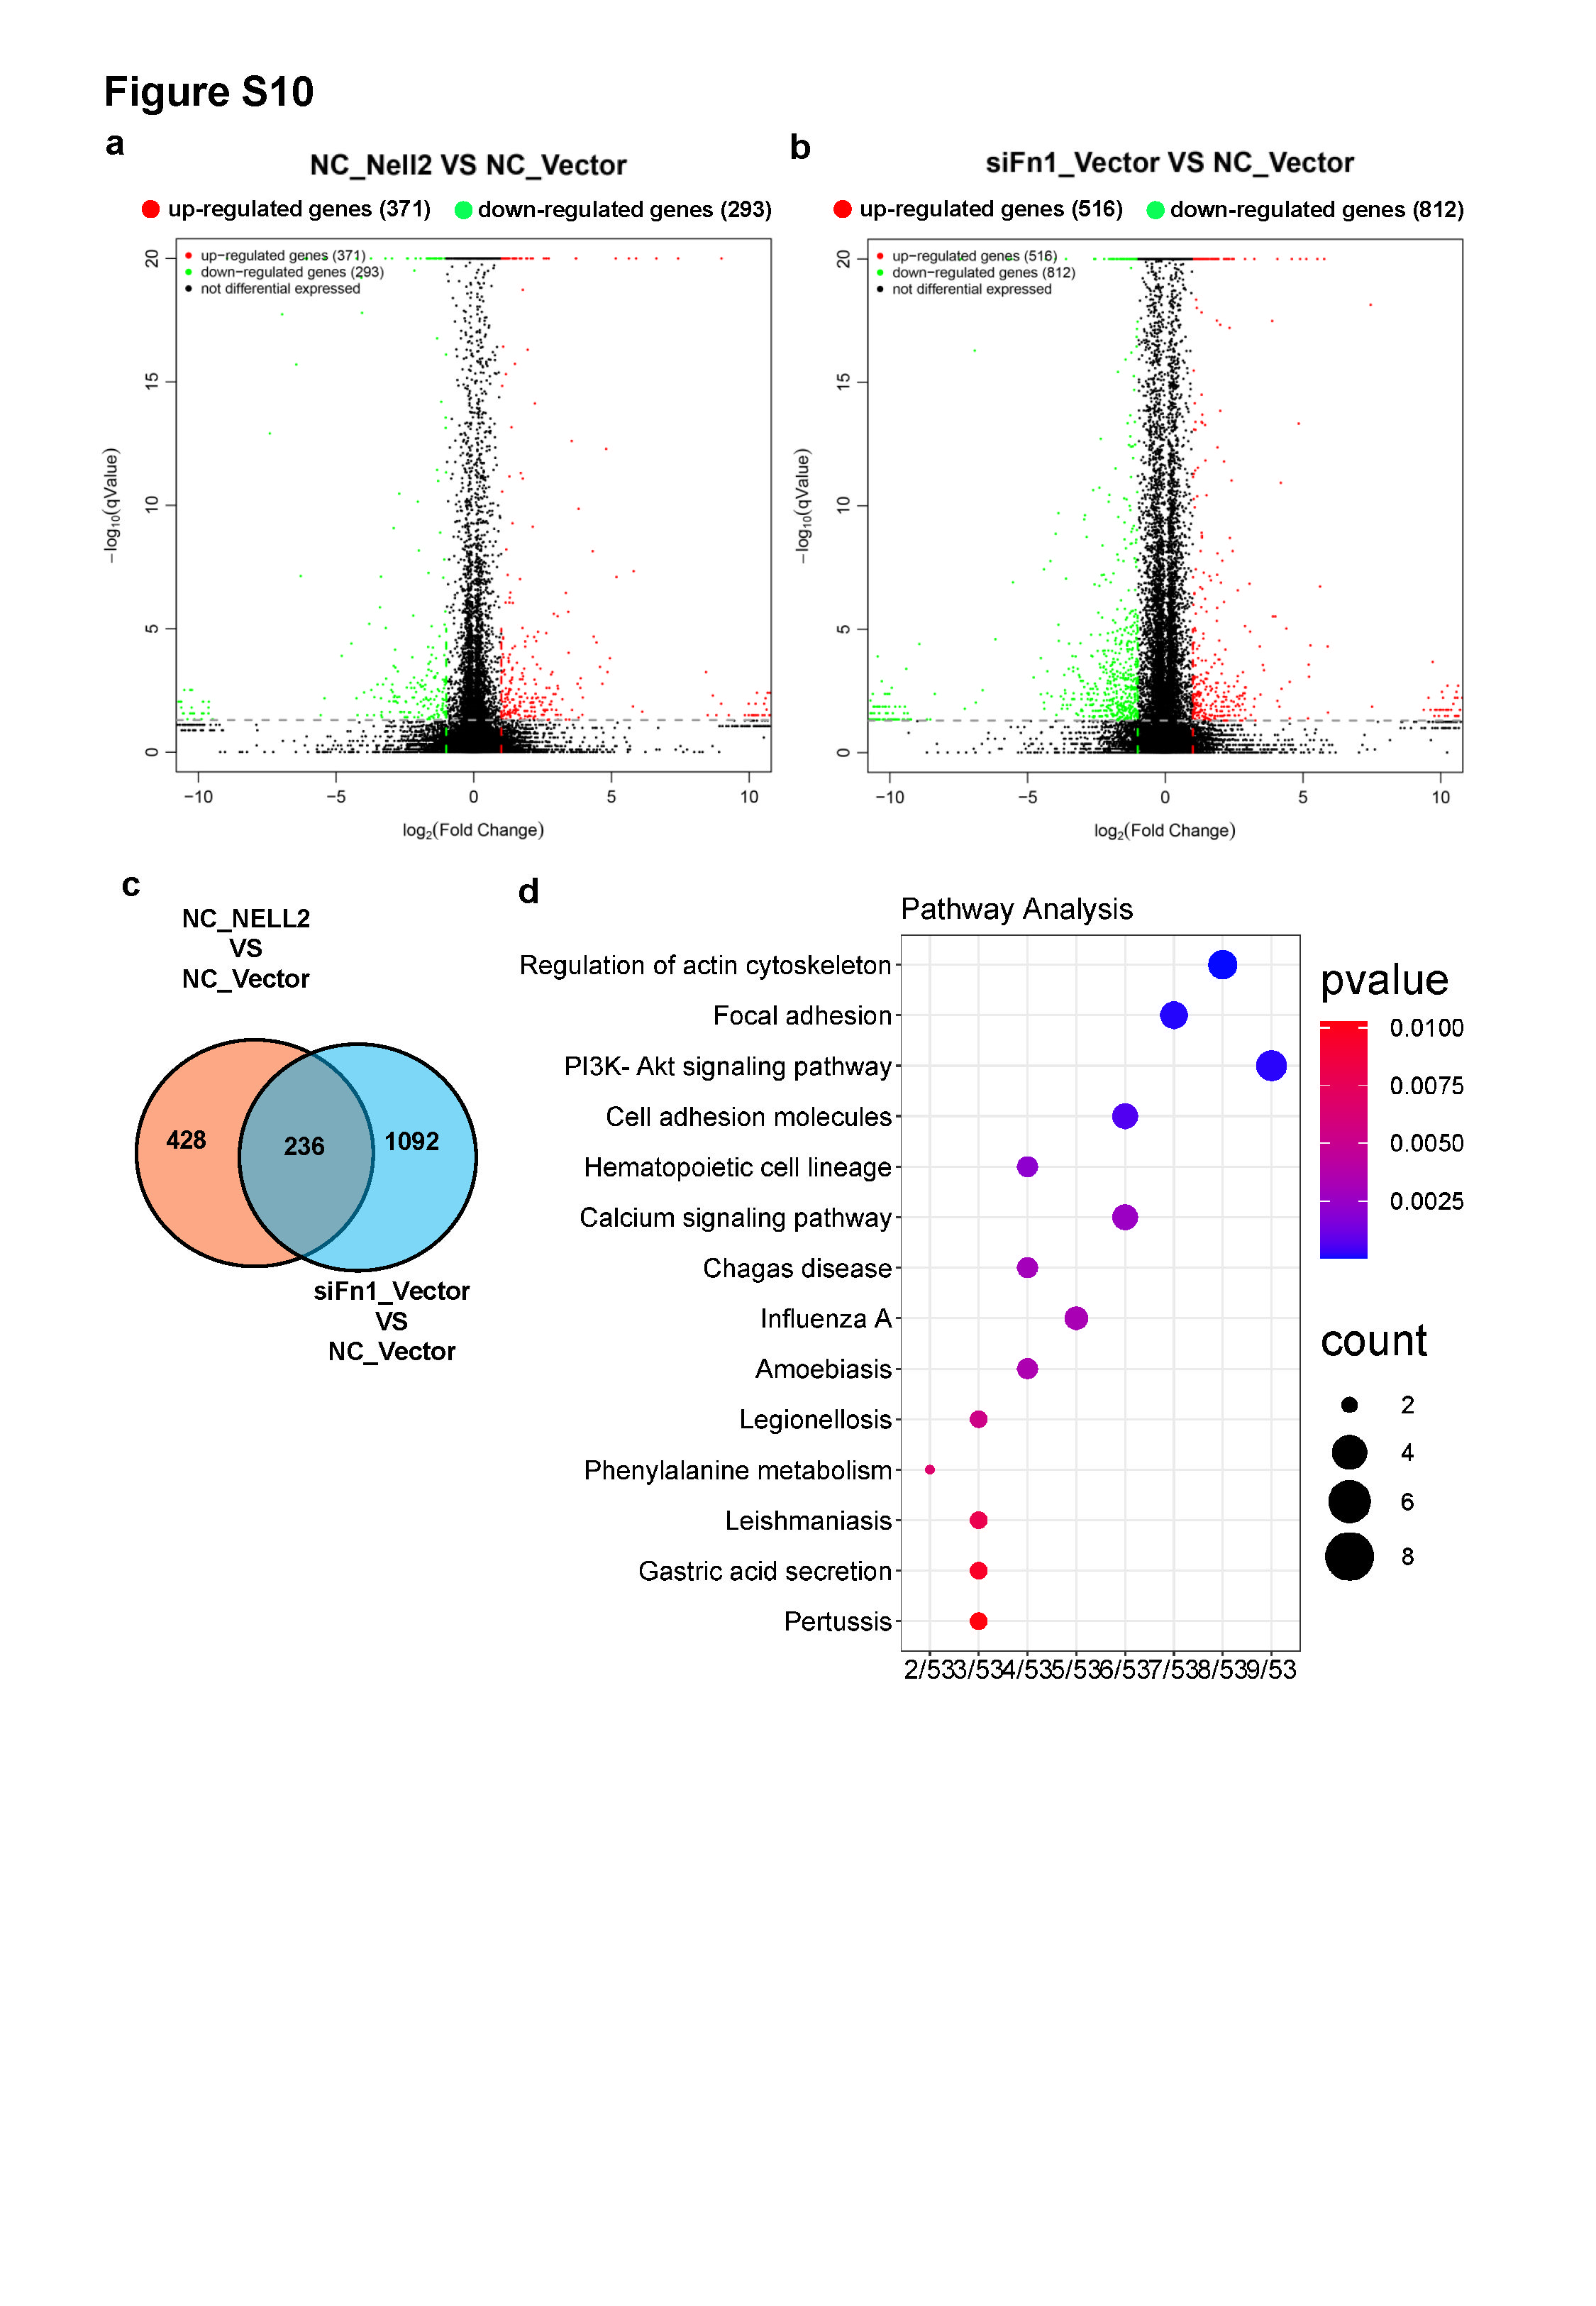
**

**Figure S10. Genes co-regulated by NELL2 and Fn1 were identified through RNA-seq analysis.**

(a, b) The differentially expressed genes in ST2 cells transfected with NELL2-Myc construct (or vector) (a) or Fn1 siRNA (or control siRNA) (b) were identified by RNA-Seq and the volcano maps are presented. (c) A Venn diagram is presented to illustrate the number of overlapping altered genes by NELL2 and Fn1. (d) KEGG analysis was performed to identify enriched pathways associated with the overlapping altered genes.

**
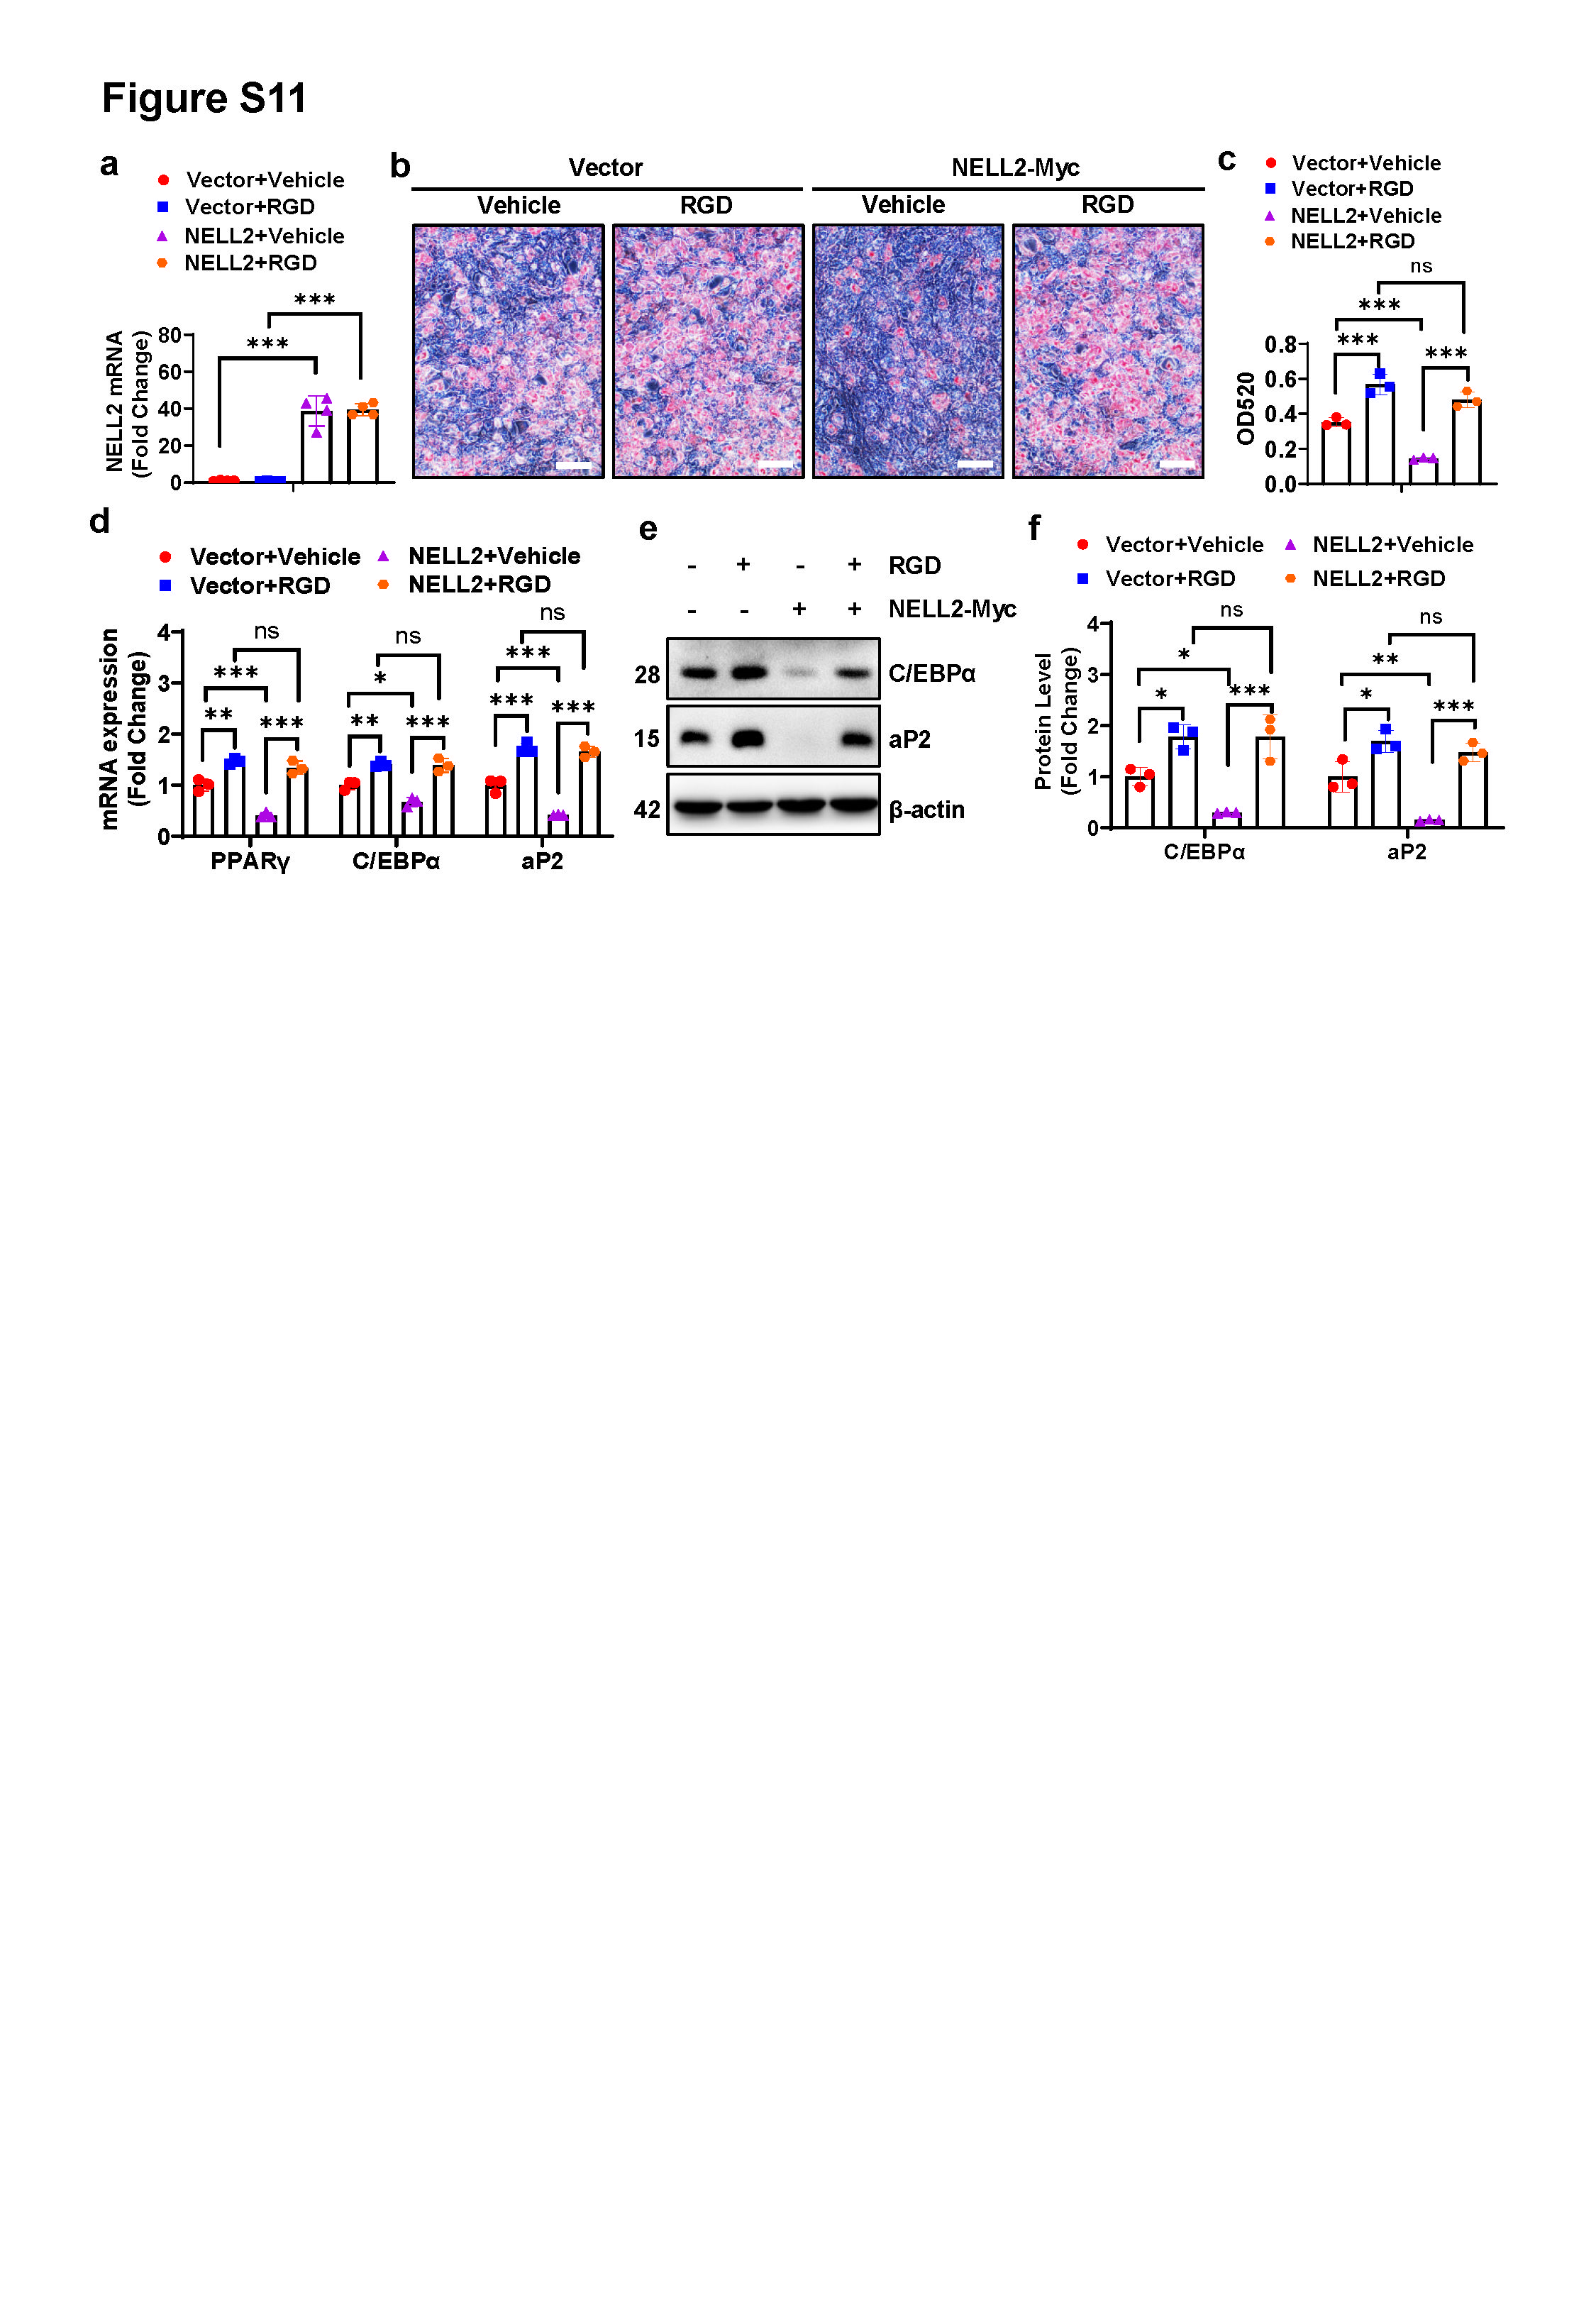
**

**Figure S11. RGD peptide mitigated the inhibitory effect of NELL2 on adipocyte differentiation.**

ST2 cells were transfected with NELL2-Myc (or vector), and then induced to allow adipogenic differentiation in the presence of vehicle or 10 μM RGD peptide (GRGDSPK). (a) qRT-PCR was performed to verify NELL2 overexpression (n=4). (b) Differentiated adipocytes were stained with oil red O after 5-6 days of induction. (c) Oil red O extracted with isopropanol was measured at OD520, n=3. (d-f) The mRNA and protein levels of adipogenic factors were examined (n=3). Scale in (b): 100 μm. Data are mean ± SD. Comparisons were conducted using two-way ANOVA followed by Tukey’s test, *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

**
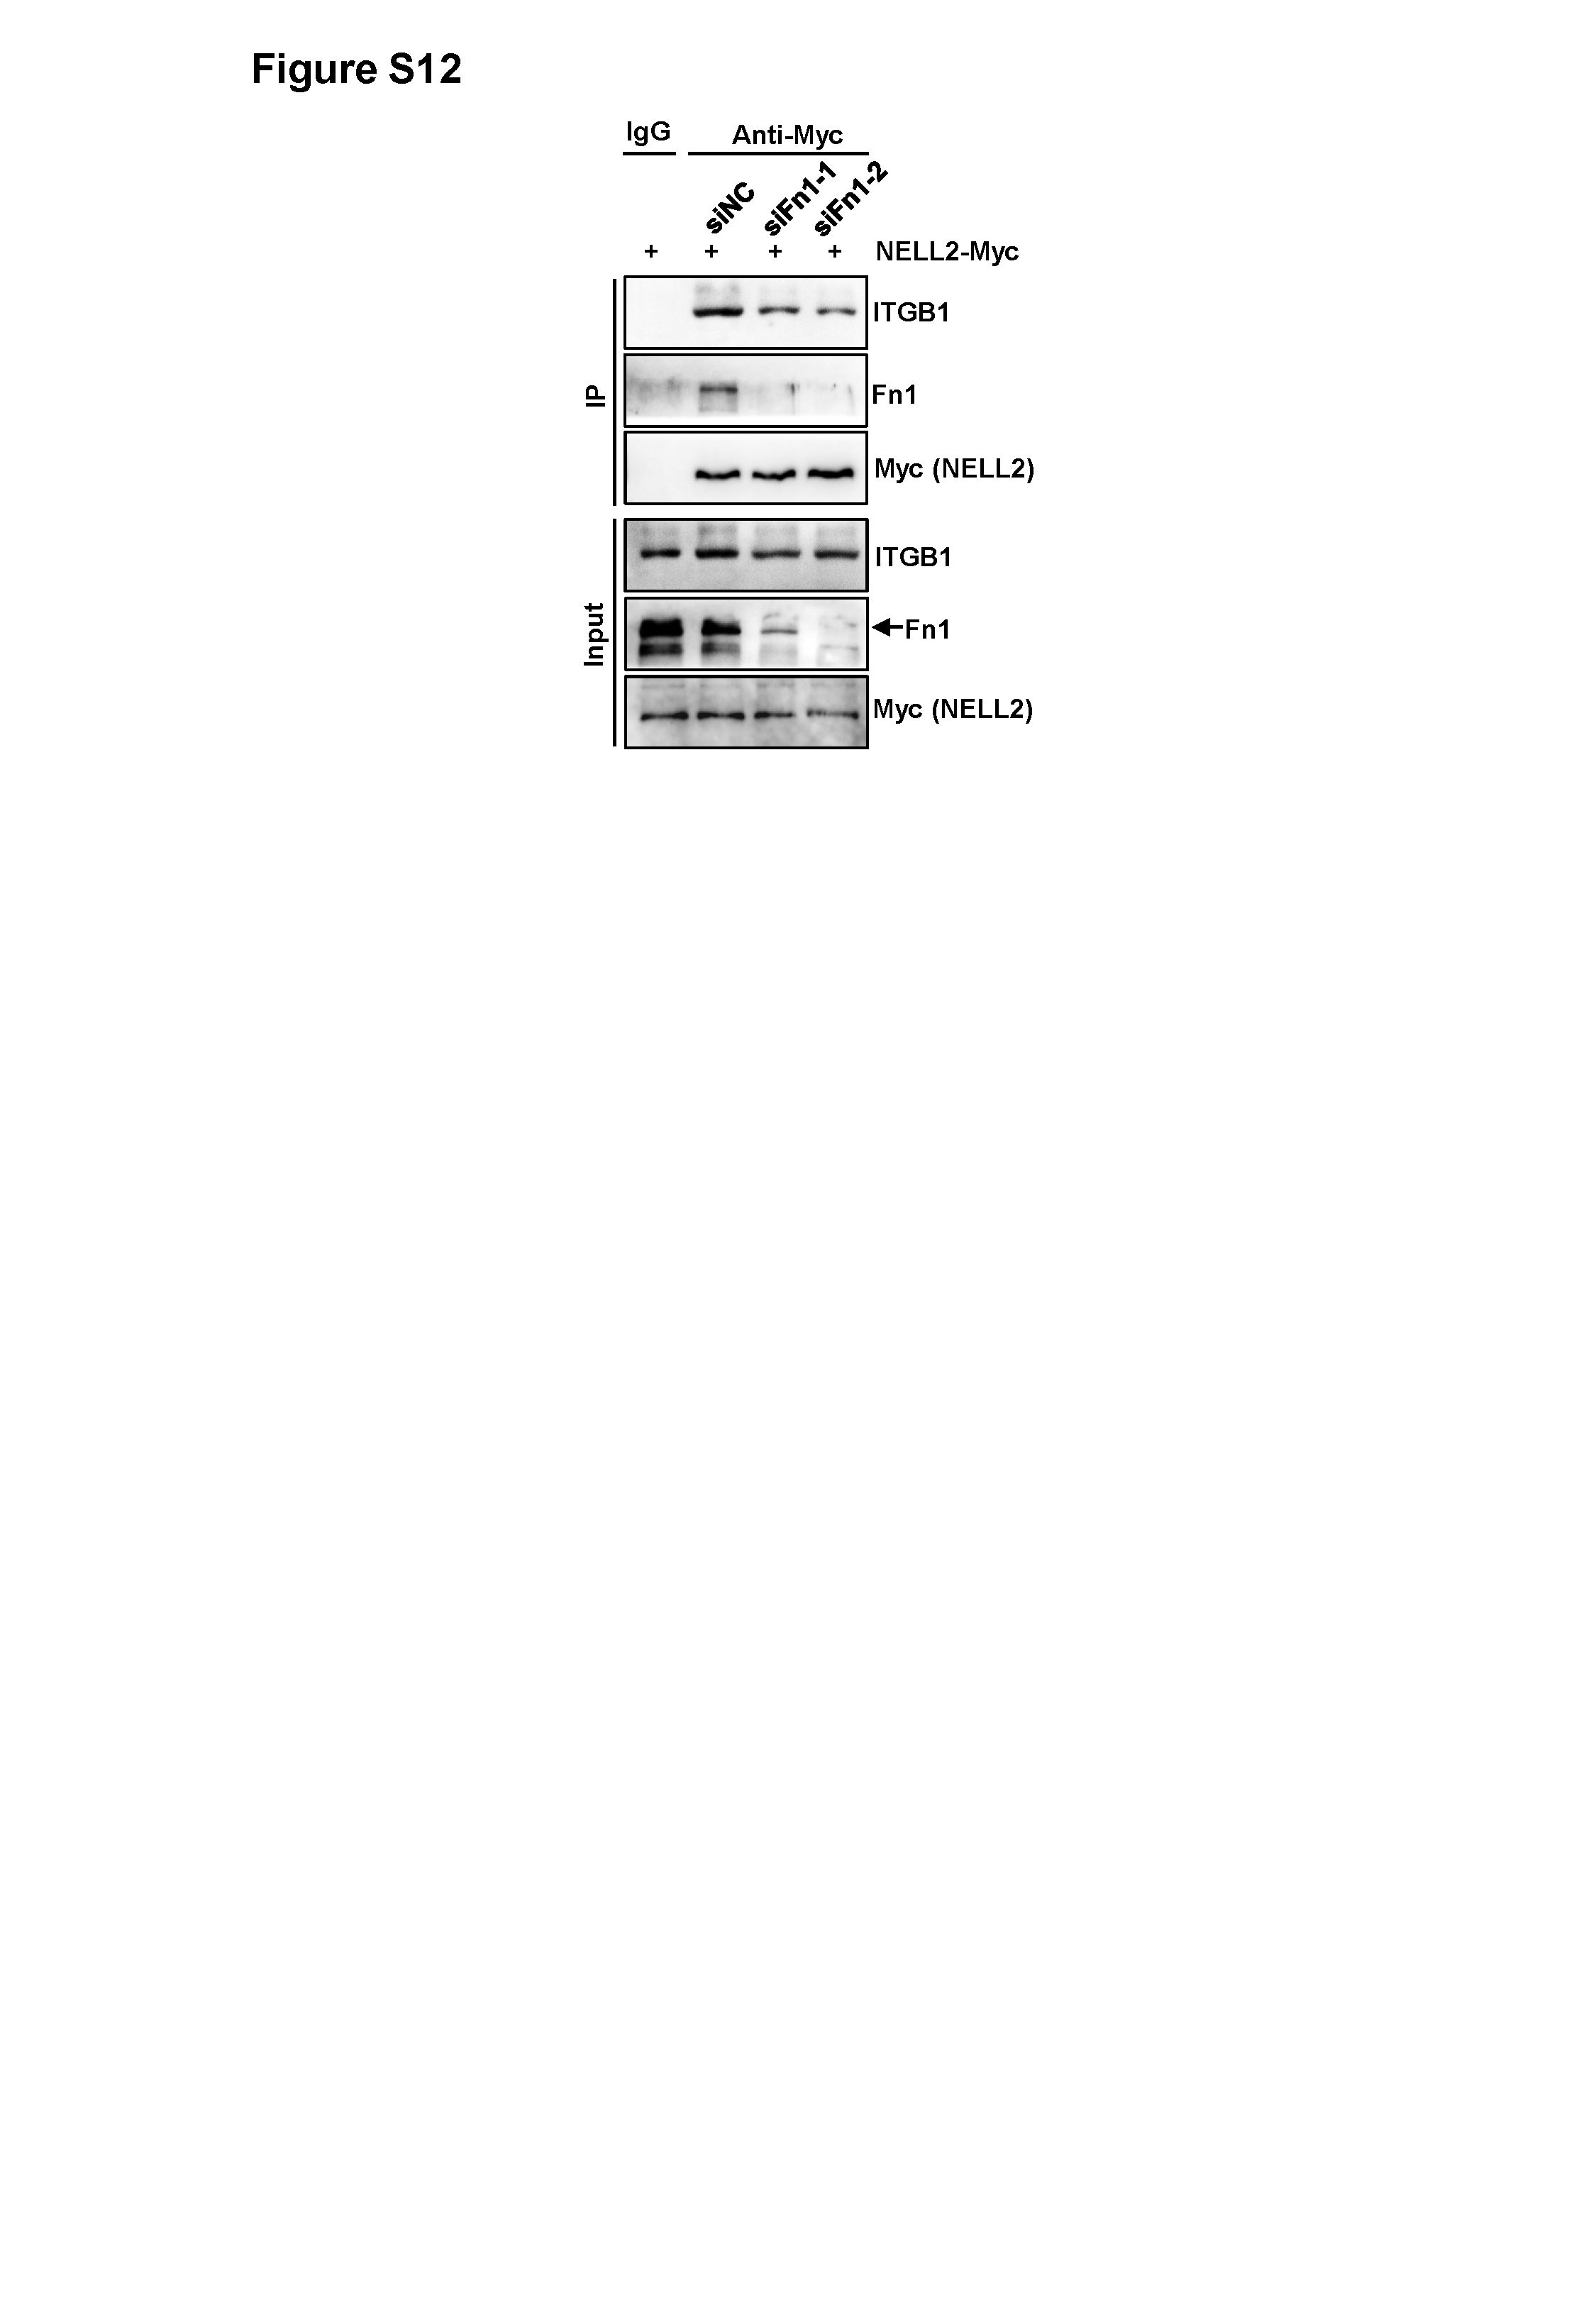
**

**Figure S12. Knockdown of Fn1 reduced NELL2-ITGB1 interaction.**

ST2 cells co-transfected with NELL2-Myc plus Fn1 siRNAs or control siRNA. The cell lysates were immunoprecipitated with anti-Myc and Western blotting was performed to detect the presence of NELL2-Myc, Fn1 and ITGB in the immunoprecipitates. The proteins were also detected in the input.

**
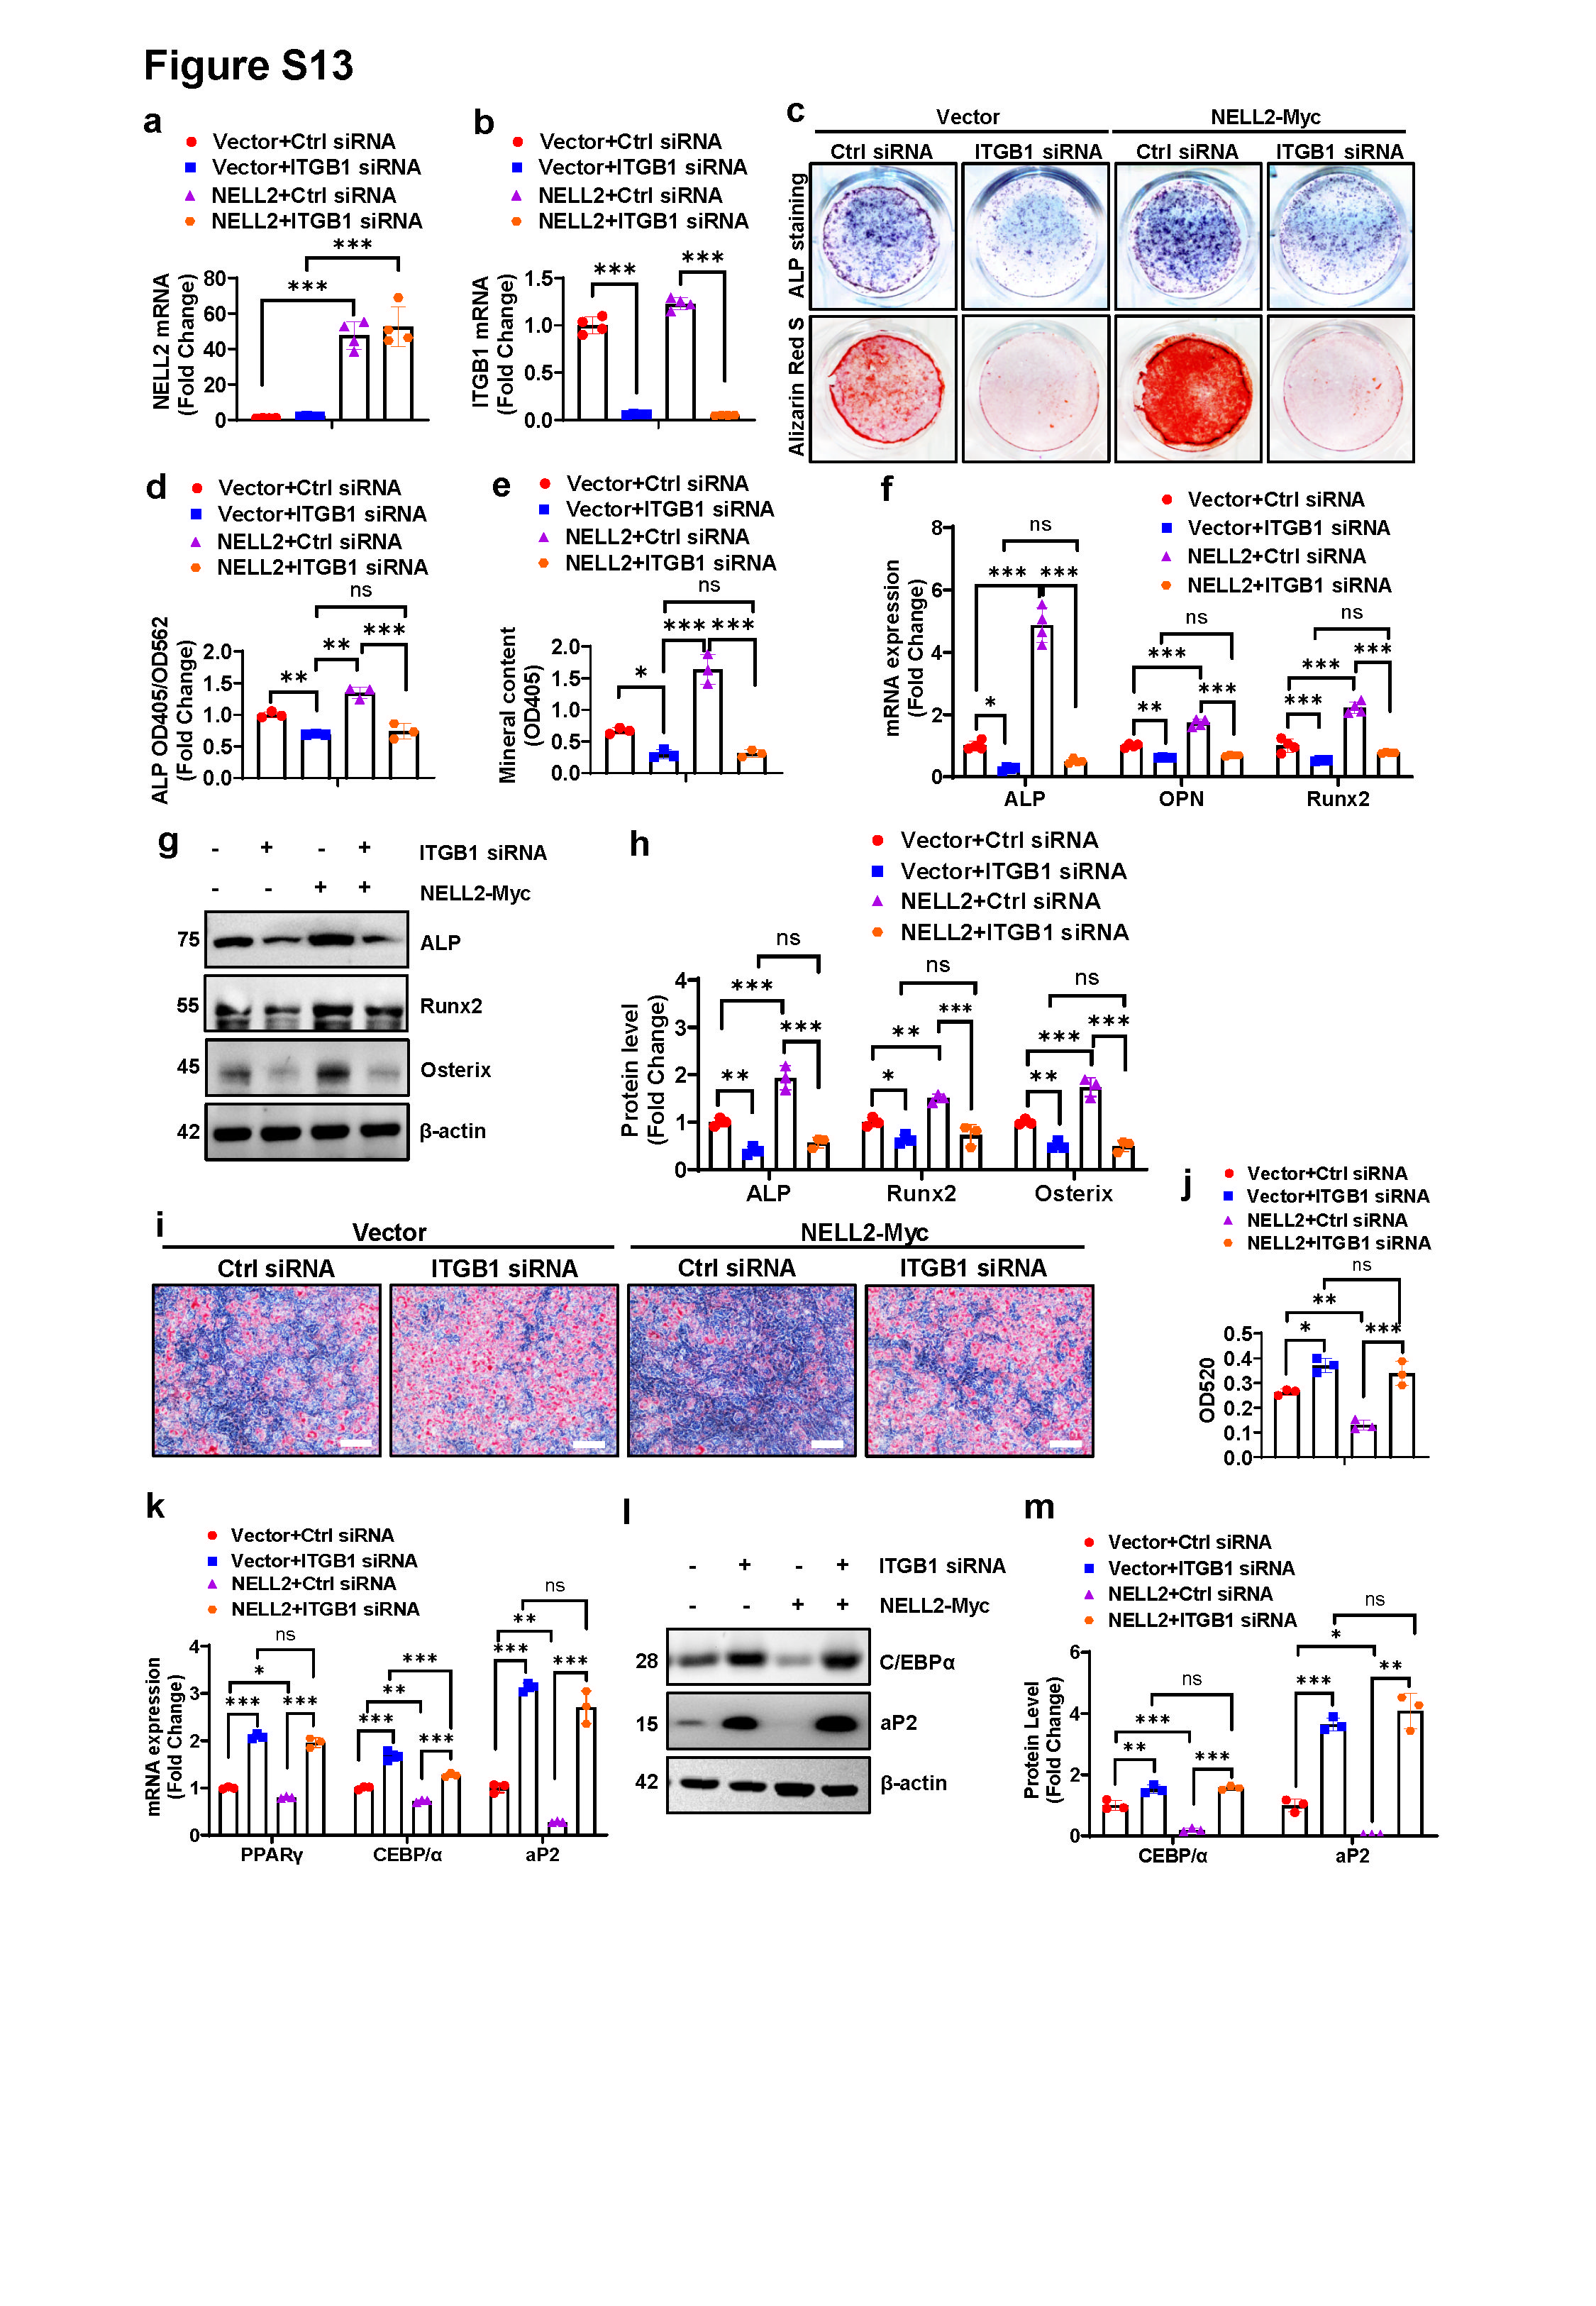
**

**Figure S13.** **Knockdown of ITGB1 mitigated NELL2-induced effects on osteoblast and adipocyte differentiation.**

ST2 cells were co-transfected with NELL2-Myc construct (or vector) and ITGB1 siRNA (or control siRNA), and then induced to allow osteogenic differentiation (a-h) or adipocyte differentiation (i-m). (a, b) qRT-PCR was performed to verify NELL2 overexpression (a) and ITGB1 knockdown (b), n=4. (c) ALP staining (upper panel) and alizarin red S staining (lower panel) were performed after 14 and 21 days of induction, respectively. (d) ALP activity was measured. (e) The intensity of alizarin red S staining was quantified. (f-h) The mRNA (f) and protein (g, h) levels of osteogenic factors were detected after 3 days of induction. n=3. (i) Differentiated adipocytes were stained with oil red O after 5-6 days of induction. (j) Oil red O extracted with isopropanol was measured at OD520. (k-m) The mRNA and protein levels of adipogenic factors were examined. n=3. Scale: 100 μm. Data are mean ± SD. Comparisons were conducted using two-way ANOVA followed by Tukey’s test, *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

**
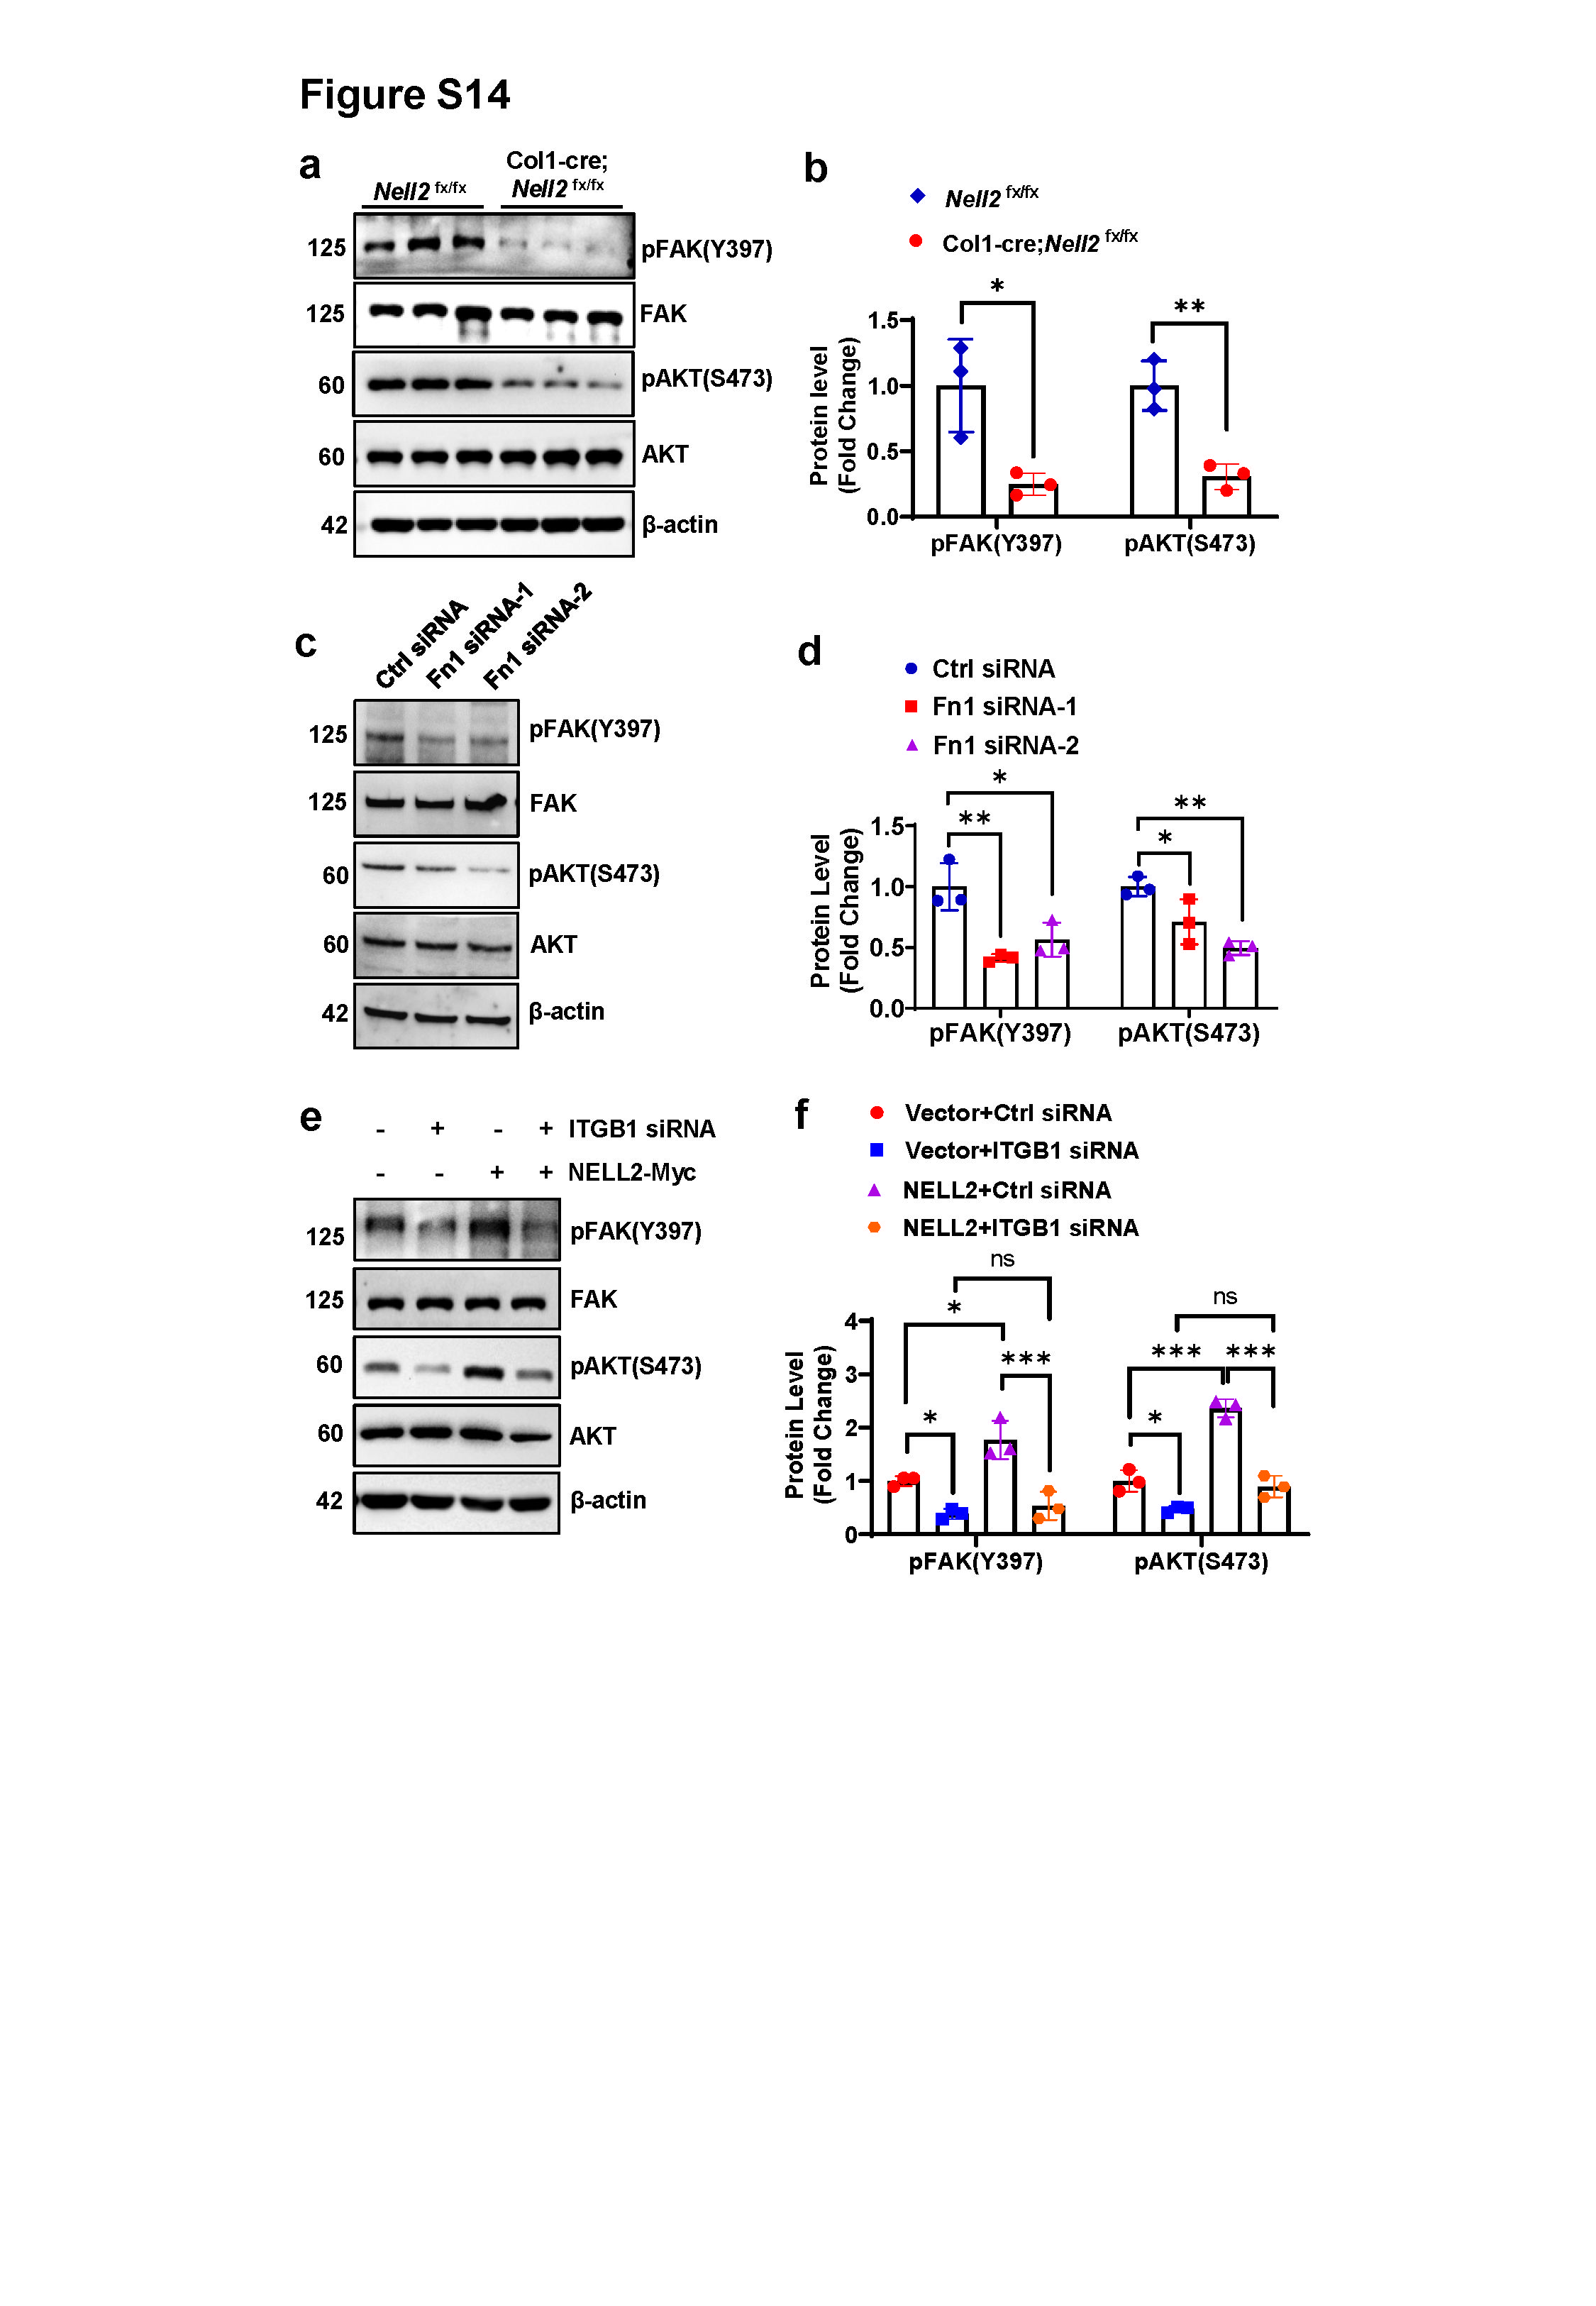
**

**Figure S14. NELL2 activated FAK/AKT signaling pathway through Fibronectin 1/integrin.**

(a, b) Western blotting was conducted to analyze pFAK(Y397), FAK, pAKT(S473) and AKT levels in preosteoblasts from Col1-cre;*Nell2*^fx/fx^ mice compared to *Nell2*^fx/fx^ mice. (c, d) Western blotting was conducted to analyze pFAK(Y397), FAK, pAKT(S473) and AKT levels in ST2 cells transfected with with Fn1 siRNAs (or control siRNA). (e, f) Western blotting was conducted to analyze pFAK(Y397), FAK, pAKT (S473) and AKT levels in ST2 cells co-transfected with NELL2-Myc construct (or vector) and ITGB1 siRNA (or control siRNA). Data are mean ± SD, n=3. Comparisons were conducted using Student’s t test (b), one-way ANOVA followed by Dunnett’s test (d), or two-way ANOVA followed by Tukey’s test (f). *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

**
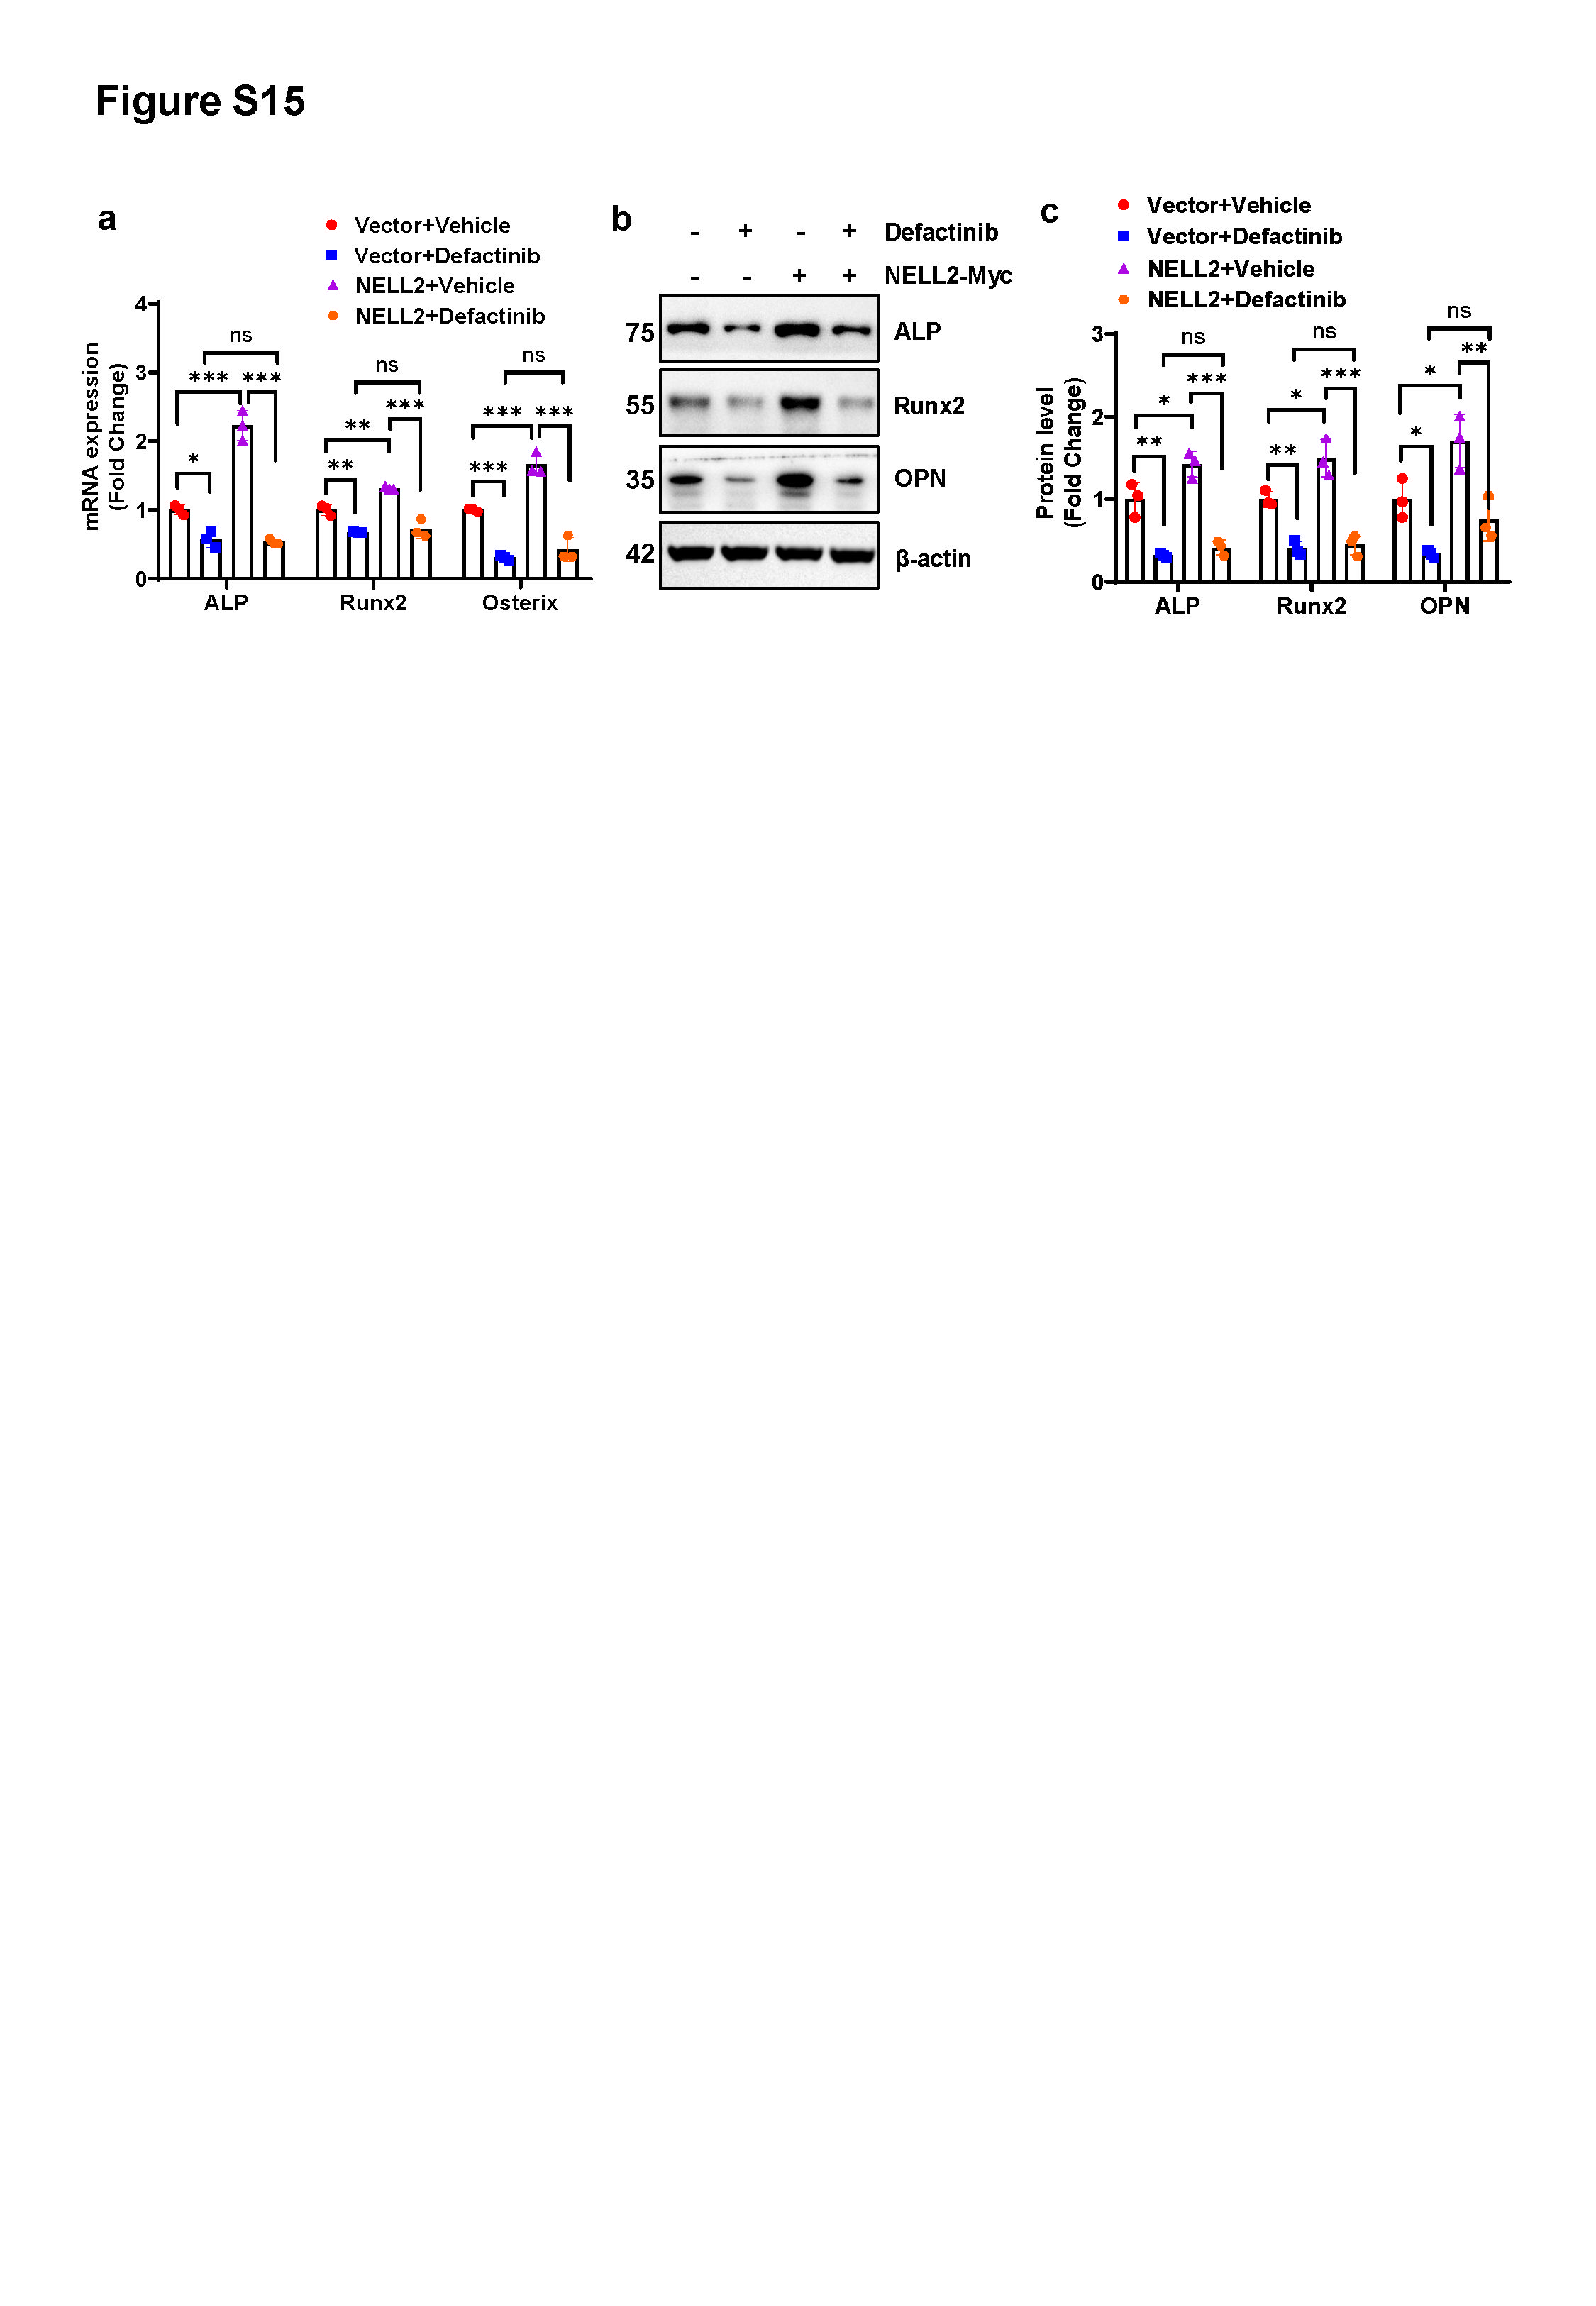
**

**Figure S15. FAK inhibitor mitigated the** **pro-osteogenic effect of NELL2 in ST2 cells.**

ST2 cells were transfected with NELL2-Myc (or vector), and then induced to allow osteogenic differentiation in the presence of Vehicle or 1 μM Defactinib. (a-c) The mRNA (a) and protein (b, c) levels of osteogenic factors were detected after 3 days of induction. Data are mean ± SD, n=3. Comparisons were conducted using two-way ANOVA followed by Tukey’s test. *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

**
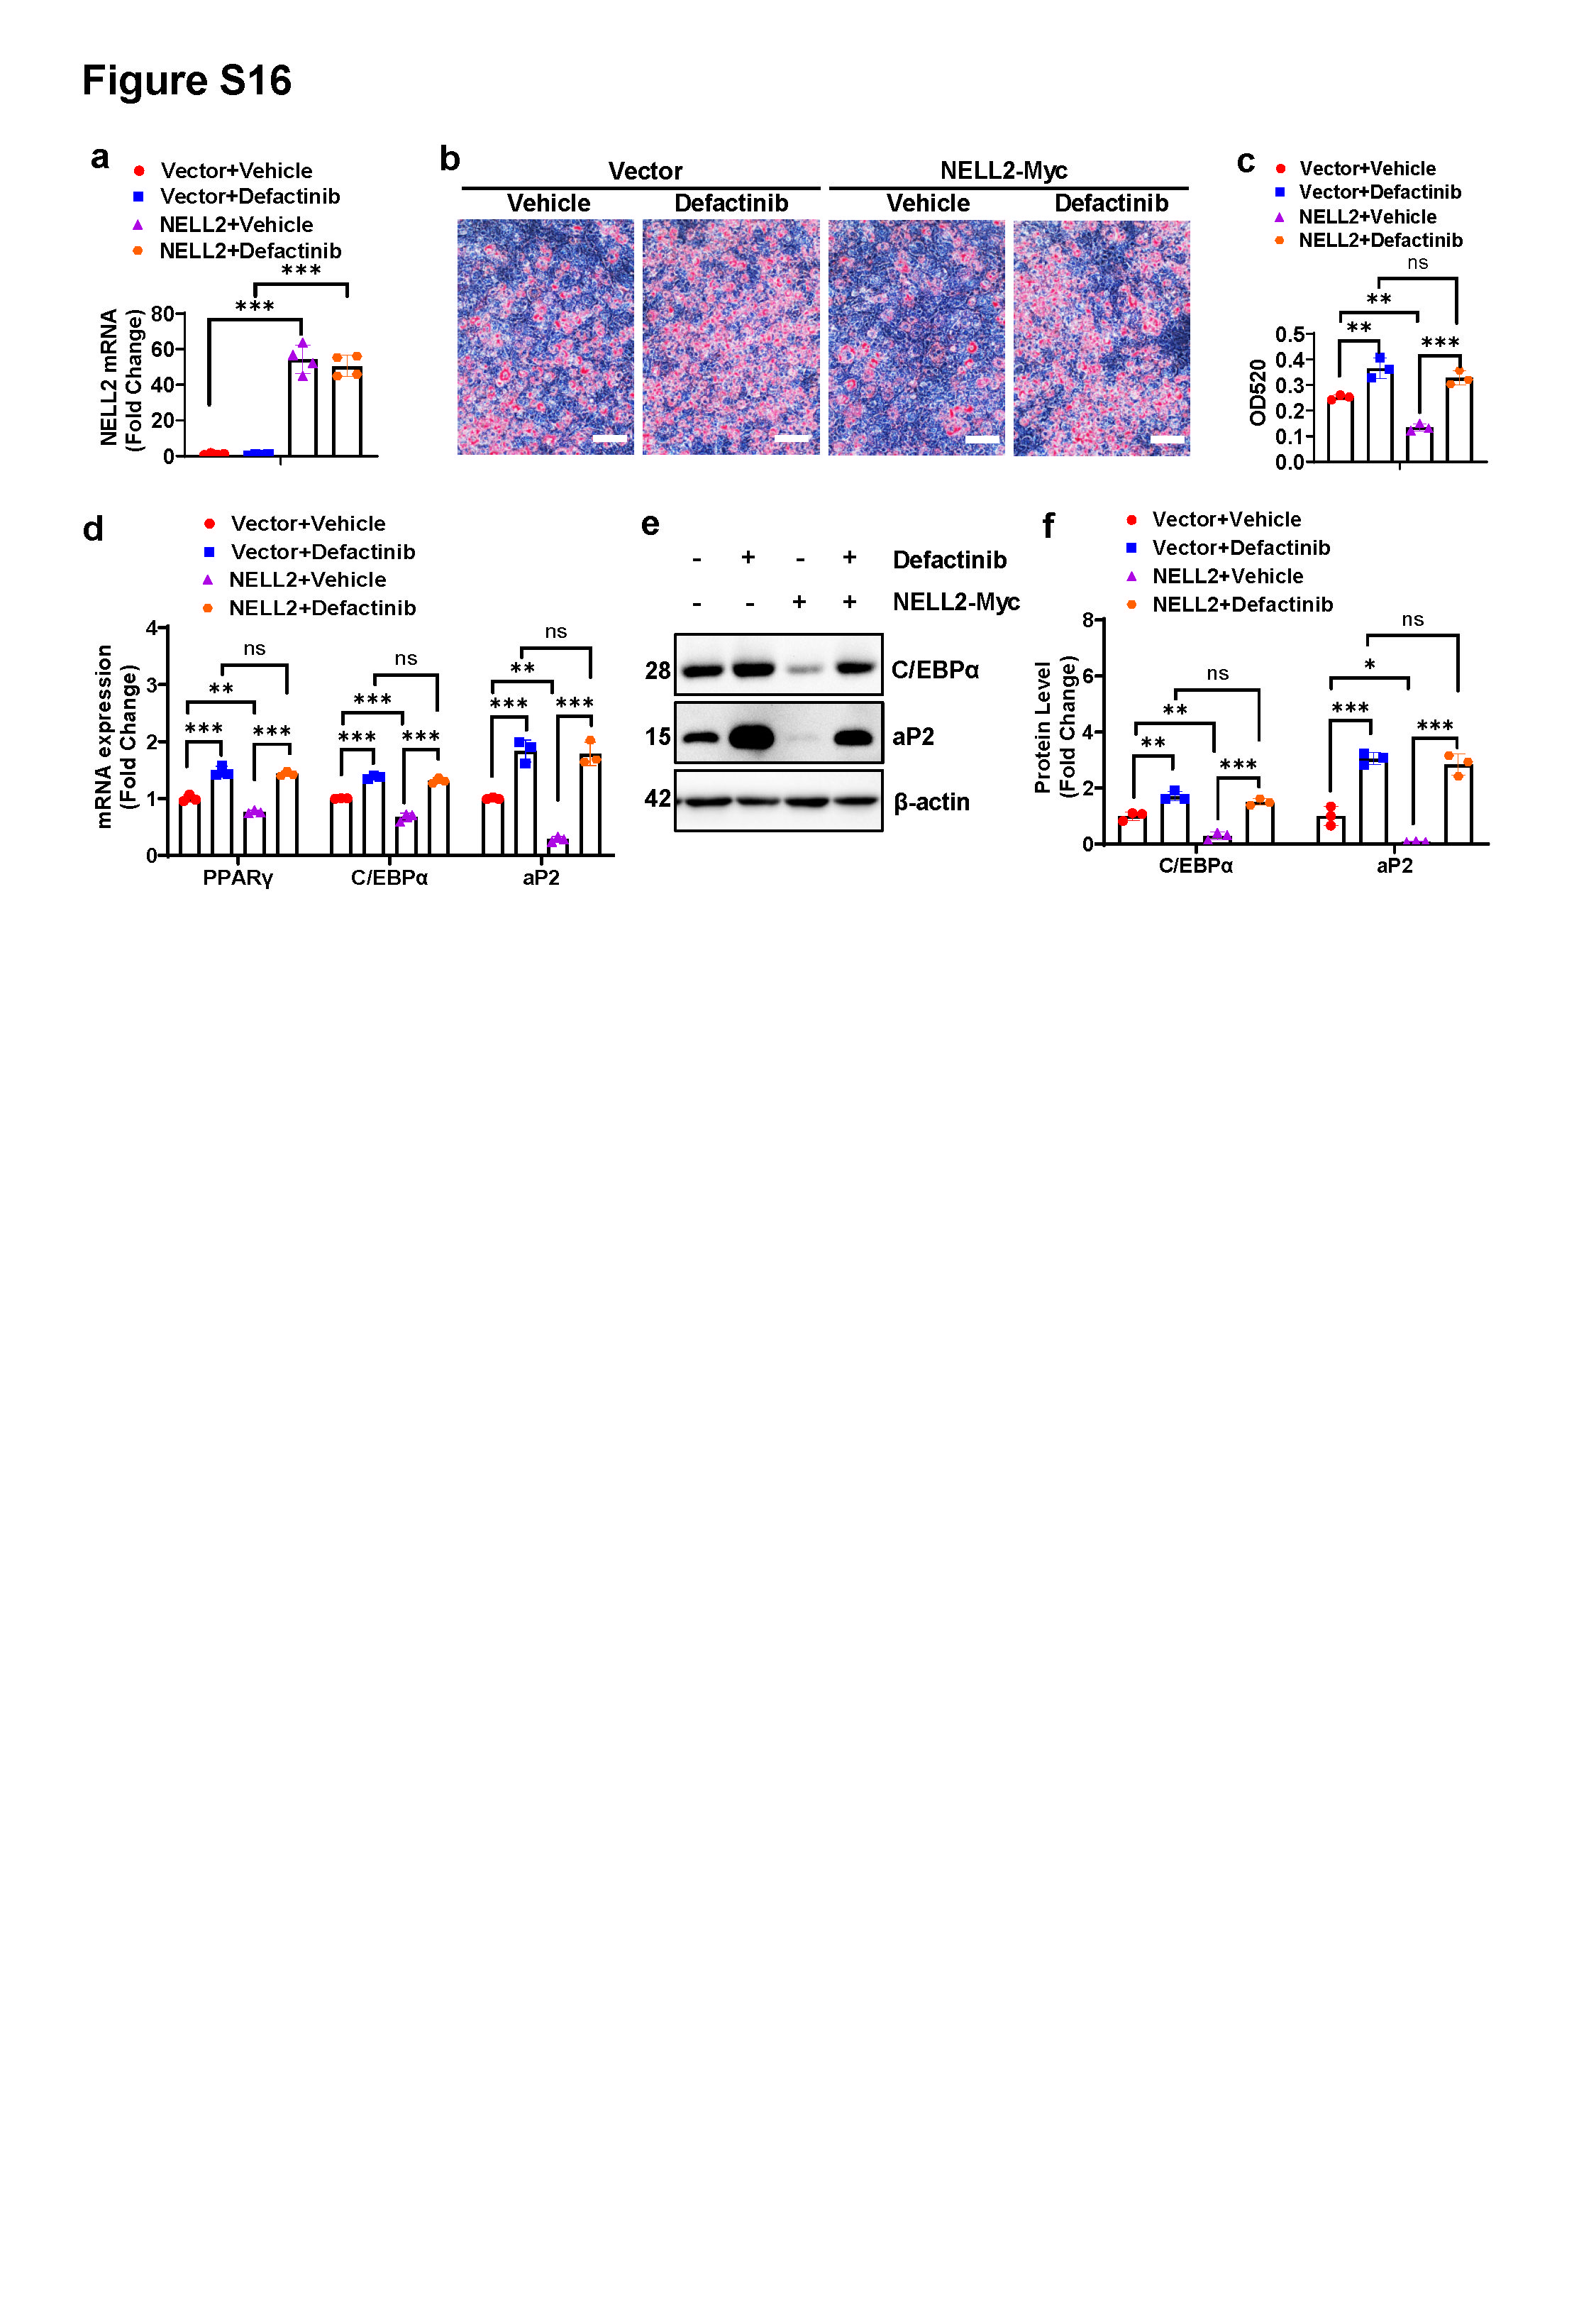
**

**Figure S16. FAK inhibitor mitigated the anti-adipogenic effect of NELL2 in ST2 cells.**

ST2 cells were transfected with NELL2-Myc (or vector), and then induced to allow adipogenic differentiation in the presence of Vehicle or 1 μM Defactinib. (a) qRT-PCR was performed to verify NELL2 overexpression (n=4). (b) Differentiated adipocytes were stained with oil red O after 5-6 days of induction. (c) Oil red O extracted with isopropanol was measured at OD520, n=3. (d-f) The mRNA and protein levels of adipogenic factors were examined (n=3). Scale in (b):100 μm. Data are mean ± SD. Comparisons were conducted using two-way ANOVA followed by Tukey’s test, *p<0.05, **p<0.01, ***p<0.001; ns: no significance.

**
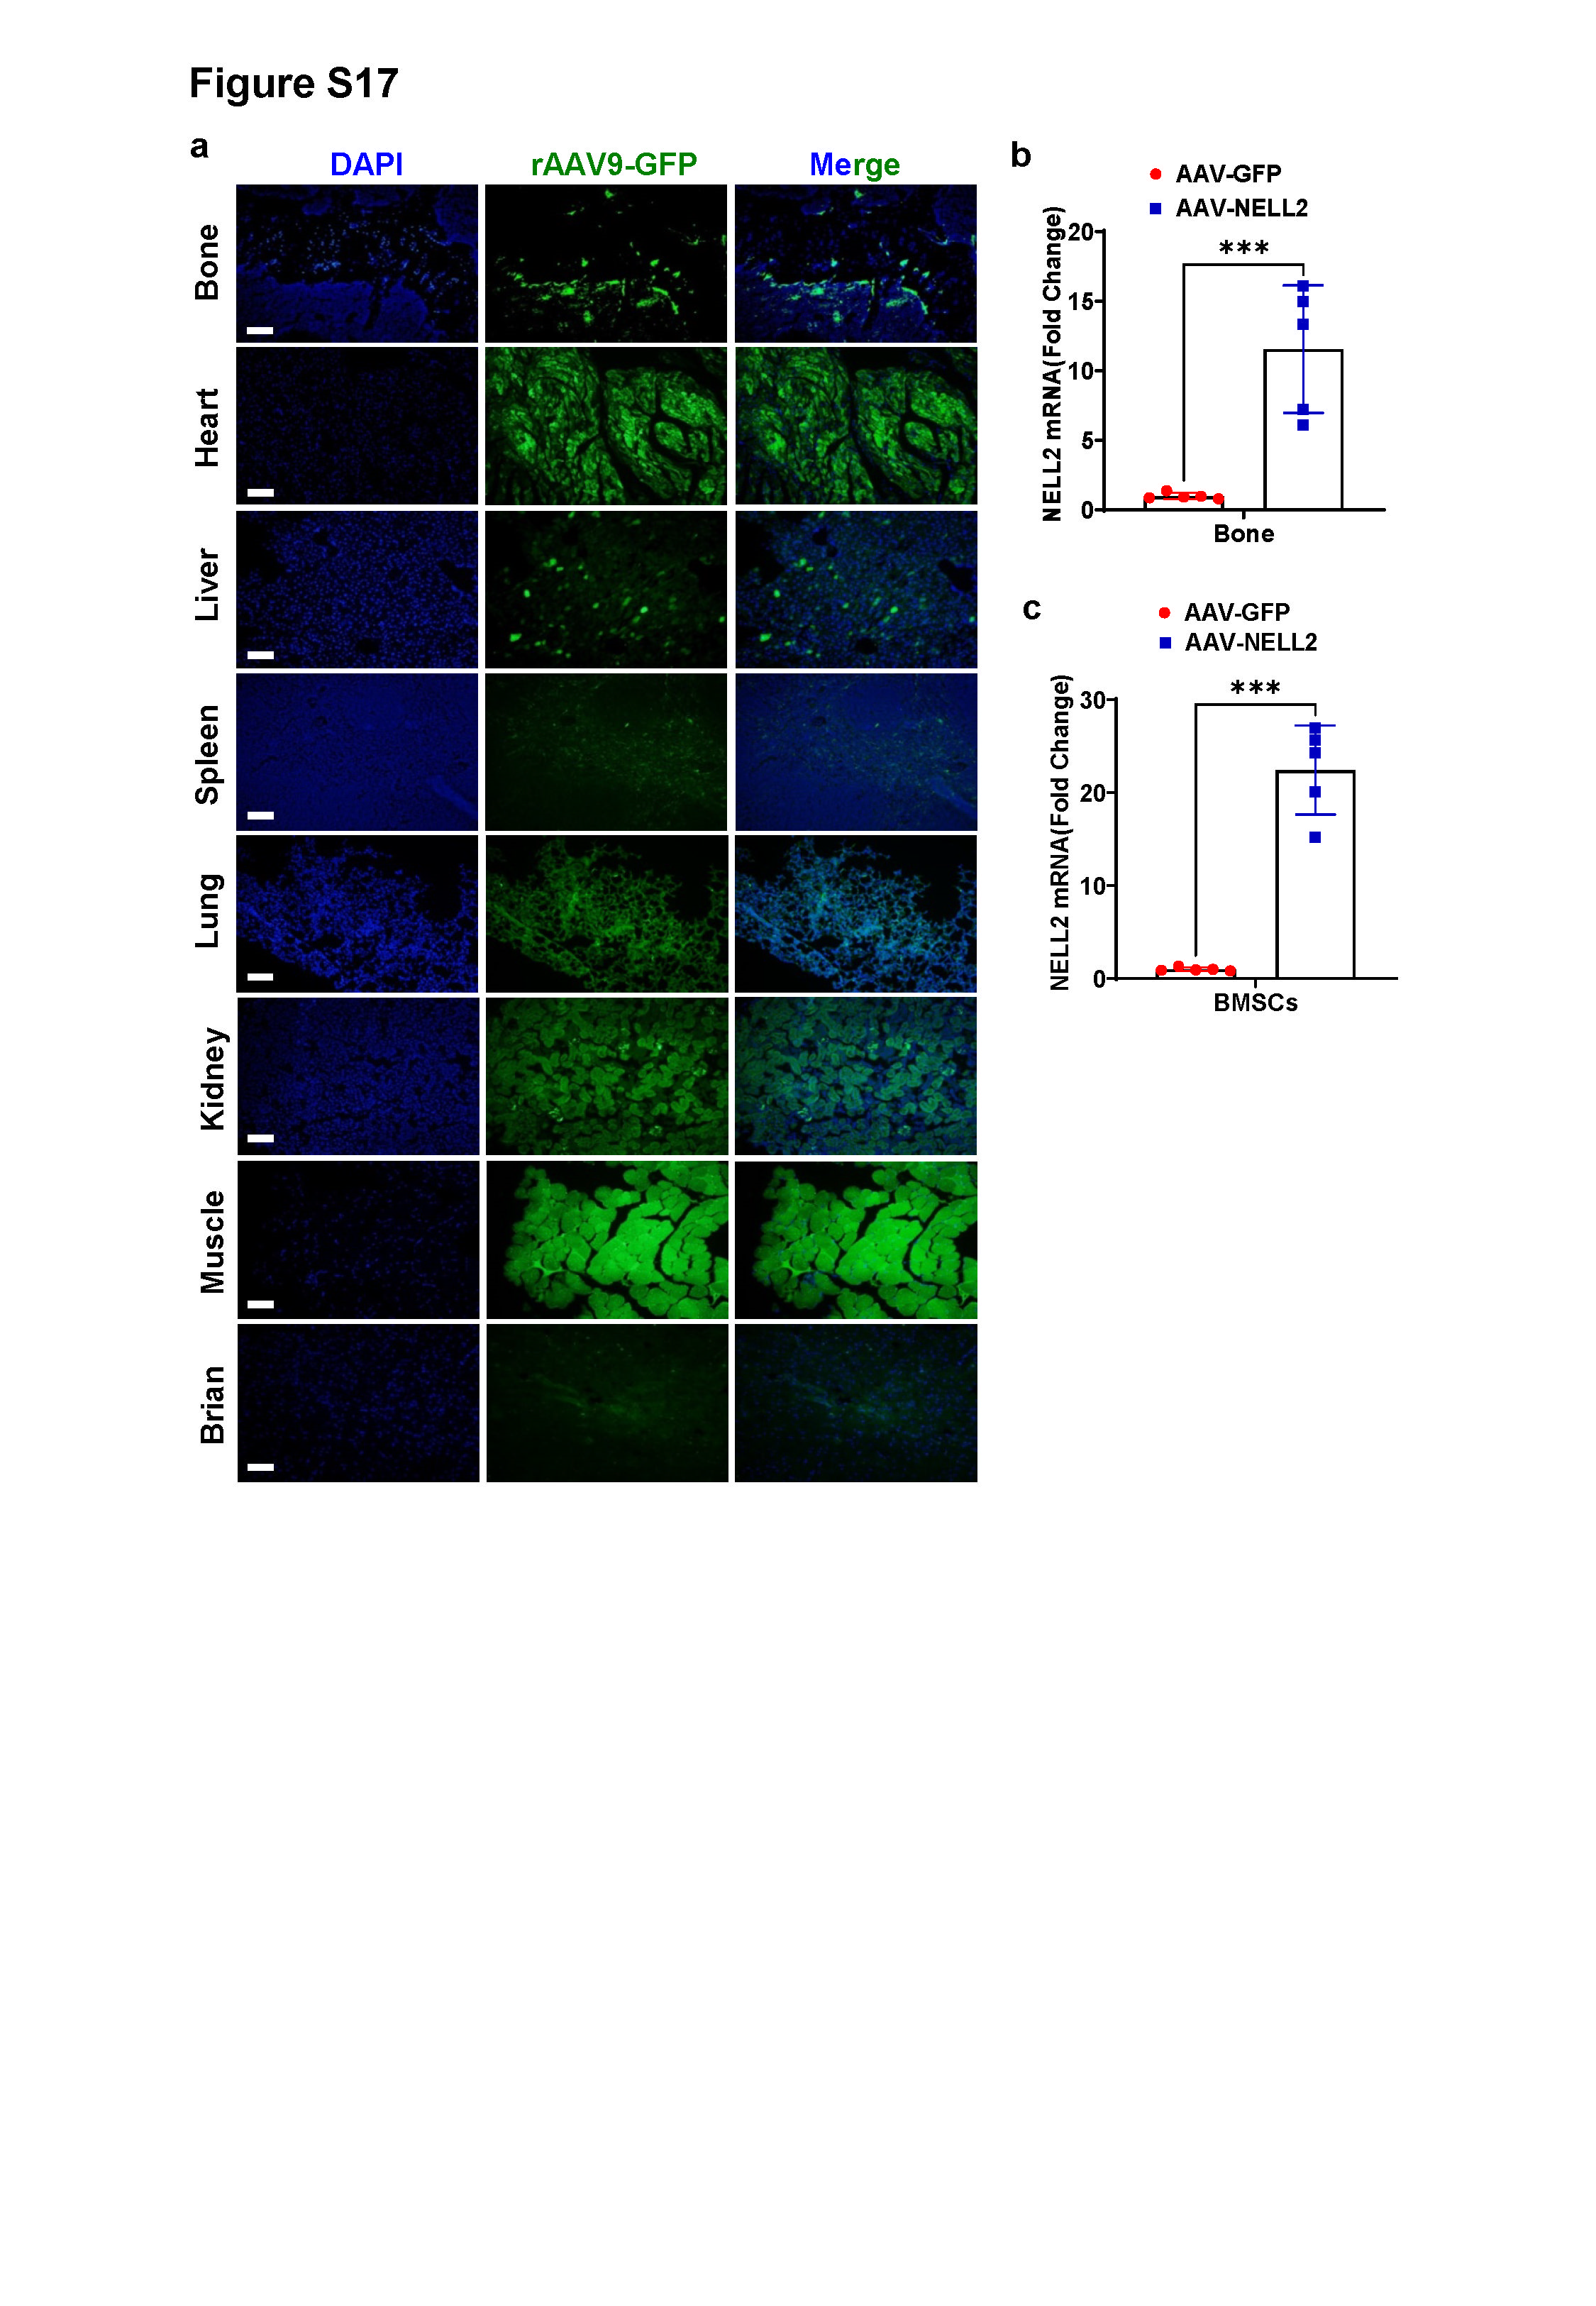
**

**Figure S17. NELL2-AAV was effective in transducing bone.**

(a). One month after AAV delivery, mice were sacrificed and tissue distribution of NELL2-AAV was examined by observing cryosections under fluorescence microscope. Representative fluorescent images of various tissues are shown. Scale bar: 100 μm. (b, c) qRT-PCR was conducted to confirm overexpression of NELL2 in bone (b) and BMSCs (c). Data are mean ± SD, n=5. Comparisons were conducted using Student’s t test, ***p<0.001.

**
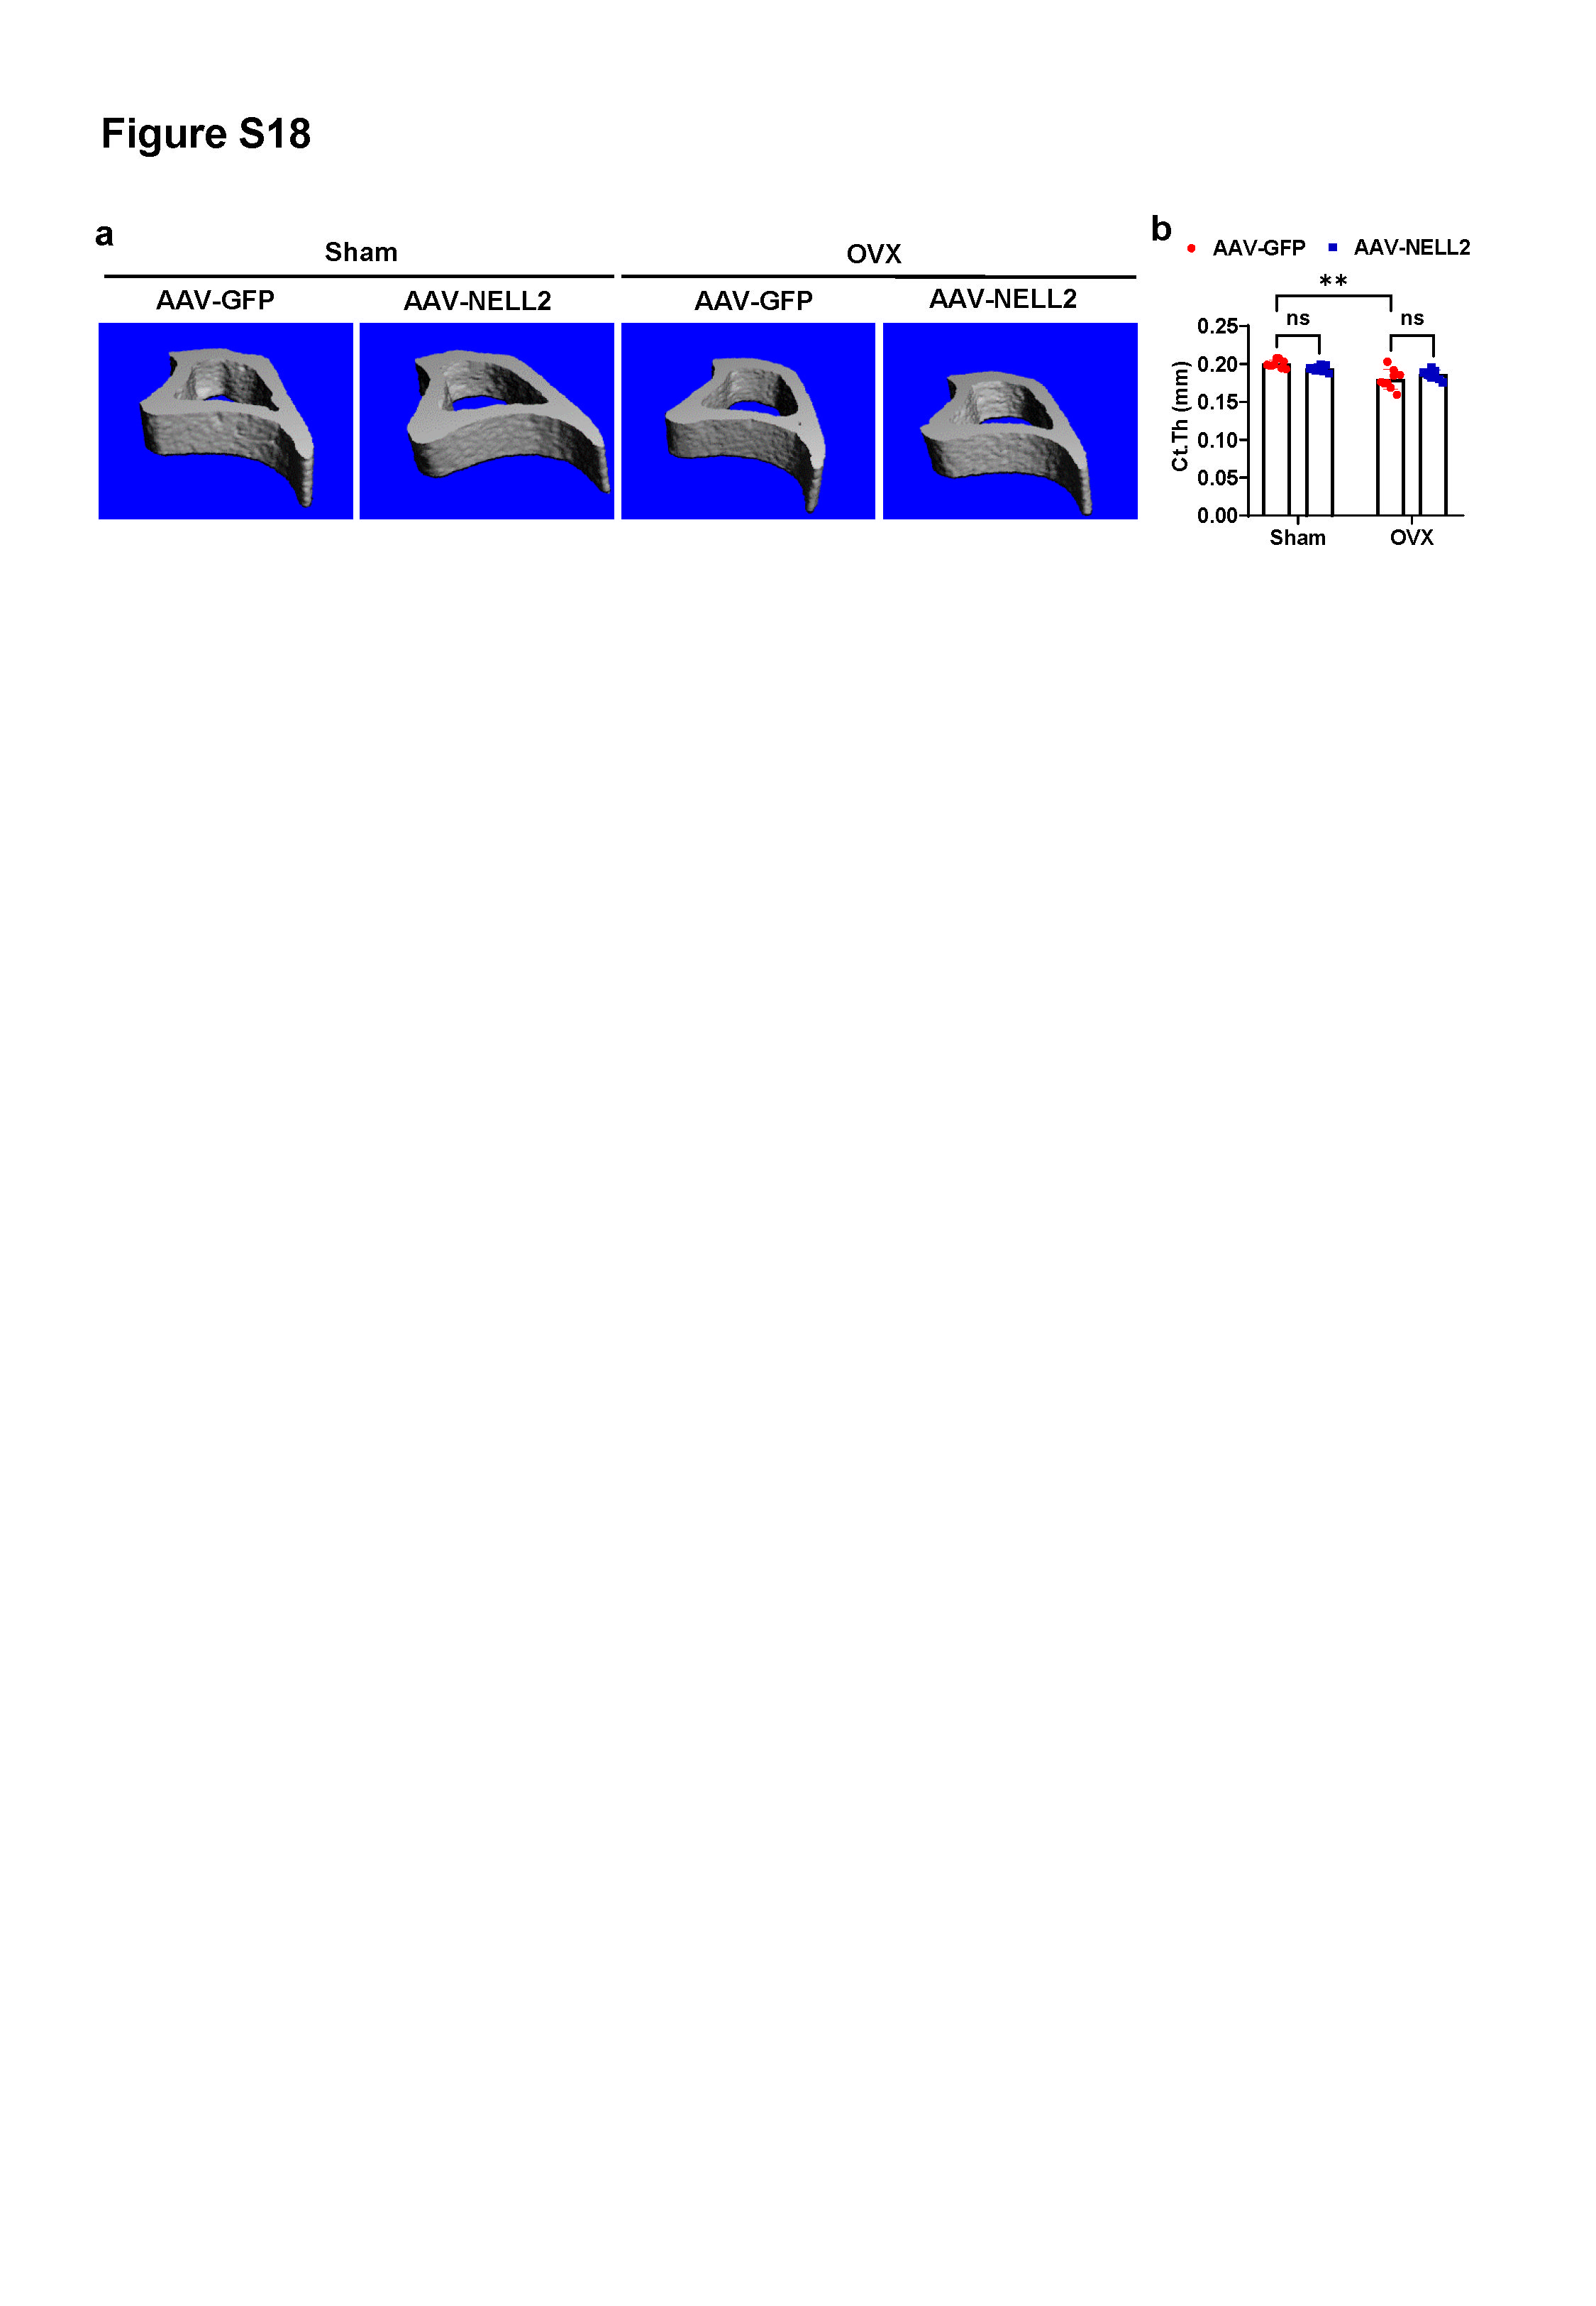
**

**Figure S18. Administration NELL2-AAV had no effect on cortical bone in OVX mice.**

(a) Representative images of tibial cortical bone are shown. (b) Cortical thickness was measured on the tibiae of the mice, n=8-9. Data are mean ± SD. Comparisons were conducted using two-way ANOVA followed by Tukey’s test, **p<0.01; ns: no significance.

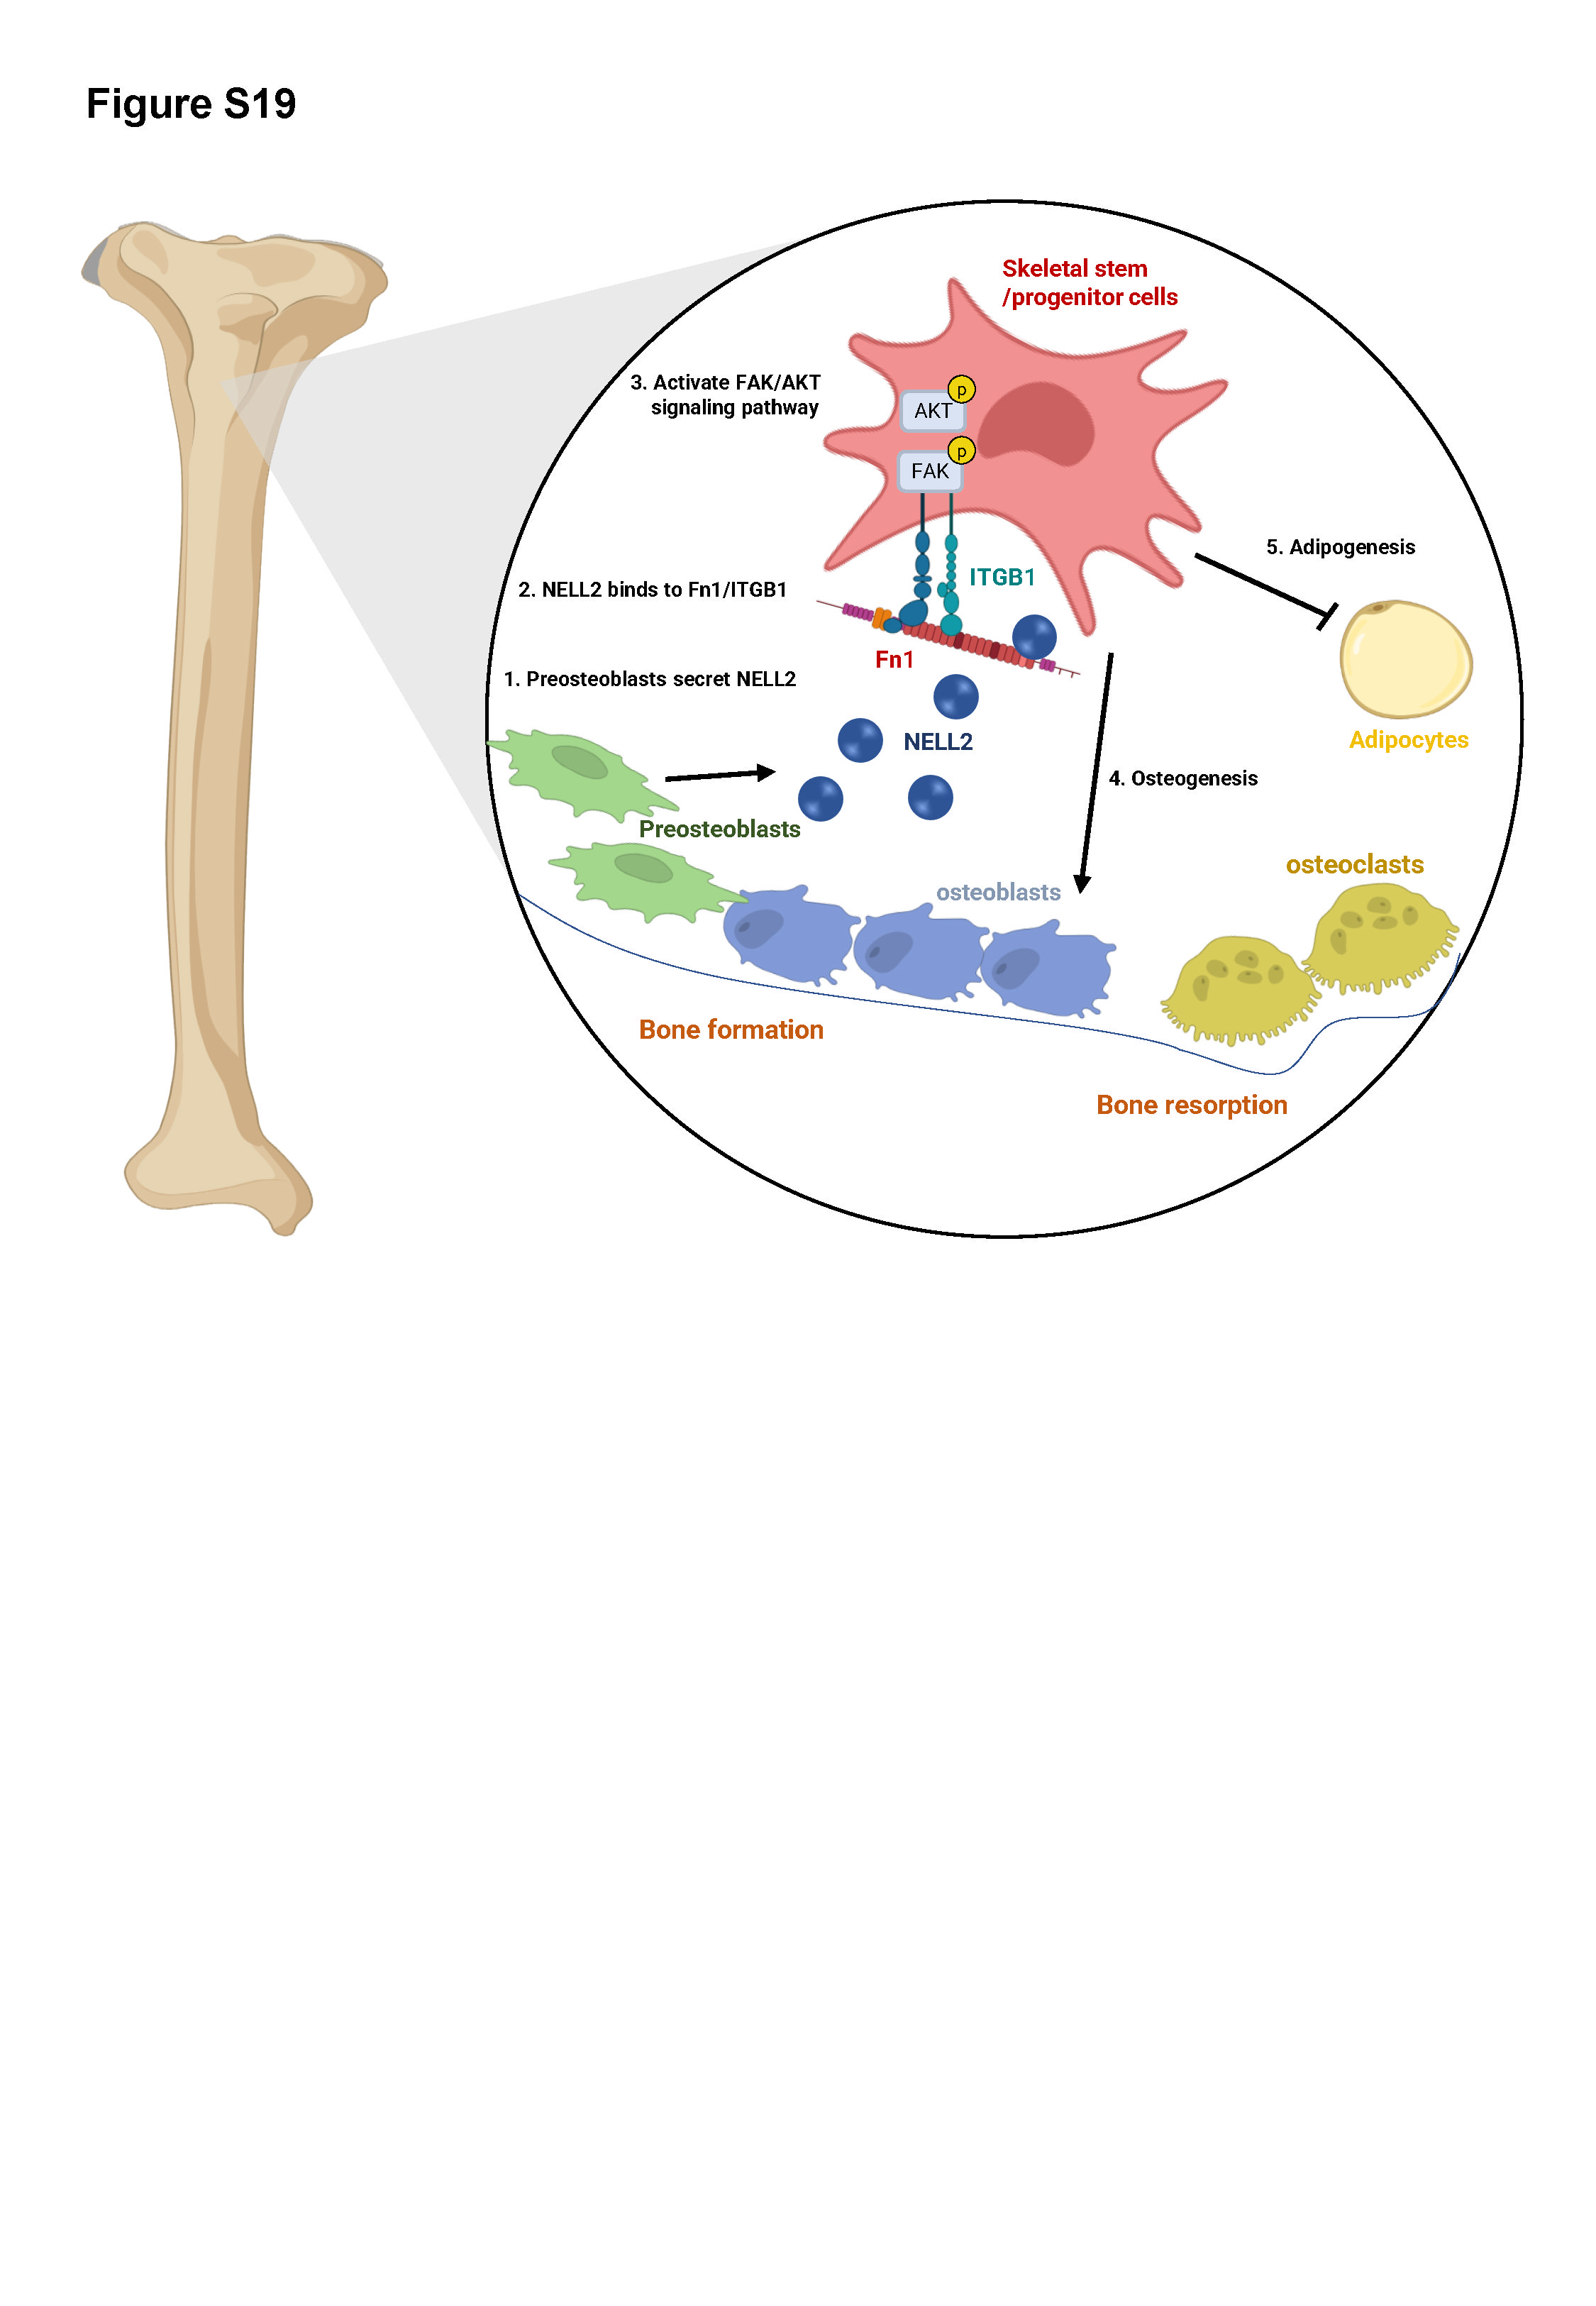

**Figure S19. Schematic model illustrating the role of NELL2 in osteoblast differentiation and bone homeostasis.**

(1) Preosteoblasts secret NELL2. (2) NELL2 interacts with Fn1/ITGB1 to activate the integrin-mediated FAK/AKT signaling pathway (3), thereby promoting osteoblast differentiation and bone formation (4), while simultaneously inhibiting marrow adipocyte formation (5).

Table S1. Demographic and clinical characteristics of the postmenopausal women in the study.

|  | Normal bone mass(n=5) | Osteopenia  (n=13) | Osteoporosis  (n=10) | F Value | p Value |
| --- | --- | --- | --- | --- | --- |
| Age, year | 59.94±3.26 | 63.87±5.08 | 65.1±4.39 | 2.623 | 0.093 |
| BMI, kg/m^2^ | 29.38±3.49 | 26.64±3.51 | 24.54±2.52 | 3.916 | 0.033 ^b^ |
| Menopause age, year | 49.80±3.19 | 50.00±2.48 | 49.50+4.77 | 0.055 | 0.946 |
| Femur neck BMD, g/cm^2^ | 1.00±0.05 | 0.82±0.07 | 0.69±0.06 | 38.52 | <0.001 ^a,b,c^ |
| Total hip BMD, g/cm^2^ | 1.08±0.08 | 0.87±0.08 | 0.77±0.06 | 29.11 | <0.001 ^a,b,c^ |
| Lumbar spine BMD(L1-L4), g/cm^2^ | 1.31±0.15 | 1.08±0.17 | 0.91±0.12 | 11.59 | <0.001 ^a,b,c^ |
| Femur neck T score | -0.22±0.35 | -1.55±0.55 | -2.51±0.42 | 38.57 | <0.001 ^a,b,c^ |
| Total hip T score | 0.58±0.65 | -1.06±0.63 | -1.07±1.05 | 28.37 | <0.001 ^a,b,c^ |
| Lumbar spine T score(L1-L4) | 1.10±1.29 | -0.67±1.35 | -2.18±1.01 | 12.91 | <0.001 ^a,b,c^ |

^a^ The difference between normal bone mass and osteopenia group was statistically significant

^b^ The difference between normal bone mass and osteoporosis group was statistically significant

^c^ The difference between osteopenia and osteoporosis group was statistically significant

Table S2 MS list.

Table S3 Primers for genotyping and knockout efficiency.

| Gene | Application | Primer sequence（5'→ 3'） |
| --- | --- | --- |
| NELL2 forward | genotyping | GGCAGATGGGTGATTTGGG |
| NELL2 reverse | genotyping | GGAGCGCTCCATGGTAACC |
| Col1-cre forward | genotyping | CCCAGCTCTCCATCAAGATG |
| Col1-cre reverse | genotyping | GTGAAACAGCATTGCTGTCACTT |
| NELL2 forward | knockout efficiency | CTCCCGAATTTAAGTGGATCTG |
| NELL2 reverse | knockout efficiency | GGACTGCATAATGGGACGAA |

Table S4 Primers for cloning.

| Cloning primers | Primer sequence（5'→ 3'） |
| --- | --- |
| Nell2 d32-217F | TAGGGAGGGGTCCACACCAA |
| Nell2 d32-217R | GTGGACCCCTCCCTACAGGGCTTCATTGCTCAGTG |
| Nell2 d242-271F | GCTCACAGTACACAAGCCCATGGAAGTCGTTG |
| Nell2 d242-271R | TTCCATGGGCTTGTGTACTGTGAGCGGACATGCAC |
| Nell2 d277-398F | TGTCCGCTCACAGTAGCACT |
| Nell2 d277-398R | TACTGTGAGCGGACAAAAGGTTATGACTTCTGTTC |
| Nell2 d406-644F | CCTCGTGAGAACAGAAGTCATAACCTTTAC |
| Nell2 d406-644R | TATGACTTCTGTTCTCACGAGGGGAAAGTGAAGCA |
| Nell2 d643-758F | GTCCCCAGTGCAGTTCTTCC |
| Nell2 d643-758R | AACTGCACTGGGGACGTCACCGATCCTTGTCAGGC |
| Fn1-NheI-F1 | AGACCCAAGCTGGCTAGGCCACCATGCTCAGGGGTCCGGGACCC |
| Fn1-R1 | GATAGTGATGTTGTACTGAACAC |
| Fn1-F2 | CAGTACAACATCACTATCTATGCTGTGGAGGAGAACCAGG |
| Fn1-R2 | GTTGGTCACTGCAGTTTGAAC |
| Fn1-F3 | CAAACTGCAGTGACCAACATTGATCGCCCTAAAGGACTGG |
| Fn1-XbaI-R3 | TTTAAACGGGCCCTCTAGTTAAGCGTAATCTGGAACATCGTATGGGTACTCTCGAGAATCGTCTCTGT |
| Fn1 d53-347F | GCCAGGCTTGCTCTGACTGA |
| Fn1 d53-347R | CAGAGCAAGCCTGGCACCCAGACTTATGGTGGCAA |
| Fn1 d353-461F | ACCATAAGTCTGGGTCACGG |
| Fn1 d353-461R | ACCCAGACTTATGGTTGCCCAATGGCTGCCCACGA |
| Fn1 d470-604F | GATCTCCTCGTGGGCAGCCA |
| Fn1 d470-604R | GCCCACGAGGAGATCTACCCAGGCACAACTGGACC |
| Fn1 d609-1160F | CATCTCTTGTGCCTGGGTAGGTCTGCA |
| Fn1 d609-1160R | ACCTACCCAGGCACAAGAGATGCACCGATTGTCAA |
| Fn1 d1173-1711F | CGGTGTCACTACTCTGTTGA |
| Fn1 d1173-1711R | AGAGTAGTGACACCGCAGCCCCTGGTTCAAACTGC |
| Fn1 d1722-2272F | GTTGGTCACTGCAGTTTGAA |
| Fn1 d1722-2272R | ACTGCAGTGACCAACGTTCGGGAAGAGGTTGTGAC |
| Fn1 d2296-2425F | TGAGTCATCTGTAGGCTGGT |
| Fn1 d2296-2425R | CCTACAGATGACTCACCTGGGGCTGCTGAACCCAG |
| Fn1 C-terminal-Frag1R | CTGACAGCCACCGGGGATTGAGGCTGCA |
| Fn1 C-terminal-Frag2F | CCCCGGTGGCTGTCAGCGAAGGCCTGAA |

Table S5 Primers for qRT-PCR.

| Gene | Primer sequence（5'→ 3'） |
| --- | --- |
| Fn1 forward | CCCTATCTCTGATACCGTTGTCC |
| Fn1 reverse | TGCCGCAACTACTGTGATTCGG |
| NELL2 forward | GAACCACCTACCGAGAGTCTGA |
| NELL2 reverse | CTCCTTACAGCACTTGCCATCC |
| NELL1 forward | TGCCCTCCTTTGAACTGCTCAG |
| NELL1 reverse | CCACACTTAGGTGCTTCTGCAC |
| Actb forward | CATTGCTGACAGGATGCAGAAGG |
| Actb qRTR | TGCTGGAAGGTGGACAGTGAGG |
| PPARγ forward | CTTGACAGGAAAGACAACGG |
| PPARγ reverse | GCTTCTACGGATCGAAACTG |
| C/EBPα forward | CTGATTCTTGCCAAACTGAG |
| C/EBPα reverse | GAGGAAGCTAAGACCCACTAC |
| aP2 forward | AAATCACCGCAGACGACAGG |
| aP2 reverse | GGCTCATGCCCTTTCATAAAC |
| Sp7 forward | GGCTTTTCTGCGGCAAGAGGTT |
| Sp7 reverse | CGCTGATGTTTGCTCAAGTGGTC |
| Alp forward | CCAGAAAGACACCTTGACTGTGG |
| Alp reverse | TCTTGTCCGTGTCGCTCACCAT |
| Opn forward | GCTTGGCTTATGGACTGAGGTC |
| Opn reverse | CCTTAGACTCACCGCTCTTCATG |
| Bsp forward | GAGCCAGGACTGCCGAAAGGA |
| Bsp reverse | CCGTTGTCTCCTCCGCTGCTGC |
| Runx2 forward | CCTGAACTCTGCACCAAGTCCT |
| Runx2 reverse | TCATCTGGCTCAGATAGGAGGG |
| Opg forward | CGGAAACAGAGAAGCCACGCAA |
| Opg reverse | CTGTCCACCAAAACACTCAGCC |
| RANKL forward | GTGAAGACACACTACCTGACTCC |
| RANKLreverse | GCCACATCCAACCATGAGCCTT |
| Acp5 forward | GCGACCATTGTTAGCCACATACG |
| Acp5 reverse | CGTTGATGTCGCACAGAGGGAT |
| Ctsk forward | AGCAGAACGGAGGCATTGACTC |
| Ctsk reverse | CCCTCTGCATTTAGCTGCCTTTG |
| Nfatc1 forward | GGTGCCTTTTGCGAGCAGTATC |
| Nfatc1 reverse | CGTATGGACCAGAATGTGACGG |
| Mmp9 forward | GCTGACTACGATAAGGACGGCA |
| Mmp9 reverse | TAGTGGTGCAGGCAGAGTAGGA |
| Fn1 C-terminal forward | CGAAGCCGGGAAGAGCAAGA |
| Fn1 C-terminal reverse | TGGCGTAATGGGAAACCGTGTA |

Table S6 Antibody list.

| Antibodies | Source | Identifier |
| --- | --- | --- |
| Rabbit monoclonal anti-PPARγ | Cell Signaling Technology, MA, USA | Cat#2435 |
| Rabbit polyclonal anti-C/EBPa | Cell Signaling Technology, MA, USA | Cat#2295 |
| Rabbit monoclonal anti-Runx2 | Cell Signaling Technology, MA, USA | Cat#12556 |
| Rabbit monoclonal anti-Phospho-Akt (Ser473) | Cell Signaling Technology, MA, USA | Cat#4060 |
| Rabbit polyclonal anti-FAK | Cell Signaling Technology, MA, USA | Cat#3285 |
| Rabbit monoclonal anti-ALP | Huabio, Hangzhou, China | Cat#ET1601-21 |
| Rabbit polyclonal anti-osterix | Affinity Biosciences, OH.USA | Cat#DF7731 |
| Rabbit polyclonal anti-Phospho-FAK (Tyr397) | Affinity Biosciences, OH.USA | Cat#AF3398 |
| Rabbit polyclonal anti-AKT1 | Affinity Biosciences, OH.USA | Cat#AF0836 |
| Rabbit polyclonal anti-NELL2 | Abclonal, Wuhan, China | Cat#A19327 |
| Rabbit polyclonal anti-Fn1 | Proteintech, Wuhan, China | Cat#12613-a-AP |
| Rabbit polyclonal anti-ITGB1 | Proteintech, Wuhan, China | Cat#12594-1-AP |
| Mouse monoclonal anti-β-actin | Proteintech, Wuhan, China | Cat#66009-1-Ig |
| Mouse monoclonal anti-GAPDH | Proteintech, Wuhan, China | Cat#60004-1-Ig |
| Rabbit polyclonal anti-aP2/FABP4 | Proteintech, Wuhan, China | Cat#12802-1-AP |
| Rabbit anti-Osteopontin | Abclonal, Wuhan, China | Cat#A19092 |
| Goat anti-mouse IgG(H+L)-HRP | Simu, Tianjin, China | Cat#S2002 |
| Goat anti-Rabbit IgG(H+L)-HRP | Sungene, Tianjin, China | Cat#LK2001 |

How the deposited data were processed for this re-analysis (not part of the article)

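RNA from cultured calvarial preosteoblasts of 3-day-old mice was sequenced in 6 libraries, 3 labelled *Nell2* fx/fx control and 3 labelled Col1-cre;*Nell2* fx/fx (cKO). The authors mapped 150 bp paired-end reads to the mouse transcriptome with HISAT2 and deposited FPKM values, 1 per gene symbol and library, rounded to 2 decimals; the paper's text does not name the annotation release or the program that computed FPKM. The paper states that reads were normalized with DESeq, a step that FPKM values do not carry. All columns of per-sample values were used.

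FPKM values are not read counts, so no count-based test was run. The design written before the data were examined named a quasi-likelihood test of raw counts in edgeR, which was not used because the deposited unit is FPKM. In its place, log2(FPKM + 1) was compared between groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment) over the 11590 of 17001 rows with an FPKM of at least 1 in at least 3 libraries. This pseudocount and filter were among the examples named before any test was run, but they were settled only after a first look at 12 other settings of pseudocount, filter and variance trend and at fits with each library left out, so the choice was not blind to the results. All 12 were kept among the alternatives, and 11 of them gave 0 genes with an adjusted p-value under 0.05, the remaining one 1 gene. Fold changes on the log2(FPKM + 1) scale understate the change of genes with low values.

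The depth of the libraries is not known from FPKM. In rows listed at 0 in at least 2 libraries, values of the other libraries relative to control replicate 1 gave relative depths between 0.944 and 1. These came from 10 to 17 rows each, kept only where the value was close to that of control replicate 1. A large difference in depth could therefore not have shown, and near-equal depths are no evidence of equal depth. Rounding to 2 decimals makes these values rough as well, and no interval or detection floor was computed. A few genes did not dominate: the 10 highest genes held 8.47% to 9.19% of the FPKM sum of a library.

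The rows carry gene symbols only. Of these, 25 rows hold a date in place of a symbol, as spreadsheet programs write for some gene names, and 2 of those symbols occur more than once; they were kept in the tests and are not named. Entrez identifiers for gene sets came from the RefSeq gene table of GRCm38.p6 by symbol, for 16825 rows, 95 of them through a synonym. Reactome sets were taken from the file shipped with fgsea 1.28.0. Enrichment used the one-sided Fisher's exact test against the 4226 tested genes with a Reactome set, and limma's camera as a competitive test, over 806 sets with 10 to 600 tested members.

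The genes named in the text are *Nell2*, the genes the paper names for preosteoblasts or shows in Fig. 3m, and members of gene lists for hypoxia, ATF4, cell types and sex, all fixed before the data were examined; other genes were chosen after their values were seen and are marked so. Directions are given for the libraries as labelled, since *Nell2* was not lower in those labelled cKO. Lists of genes were compared with 10000 random lists of the same size matched on mean expression.

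The tests were tested on simulated data with the means and spread of the real libraries, drawn independently for each gene. Of 200 changed genes, 78% were called at a 1.5-fold change, 96% at a 2-fold change and 100% at a 4-fold change, with 11, 9 and 13 false calls. The changed genes were drawn only from those with higher FPKM. Independent draws also leave out differences that many genes of a library share. These shares are therefore not the power of the test on the real libraries. Alternatives tried were the filter, the pseudocount, the variance trend, scaling between libraries, the replicate number as a block, Y-linked expression as a covariate, and each library left out in turn. The replicate pairing comes from the numbers in the sample labels. *Ros1* was not analysed here, and the result for 1 planned gene set is not reported here.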

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

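The tests of sex with a covariate, and of other splits for gene lists, were chosen only after the results were seen; the gene lists, and the tests of the ATF4 and hypoxia lists against random lists, were written before the deposited values were examined. The ATF4 and hypoxia lists were prompted by the heatmap of Fig. 3m, which shows these same 6 libraries, so their tests are not independent of that figure.

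The Y-linked gene *Ddx3y* drew attention because the paper does not report sex for these cultures. Its FPKM was 17.33 in the library labelled cKO replicate 1, 15.65 in cKO replicate 3 and 17.27 in control replicate 3, and it was 0, 0.06 and 0 in control replicates 1 and 2 and cKO replicate 2. All 4 Y-linked genes of the list followed the same libraries, so 1 control library and 2 libraries labelled cKO carried Y-linked expression. Of these 4 genes, 0 separated the control from the cKO libraries, so unequal sex of the pups does not separate the groups, although it is unbalanced. The split of the 6 libraries by Y-linked expression gave 4 genes with an adjusted p-value under 0.05, which were *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. No biological explanation was tested.

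Genes of the ATF4 amino acid response and of hypoxia and glycolysis, outside those shown in Fig. 3m, were higher in the libraries labelled cKO. The 27 ATF4 target genes tested had a median log2 fold change of 0.51 and were all higher, and the 25 HIF-1 and glycolysis genes had a median of 0.40 with 23 higher; each median was above all 10000 random lists (percentile 100 for both). Other lists also lay at an extreme, with the adipocyte list at 99.9, the mature osteoblast list at 0 and the sex list at 100 although its genes do not separate the groups, so the percentile alone does not single out these lists. For these 2 lists, the libraries labelled cKO differed among themselves more than the control libraries did. The same held for the cartilage list, with a range of 0.34 in libraries labelled cKO and 0.17 in controls. It also held for the osteogenic (0.50 and 0.18) and adipogenic (0.64 and 0.08) genes of Fig. 3m, so this spread is not specific to these 2 lists. It did not hold for the adipocyte, mature osteoblast, macrophage, muscle and epithelial lists. For the ATF4 list, the median centred value was -0.06, 0.45 and 0.42 in cKO replicates 1, 2 and 3 and between -0.36 and -0.12 in controls, and for the hypoxia list it was -0.09, 0.31 and 0.37 against -0.24 to -0.13. With Y-linked expression as a covariate the medians were 0.52 and 0.45, so sex of the pups does not account for them. Of the 10 splits of the 6 libraries, 1 gave a list median as far from 0 for ATF4 and 1 for hypoxia, the real one in each case, which is the smallest share 10 splits allow. Other splits came near, with 0.47 and -0.39 for ATF4 and -0.38 and 0.30 for hypoxia. A candidate explanation is a hypoxia and glycolysis response in some cultures, together with an ATF4 amino acid stress response in some cultures, such as from cell density or medium, and this cannot be told apart from an effect of the genotype with 3 libraries per group.

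*Krt18*, an epithelial keratin, had a log2 fold change of 2.48 (standard error 0.65, adjusted p = 0.312 from limma with Benjamini-Hochberg adjustment). Its FPKM was 0.23, 1.41 and 6.24 in control replicates and 21.91, 17 and 8.1 in cKO replicates, and all 3 libraries labelled cKO were above all 3 controls. *Krt8* and *Epcam* of the same list of epithelial markers had log2 fold changes of 2.31 and 1.00. The explanation written down before the data were examined was an unequal share of other cell types (macrophage, endothelial, muscle, cartilage or epithelial cells). Of 22 tested markers in 4 lists, 5 had an unadjusted p-value under 0.05, namely all 3 epithelial markers and 2 of 5 cartilage markers, against 0 of 8 macrophage and 0 of 6 muscle markers. As lists, macrophage markers had 7 of 8 higher with a median log2 fold change of 0.30 (percentile 99.97 among random lists), and muscle markers were at percentile 95.8, cartilage markers at 99.4 and epithelial markers at 100. The endothelial list was not tested, since too few of its genes passed the filter. Whether other cells were present or genes changed within the preosteoblasts was not tested.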

How the results depend on the processing

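The alternatives of replicate block, leaving out each library, the reading of the p-value in Fig. S6 and the gene set settings were chosen before the data were examined; scaling, pseudocount, filters on FPKM, the variance trend and the Y-linked covariate were chosen after seeing the data, and 12 settings of pseudocount, filter and trend were looked at before the main setting was settled. Alternatives written for raw counts could not be run on FPKM: size factors and upper-quartile factors in edgeR, the DESeq2 Wald test, limma on DESeq2-normalized counts and the filter on 10 counts.

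The number of genes with an adjusted p-value under 0.05 was 0 in the main setting, with 1521 at an unadjusted p under 0.05. It was 0 with the replicate block and under each other setting of filter, pseudocount, trend, scaling and covariate tried singly, except that pseudocount 0.1 over all rows without a trend gave 1. Across the 6 fits that each left out one library it ran from 0 to 334. For the genes past the Fig. S6 lines the counts were 0 in the main setting, 2 with the replicate block (*Spint2* and *H3c15*, named after their values were seen), 3 with pseudocount 0.1 over all rows (*Ancv1r*, *Smr3a* and *Cd3g*, likewise), 222 with the p-value taken as unadjusted, and 0 to 423 with one library left out. The cause was not tested. With the unadjusted p-value, the changes of a single setting with all 6 libraries gave 177 to 410 genes, the larger number with pseudocount 0.1, and leaving out one library gave 163 to 454. The first look gave 226 to 251 with pseudocount 1 and 406 to 1022 with pseudocount 0.1, where the largest counts, 950 and 1022, came without a filter.

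Same-numbered control and cKO libraries come from different animals. Their deviations from the group means correlated at 0.03 on average, against -0.01 for differently numbered pairs, so the replicate block result is given only here. The separate same-numbered pairs differed in sign, at 0.03, -0.17 and 0.21 for replicates 1, 2 and 3.

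All Fig. 3m genes that passed the filter kept the direction of the heatmap in the main setting and in the 15 alternatives run for them, 26 to 36 genes by filter. The paper chose these genes from the same libraries, so their direction was largely fixed in advance and is no test of robustness. The 12 settings of the first look were not run for these genes. Those with an adjusted p under 0.05 numbered 0, and 0 to 15 with one library left out. The log2 fold change of *Nell2* stayed positive, from 0.25 to 0.93 with one library left out. The adjusted p-value of Reactome Cell cycle was 1 with the exact test in the main setting and 5.24e-12 with limma's camera. With 1 library left out, the adjusted p-value of the exact test ran from 3.67e-18, without cKO replicate 1, to 1. That range says nothing about the stability of the camera value. The other Reactome sets reported stayed above 0.05. Where a setting called 0 genes, as the main setting did, the exact test could not show enrichment. Such settings therefore say nothing about how stable these sets are. All 10 splits of the 6 libraries into 3 and 3 gave at least as many genes as the real split for both thresholds, since the real split gave 0; that outcome was fixed in advance and shows nothing about the groups. Of the 10 splits, 4 part every same-numbered pair, the real split included. With the unadjusted Fig. S6 reading, 2 of the 10 splits gave at least 222 genes, the real one included, and 1 of the 4. The other of the 2 exchanged cKO replicate 1 with control replicate 3. That split gave 304 genes, more than the 222 of the real split. With the adjusted p-value it gave 202 genes, where the real split gave 0. FPKM hides depth, so how much of a low value is counting error is unknown.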

Differences from the paper's values

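The paper's numbers are 311 differentially expressed genes, 107 downregulated and 204 upregulated. The main setting gave 0 genes past the lines of Fig. S6, 0 lower and 0 higher. Of the alternatives set before the data were examined, taking the p-value of Fig. S6 as unadjusted gave 222 genes, 74 lower and 148 higher, each within 1.5 times of the paper's. Without the library labelled cKO replicate 1, 423 genes passed with an adjusted p-value, 238 of them higher, within 1.5 times of the paper's total and number of upregulated genes, while the 185 lower were not. The other alternatives set before the data were examined did not come within 1.5 times. Settings chosen after seeing the values also came within 1.5 times of the paper's total when the p-value was taken as unadjusted, with 220 to 410 genes across the single changes of filter, pseudocount, trend, scaling and covariate, except for 177 with an FPKM of at least 1 in every library. In the first look, 226, 246, 247, 249, 251, 406 and 412 genes passed under the settings within 1.5 times. With the unadjusted p-value and a library left out, 210, 339 and 454 genes passed without control replicate 1, control replicate 3 and cKO replicate 1. Of the Fig. 3m genes, 15 had an adjusted p-value under 0.05 without the library labelled cKO replicate 1.

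The paper states that ROBO2 was not or hardly expressed; here *Robo2* had a mean FPKM of 3.97, near the 3.44 of *Nell2*. The paper states that *Nell2* was deleted in these cells, and it checked the deletion in calvarial preosteoblasts by qRT-PCR and western blotting. Here the log2 fold change of *Nell2* was 0.48 (standard error 0.37, adjusted p = 0.591 from limma) in the libraries labelled cKO. A gene-level FPKM does not separate reads of the floxed part from the rest, so this value cannot decide whether the deletion took place. The paper names PI3K-Akt and focal adhesion pathways, and the closest Reactome sets gave adjusted p-values of 0.654 and 0.887 with limma's camera. Those sets held only 57 and 18 tested genes and are not the KEGG lists. The paper's KEGG analysis was of its differentially expressed genes, while camera tests for a shift of a whole set in 1 direction. These values therefore do not decide whether the paper's pathways were enriched. The paper also names cell cycle and ECM-receptor interaction. In the same camera test, Reactome Cell cycle gave 5.24e-12, with lower values in the libraries labelled cKO. Integrin cell surface interactions gave 0.169.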

Other observations

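The test of other splits for the Cell cycle set was chosen after its result was seen.

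Reactome Cell cycle genes were lower in the libraries labelled cKO (median log2 fold change -0.14 over 433 genes). With limma's camera, 227 of 806 sets had an adjusted p under 0.05, 184 of them lower. Across the other splits this number ran from 1 to 193, and it was 185 with cKO replicate 1 and control replicate 3 exchanged. The number therefore does not follow the labels alone. Of the 10 splits, 1 gave an adjusted p as small for Cell cycle, the real one. Others came near, with 7.55e-10 for the split that moved cKO replicate 1 to the control side in exchange for control replicate 3, and 5.7e-09 for another, so the set moves along an axis that does not follow the labels alone. The first principal component, with 48.3% of the variance, put the libraries labelled cKO replicates 2 and 3 at 18.4 and 16.1, cKO replicate 1 at -4.23 and the controls between -16.6 and -0.83. Library size, from relative depths down to 0.944 of control replicate 1, could not be told apart as a factor, since FPKM carries no totals.

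Of the genes that the paper measured in other experiments by qRT-PCR, *Nell1* had a log2 fold change of -0.16 (adjusted p = 0.495 from limma), *Tnfsf11* 0.13 (adjusted p = 0.841) and *Tnfrsf11b* 0.10 (adjusted p = 0.885). *Runx2* changed by -0.21 (adjusted p = 0.381), *Spp1* by 0.12 (adjusted p = 0.767) and *Cebpa* by 0.02 (adjusted p = 0.946). *Sp7* changed by -0.48 and *Alpl* by -0.45 (each with adjusted p = 0.312), and *Pparg* by 0.35 (adjusted p = 0.312). *Ibsp*, also measured by the paper, changed by -1.27 and *Fabp4* by 1.68 (each with adjusted p = 0.312 from limma). The paper measured osteogenic and adipogenic genes after induction of differentiation, and for *Tnfsf11* and *Tnfrsf11b* it reported a lower ratio. The sample labels here name no induction, so these values are not a like comparison. *Bglap*, for which the paper lists no qRT-PCR primers, changed by -1.15. Its near-identical copies *Bglap2* and *Bglap3* make its value uncertain, since the table does not show how reads shared between them were counted.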
